# MFN2 Deficiency Impairs Mitochondrial Functions and PPAR Pathway During Spermatogenesis and Meiosis in Mice

**DOI:** 10.3389/fcell.2022.862506

**Published:** 2022-04-14

**Authors:** Tianren Wang, Yuan Xiao, Zhe Hu, Jingkai Gu, Renwu Hua, Zhuo Hai, Xueli Chen, Jian V. Zhang, Zhiying Yu, Ting Wu, William S. B. Yeung, Kui Liu, Chenxi Guo

**Keywords:** spermatogenesis, meiosis, mitofusin 2, lipid metabolism, mitochondrial dynamics

## Abstract

Mitochondria are highly dynamic organelles and their activity is known to be regulated by changes in morphology via fusion and fission events. However, the role of mitochondrial dynamics on cellular differentiation remains largely unknown. Here, we explored the molecular mechanism of mitochondrial fusion during spermatogenesis by generating an *Mfn2* (mitofusin 2) conditional knock-out (cKO) mouse model. We found that depletion of MFN2 in male germ cells led to disrupted spermatogenesis and meiosis during which the majority of Mfn2 cKO spermatocytes did not develop to the pachytene stage. We showed that in these Mfn2 cKO spermatocytes, oxidative phosphorylation in the mitochondria was affected. In addition, RNA-Seq analysis showed that there was a significantly altered transcriptome profile in the *Mfn2* deficient pachytene (or pachytene-like) spermatocytes, with a total of 262 genes up-regulated and 728 genes down-regulated, compared with wild-type (control) mice. Pathway enrichment analysis indicated that the peroxisome proliferator-activated receptor (PPAR) pathway was altered, and subsequent more detailed analysis showed that the expression of PPAR α and PPAR γ was up-regulated and down-regulated, respectively, in the MFN2 deficient pachytene (or pachytene-like) spermatocytes. We also demonstrated that there were more lipid droplets in the *Mfn2* cKO cells than in the control cells. In conclusion, our study demonstrates a novel finding that MFN2 deficiency negatively affects mitochondrial functions and alters PPAR pathway together with lipid metabolism during spermatogenesis and meiosis.

## Introduction

Mitochondria are known to play a critical role in controlling cell metabolism in eukaryotic cells, as they act as a power station to generate ATP via the oxidation of nutrients. At the same time, this organelle is highly active that can change its shape via fusion and fission events, and in this way to facilitate the metabolic milieu and other important cellular activities. These fusion and fission processes have long been recognized to regulate mitochondrial dynamics (Thorsness 1992; Bereiter-Hahn and Vöth 1994; Chan 2012; Mishra and Chan 2016). Indeed, the first time that mitochondria were shown to be a highly dynamic organelles was more than a century ago when in 1914 mitochondrial “granules” in chick embryonic cells were demonstrated to fuse together (Lewis and Lewis 1914). However, the molecular function of this mysterious behavior remained unknown for more than 80 years, until some of the molecular components that mediate these dynamic events were first identified in 2000 (Mozdy et al., 2000). One such component is mitofusin 2 (MFN2). This is a mitochondrial outer membrane GTPase, which was identified as playing a role in mitochondrial fusion and quality control. More recently, MFN2 has also been shown to play an essential role in regulating mitochondrial-endoplasmic reticulum (ER) tethering as well as cell metabolism in mammalian cells (Chen and Chan 2005; de Brito and Scorrano 2008; Filadi et al., 2018; Emery and Ortiz 2021).

In recent years, mitochondrial dynamics have been reported to play a crucial role during spermatogenesis and male fertility (Ren et al., 2019; Vertika et al., 2020). For example, the mitochondrial fission related factor, DRP1, was reported to play a role in maintaining mitochondrial function and spindle migration during meiosis in the oocytes of mice (Pan et al., 2020). Moreover, RAB7 was shown to regulate the phosphorylation of DRP1 and thus control mitochondrial dynamics during oocytogenesis (Pan et al., 2020). In addition to DRP1, several studies demonstrated that the conditional knock-out of mitofusin 1 or 2 (MFN1 or MFN2) leads to male or female infertility in mice models (Varuzhanyan et al., 2019; Zhang et al., 2019; Chen et al., 2020; Wang et al., 2021). However, the underlying molecular mechanism responsible for this phenotype remains largely unknown. Unlike some germ cell specific genes, which are known to directly participate in meiosis (Li et al., 2019; Li et al., 2021), MFN2 might play an indirect role in spermatogenesis by regulating various mitochondria related biological functions, such as oxidative phosphorylation and/or providing a supply ATP (Varuzhanyan et al., 2019). Although it is well-known that mitochondrial morphology plays a role in maintaining cellular homeostasis, there is limited knowledge about the role of morphological remodeling in germ cell development, and the underlying molecular mechanisms are also still unknown.

Here, based on previous studies on mitofusin proteins and mitochondrial dynamics, we have taken advantage of the Cre-LoxP system and generated a conditional knock-out (cKO) mouse line, which can specifically knock-out MFN2 in male postnatal germ cells. In this MFN2 cKO line, we analyzed the gross morphology and inner structure of the testis. We also investigated the role of MFN2 in spermatogenesis and meiosis of male germ cells. In addition, we isolated spermatocytes with high purity and performed RNA sequencing. We found that PPAR signaling was significantly affected by genetic deletion of the *Mfn2* gene. Furthermore, we also identified changes in lipid metabolism in MFN2 deficient meiotic cells. Overall, our data provide important insights into mitochondrial dynamics, and reveal a novel role of MFN2 in spermatogenesis via regulating the PPAR signaling pathway and lipid metabolism.

## Materials and Methods

### Mouse Maintenance

All the mice used in this study were of the C57BL/6J genetic background and they were generated by Caygen Biosciences (Santa Clara, California). The animals were housed under a controlled environment with free access to water and food, and with lights switched on between 6:00 and 18:00. All experimental protocols were approved by the regional ethics committee of the University of Hong Kong-Shenzhen Hospital.

### Generation of the *Mfn2* Conditional Knock-Out Mouse Line and Genotyping

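The gene *Mfn2* (ENSMUSG00000029020) lies on the reverse strand of chromosome 4 of GRCm38, from 147873599 to 147904704. GENCODE mouse release 21 lists 7 transcripts of it, and its longest transcript has 20 exons. In that transcript exon 6 spans positions 147890114 to 147890276 and is 163 bases long. This exon is coding over its whole length and holds 54 codons and 1 further base, so its length is not a whole number of codons. The same exon is part of 5 of the 7 transcripts, and it is exon 5 in 3 of the others and exon 4 in 1. Intron 5, upstream of it in the direction of transcription, spans 147890277 to 147894562, and intron 6, downstream of it, spans 147888745 to 147890113. The introns are 4286 and 1369 bases long.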

Exon 6 of the *Mfn2* gene was targeted as the deletion region, in which two LoxP sites were inserted in the mouse genome via CRISPR/Cas9 and homology directed repair (HDR) techniques (Figure 1A). Two guide RNA (gRNA) of the *Mfn2* gene, the donor vector containing the LoxP sites, and Cas9 mRNA were co-injected into fertilized mouse eggs to generate targeted conditional knock-out offspring. F_0_ founder animals were identified by PCR followed by sequence analysis, and these were then bred with WT mice to test the germline transmission and to generate the F_1_ generation. The gRNA sequences used, are as follows with the PAM region underlined:

gRNA1_F (matching the forward strand of the gene): GCA​GGG​ACC​GTG​GTT​TAG​TGG​GG
gRNA1_R (matching the reverse strand of the gene): CAG​GGG​ATC​TAA​TAC​TGT​CCT​GG
gRNA2_F (matching the forward strand of the gene): CGA​CCT​TGG​AGC​AGG​GAC​CGT​GG
gRNA2_R (matching the reverse strand of the gene): GGT​GTA​CAC​AGA​GTA​TAT​CCA​GG.

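Each of the 4 gRNA sequences has 23 bases, of which the first 20 are the target and the last 3 are the PAM. All end in GG, as a PAM of the NGG type does. The sequence GCAGGGACCGTGG, of 13 bases, is shared by gRNA1_F and gRNA2_F, so these target sequences overlap. On both strands, 0 of the transcripts in GENCODE mouse release 21, those of *Mfn2* included, contained any of the 4 sequences in full. None of the sequences therefore lies wholly inside an annotated exon. Their positions in the introns were not analysed here.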

**FIGURE 1:**
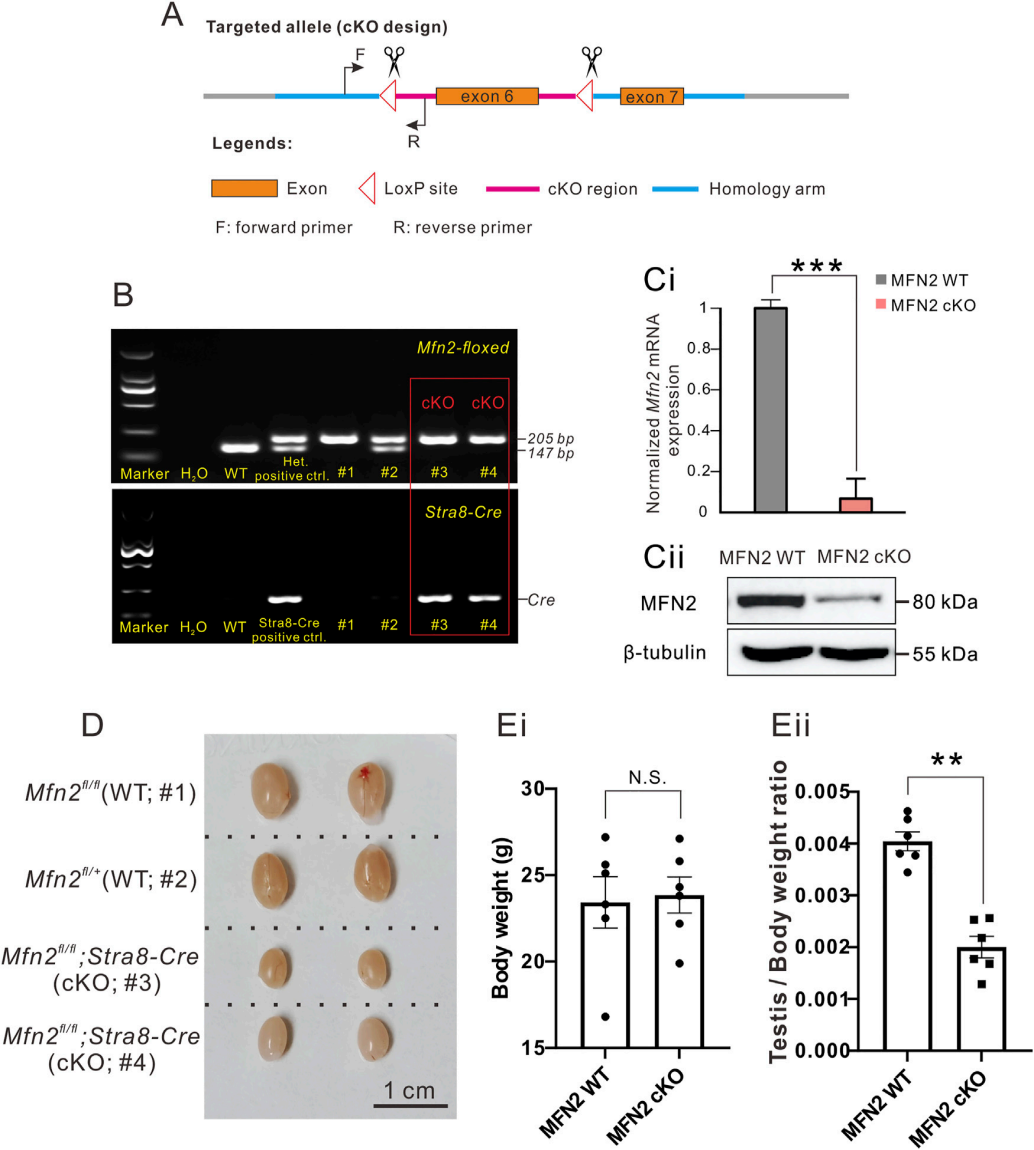
MFN2 conditional knock-out (cKO) mice demonstrate decreased testis size. **(A)** Design of the Cre-LoxP cKO system in the Mfn2 allele, such that exon 6 was flanked by two LoxP regions. When combined with Cre protein, exon 6 is deleted to complete Mfn2 gene knock-out. The forward and reverse primers were designed to check the insertion of the LoxP site in the Mfn2 allele. **(B)** Genotyping of the Mfn2;Stra8-Cre cKO mice. Tail DNA from wild-type (WT) mice was used as a negative control for PCR data analysis, whereas that from the Mfn2^fl/+^ heterozygous mouse was used as a positive control as there was a high band (205 base pairs, indicating successful insertion of LoxP in one of the Mfn2 alleles) and a low band (147 base pairs, indicating the Mfn2 wild-type allele, without LoxP insertion). Tail DNA from the Stra8-Cre mouse was used as a positive control to amplify a Cre band for PCR analysis. **(C)** Western blotting analysis to show the level of MFN2 level in the spermatocytes of MFN2 WT and MFN2 cKO mice. *ß*-tubulin was used as a loading control. **(D)** Representative examples of the testes isolated from two MFN2 WT and two MFN2 cKO mice, which were collected on postnatal day (PD) 56. The scale bar is 1 cm. **(E)** Bar charts to show the mean ± SEM **(Ei)** body weight and **(Eii)** testis weight/body weight ratio in the MFN2 WT and MFN2 cKO mice groups (*n* = 6 for each group) at PD 56. N.S. means no significant difference. **: *p* < 0.01.

Mfn2 floxed mice were identified via PCR analysis with Rapid Taq polymerase (Cat. P222-02, 2X Rapid Taq Master Mix, Vazyme, Nanjing, China). A small piece was excised at the tail tip of the mouse and this was lysed with 200 μL digestion buffer (50 mM KCl, 10 mM pH 9.0 Tris-HCl, 0.1% Triton X-100 and 0.4 mg/ml Proteinase K) at 55°C overnight. Then, each sample was incubated at 98°C for 10 min to denature the Proteinase K and centrifuged at 12,000 rpm for 5 min. The supernatant containing the genomic DNA was then used in the PCR assay. Information about the PCR primers used and the expected size of bands obtained, are as follows:

Forward primer: 5′-GAG​GAG​CAT​AAT​AGG​AAA​TGA​GCC-3’
Reverse primer: 5′-GAT​GGA​GAC​TGC​CTA​CTT​CCA​AA-3.
Homozygotes: one band with 205 bp.
Heterozygotes: two bands with 205 bp and 147 bp.
Wild-type (WT) allele: one band with 147 bp.

The PCR mixture consisted of 1 μL mouse tail genomic DNA, 1 μL forward primer (10 μM), 1 μL reverse primer (10 μM), 12.5 μL 2X Rapid Taq Master Mix, and 9.5 μL ddH_2_O. The PCR program involved an initial denaturation step at 95°C for 3 min followed by 32 cycles comprising denaturation at 95°C for 15 s, annealing at 60°C for 15 s, and extension at 72°C for 15 s. This was followed by a final additional extension step at 72°C for 5 min. The PCR products were then separated by gel electrophoresis using a 1.5% agarose gel. This method was used to confirm successful LoxP insertions such that when compared with WT mice, successful insertion resulted in a relatively higher band size due to the increased size of LoxP. Indeed, WT mice showed a single band of 147 bp, heterozygous mice (i.e., Mfn2^loxP/+^) showed two bands at 147 bp and 205 bp, and homozygous mice (Mfn2^loxP/loxP^) demonstrated a single higher band at 205 bp (Figure 1B). The homozygous MFN2 floxed mice were then crossed with Stra8-Cre mice, in which Cre was specifically expressed in male germ cells (Sadate-Ngatchou et al., 2008). Further genetic screening was conducted to select those that also expressed Cre, as shown by the additional band obtained by gel electrophoresis (Figure 1B), whereas the control mice did not express Cre. We could then easily identify the MFN2 cKO mice via the Cre-LoxP system (Gu et al., 1993) and PCR analysis using the following primers:

Forward primer for Stra8-Cre: 5′-GTG​CAA​GCT​GAA​CAA​CAG​GA-3’
Reverse primer for Stra8-Cre: 5′- AGG​GAC​ACA​GCA​TTG​GAG​TC-3’

In all experiments of this study, the control mice were chosen from the same littermate with MFN2 cKO mice. The MFN2 WT control mice were genotyped as Mfn2^fl/fl^ or Mfn2^fl/+^; MFN2 heterozygous mice were genotyped as Mfn2^fl/+^;Stra8-Cre; and the MFN2 homozygous cKO mouse were genotyped as Mfn2^fl/fl^;Stra8-Cre.

### Tissue Collection and Histological Analysis

Male mice were euthanized by Carbon dioxide (CO_2_) inhalation (Niel and Weary 2006) and then the testes were immediately dissected out and fixed in Bouin’s solution (Cat. HT10132, Sigma-Aldrich, United States) for 16 h. The testes were then dehydrated, embedded in paraffin and 7 μm thick sections were prepared and mounted on glass slides. The tissue samples were then de-paraffinized, stained with hematoxylin solution for 90 s and then washed three times with ddH_2_O. They were then mounted with neutral balsam (Cat. G8590, Solarbio, Beijing, China) and imaged via light microscopy. For indirect immunofluorescence (IF) assays, the testes were fixed in 4% paraformaldehyde for 24 h and then they were dehydrated, processed, and sectioned as described above, before they were immunolabeled.

### The Enzyme-Linked Immunosorbent Assay

Blood samples were collected from mice and centrifuged at 10,000 rpm for 10 min. The supernatant (i.e., the serum) was collected for subsequent analysis by ELISA using the mouse testosterone (Cat. AE90626Mu) and luteinizing hormone (Cat. AE90609Mu) kits from AMEKO, Shanghai, China. ELISA assays were performed according to the manufacturer’s instructions.

### Chromosome Spread Assays

Testis tissue was collected from male mice as described above, and the tunica albuginea was removed before the remaining tissue was transferred into a 1.5 ml RNase/DNase Free tube (Cat. AXYMCT150CS, Axygen, Corning, NY, United States) containing 1 ml PBS (Cat. 10010023, Gibco, Thermo Fisher Scientific, MA, United States). Forceps (Cat. HEC7.1, Tweezers Round, Carl Roth, Karlsruhe, Germany) were used to crush the seminiferous tubules and spermatocytes for around 5 min, until the large pieces of tissue had been dissociated. The resulting cell suspension was then filtered into a new 1.5 ml microtube though a 40 μm cell strainer (Cat. 352340, Falcon, Corning, NY, United States). The cells were centrifuged at 3,500 rpm for 3 min, after which the supernatant was discarded, and the pellet was gently resuspended in 1 ml PBS. The cells were washed by centrifugation 1–2 times until the supernatant was clear. After the final wash, the supernatant was removed as usual and the cells were resuspended in 1 ml hypotonic solution (30 mM Tris HCl, 17 mM trisodium citrate, 5 mM EDTA, 50 mM sucrose, pH 8.8) and incubated at room temperature for 30–40 min. The cells were then centrifuged at 3,500 rpm for 3 min and supernatant was discarded, after which the cell pellet was resuspended in 100 μL sucrose (100 mM) and incubated for 5 min at room temperature. The cells were then fixed by adding the same volume of fixative buffer (0.33 M paraformaldehyde, 100 μL 10% Triton X-100, 10 ml PBS and 30 μL 1 N NaOH). Using a PAP pen (Cat. Z377821, Sigma-Aldrich, MO, United States), two circles were drawn on each glass slide to mark the specimen range, after which 20 μL fixed cell suspension was applied to each circle, and the cells were allowed to settle and attach for 3 h at room temperature. Once the liquid inside each circle was completely dry, the slides were stored at −80°C for up to 3 months prior to the immunolabeling experiments.

### Immunofluorescence Assay

Cells or tissue sections that were fixed as described above, were permeabilized in phosphate buffered saline (PBS) containing 0.1% Triton X-100 (Cat. T8787, Sigma-Aldrich, MO, United States; PBST) for ∼15 min. The cells/tissues were then washed twice with PBST, after which they were incubated with blocking buffer consisting of PBS containing 5% BSA (Cat. A1933, Sigma-Aldrich, MO, United States) for 1 h at room temperature. The samples were then incubated with primary antibody (diluted in blocking buffer), overnight at 4°C, after which they were washed for 10 min with three changes of PBS. The samples were then incubated with the appropriate Alexa Fluor-tagged secondary antibody (at 1:500 dilution in blocking buffer) for 1 h at room temperature. At the end of this secondary antibody incubation step, the samples were washed thoroughly with PBST and then washed briefly with distilled H_2_O, after which they were mounted under ProLong Diamond Antifade mountant containing DAPI (Cat. P36962, Invitrogen, MA, United States). After mounting, the samples were incubated at room temperature overnight to cure the mountant, after which they were stored at 4°C prior to being imaged via confocal microscopy. The following primary antibodies were used: rabbit anti-Tom 20 (at 1:200 dilution; Cat. 72610, Cell Signaling Technology, MA, United States), mouse anti-phospho-Histone H2A.X (pSer139) (at 1:300 dilution; Cat. 05–636, Millipore, MA, United States), mouse anti-Sycp3 (at 1:300 dilution; Cat. ab181746, Abcam, Cambridge, United Kingdom), rabbit anti-cleaved-PARP (at 1:200 dilution; Cat. 94885, Cell Signaling Technology, MA, United States), rat anti-H1t (at 1:100 dilution; custom made by Dai·An, Wuhan, China), mouse anti-PLZF (at 1:200 dilution; Cat. sc-28319, Santa Cruz Biotechnology, TX, United States), rabbit anti-PCNA (at 1:200 dilution; Cat. #13110, Cell Signaling Technology, MA, United States), rabbit anti-cleaved-caspase 3 (1:200 dilution; Cat. #9664, Cell Signaling Technology, MA, United States), anti-PEX3 antibody (at 1:200 dilution, Cat. PA5-37012, Thermo Fisher Scientific, MA, United States), anti-TRF1 (at 1:200 dilution; Cat. ab192629, Abcam, Cambridge, United Kingdom), and anti-MLH1 antibody (at 1:200 dilution; Cat. 554073, BD, NJ, United States). The secondary antibodies utilized in these experiments were from Invitrogen, MA, United States and are as follows: Alexa Fluor Plus 488-tagged goat anti-mouse IgG (H + L) highly cross-adsorbed antibody (Cat. A32723), Alexa Fluor Plus 488-tagged goat anti-rabbit IgG (H + L) highly cross-adsorbed antibody (Cat. A32731), Alexa Fluor Plus 594-tagged goat anti-mouse IgG (H + L) highly cross-adsorbed antibody (Cat. A32742), Alexa Fluor Plus 594-tagged goat anti-rabbit IgG (H + L) highly cross-adsorbed antibody (Cat. A32740), and Alexa Fluor Plus 488-tagged goat anti-rat IgG (H + L) highly cross-adsorbed antibody (Cat. A48262). All these secondary antibodies were used at 1:500 dilution. In some experiments, the following fluorescent markers were also used: FITC-conjugated *pisum sativum* agglutinin (FITC-PSA, at 1:500 dilution; Cat. L0770, Sigma-Aldrich, MO, United States), and BODIPY lipid probe (at 1:200 dilution, Cat. D3922, Molecular Probes, Thermo Fisher Scientific, MA, United States).

The mitochondrial membrane potential was evaluated using the JC-1 probe (Cat. T3168, Invitrogen, MA, United States). In brief, spermatocytes were cultured in DMEM/F12 medium with 2 mM JC-1 for 30 min at 37°C, after which they were washed for 3 × 3 min with PBS. The samples were then immediately imaged by confocal microscopy. JC-1 dye exhibits potential-dependent accumulation in mitochondria as indicated by an emission shift in the fluorescence from green (∼529 nm) to red (∼590 nm). Thus, mitochondrial depolarization is indicated by a decrease in the red/green fluorescence intensity ratio. To measure reactive oxygen species (ROS) in spermatocytes, carboxy-H2DCFD (Cat. C400, Invitrogen, MA, United States), which is a fluorescent oxidative stress indicator, was applied in this assay (Takeda et al., 2003). Spermatocytes were pre-treated with DMEM/F12 medium containing 10 mM H_2_O_2_ for 5 min. They were then washed and incubated with DMEM/F12 medium containing 10 µM carboxy-H2DCFD for 30 min at 37°C, after which they were washed 3 × 3 min with PBS and then immediately imaged by confocal microscopy.

### Confocal Imaging

Images of the fluorescently labelled tissue sections or cells were acquired using a ZEISS LSM 900 with Airyscan 2 laser scanning confocal microscope and Hybrid Detectors (HyD). Images were captured with either a Leica HC PL APO CS2 63x/1.4 NA oil immersion objective lens or a Leica HC PL APO ×20/0.7 NA CS2 dry objective lens. Alex Fluor 488, Alex Fluor 546/594, Alex Fluor 647 and DAPI fluorescence was captured with, an argon laser operating at 488 nm, a HeNe laser operating at 561 nm, a HeNe laser operating at 633 nm, or a diode-pumped solid-state laser operating at 405 nm, respectively, using 488 nm excitation/519 nm detection, 552 excitation/575 nm detection, 633 nm excitation/670 nm detection, and 405 nm excitation/461 nm detection, respectively.

### Purification of Male Germ Cells

Male mice germ cells were purified following a well-establish, previously described protocol (La Salle et al., 2009; Gan et al., 2013; Li et al., 2021). In brief, mice were sacrificed and the testes were obtained and decapsulated. The seminiferous tubules were isolated from the other testis tissues by incubation with 0.2% W/V collagenase type I (Cat. 17100017, Gibco, MA, United States) and 1 mg/ml DNase I (Cat. A3778, Applichem, IOWA, United States) in a water bath at 37°C for 10 min, after which the samples were centrifuged at 1,200 rpm for 2 min. The pellet (containing the seminiferous tubules) was then resuspended in 5 ml 0.25% trypsin (Cat.15050057, Gibco, MA, United States) containing 1 mg/ml DNase I at 37°C for 5 min with gentle shaking. The sample was centrifuged at 1,500 rpm for 5 min, after which the pelleted cells were resuspended in 20 ml high glucose DMEM (Cat. 12100046, Gibco, MA, United States) containing 0.5% BSA and filtered through a 40 μm nylon cell strainer (Cat. 352340, Falcon^®^, BD, NJ, United States). The recovered cells in the filtrate were resuspended in 20 ml DMEM containing 0.5% BSA and loaded into a cell separation apparatus (BOMEX Corporate) containing a 2–4% BSA gradient in 600 ml DMEM. After sedimentation for 3 h, the cells were collected into tubes from the bottom of the separation apparatus at a rate of 10 ml/min (i.e., 10 ml/tube). The cell type and purity in each fraction were assessed according to their diameter and morphological characteristics under the light microscope.

### Protein Extraction and Western Blotting Analysis

Purified spermatocytes were collected from WT and MFN2 cKO male C57BL/6 mice testes and suspended in lysis buffer [50 mM HEPES-KOH (pH 7.5), 100 mM KCl, 2 mM EDTA, 10% glycerol, 0.1% NP-40, 10 mM NaF, 0.25 mM Na_3_VO_4_, and 50 mM *ß*-glycerophosphate] supplemented with complete protease inhibitor (Cat. 04693116001, Roche, Basel, Switzerland). The samples were homogenized and centrifuged at 20,000 g for 20 min at 4°C, after which the supernatant was retained for western blotting analysis. The proteins in each sample were separated using 4–12% Bis-Tris gels (Cat. M00652, SurePAGE™, GenScript, Nanjing, China) and a mini protein electrophoresis system (Cat. 1658034, BIO-RAD, CA, United States) following the manufacturer’s instructions. The protein bands were then transferred to polyvinylidene fluoride (PVDF) membranes (Cat. IPVH00010, Immobilon, Millipore, MA, United States) via a Mini Trans-Blot Electrophoretic Transfer Cell (Cat. 1703930, BIO-RAD, CA, United States). The immunoreactive bands were detected and analyzed with a Bio-Rad ChemiDoc MP imaging System (Cat. 12003154, BIO-RAD, CA, United States) in conjunction with the Image Lab Software (Bio-Rad, CA, United States). The relative protein levels in each sample were normalized to *ß*-tubulin or GAPDH to standardize the loading variations. The primary antibodies for immunoblotting were as follows: anti-GAPDH antibody (at 1:2,000 dilution; Cat. #8884, Cell Signaling Technology, MA, United States), anti-β-tubulin antibody (at 1:2,000 dilution; Cat. #2146, Cell Signaling Technology, MA, United States), anti-MFN2 antibody (at 1:1,000 dilution; Cat. #9482, Cell Signaling Technology, MA, United States), anti-PPAR-α antibody (at 1:1,000 dilution; Cat. ab24509, Abcam, Cambridge, United Kingdom), anti-PPAR-β antibody (at 1:1,000 dilution; Cat. SC-74517, Santa Cruz Biotechnology, TX, United States), and anti-PPAR-γ antibody (at 1:1,000 dilution; Cat. SC-7273, Santa Cruz Biotechnology, TX, United States). The secondary antibodies used were: HRP conjugated goat anti-mouse IgG (H + L) cross-adsorbed antibody (at 1:5,000 dilution; Cat. G-21040, Invitrogen, MA, United States) and HRP conjugated goat anti-rabbit IgG (H + L) cross-adsorbed antibody (at 1:5,000 dilution; Cat. G-21234, Invitrogen, MA, United States).

### Quantitative Reverse-Transcription Polymerase Chain Reaction

Total RNA was extracted from isolated pachytene spermatocytes using BSA gradient sedimentation. The extracted RNA was reverse transcribed using the High-capacity cDNA Reverse Transcription kit (Cat. 4368813, Thermo Fisher Scientific, CA, United States) according to the manufacturer’s instructions. Five genes (Sdhb, Uqcrc2, Atp5a1, Ndufv1 and Cox1) and the house-keeping gene Gapdh were quantified using real time-qPCR with SYBR^®^ Green master mix (Cat. 1725124, iTaq™ Universal SYBR^®^ Green Supermix, BIO-RAD, CA, United States), and an Applied Biosystems 7500 Real-time PCR system (Cat. 4351107, Applied Biosystems™, Thermo Fisher Scientific, MA, United States). The following program was used: Activation at 95°C for 3 min (1 cycle) and then 40 cycles of denaturation at 95°C for 15 s and annealing/extension at 60°C for 30 s. The data were normalized to GAPDH and the relative levels of mRNA were quantified using the 2^−ΔΔCt^ method. The primers used in this assay are as follows:

*Mfn2* Forward primer: 5′- GCT​CCT​GAA​GGA​TGA​CCT​CG-3’
*Mfn2* Reverse primer: 5′-CGT​CTG​CAT​CAG​CGT​GGA​CTC-3’
*Sdhb* Forward primer: 5′-AAT​TTG​CCA​TTT​ACC​GAT​GGG​A-3’
*Sdhb* Reverse primer: 5′-AGC​ATC​CAA​CAC​CAT​AGG​TCC-3’
*Uqcrc2* Forward primer: 5′-AAA​GTT​GCC​CCG​AAG​GTT​AAA-3’
*Uqcrc2* Reverse primer: 5′-AAA​GTT​GCC​CCG​AAG​GTT​AAA-3’
*Atp5a1* Forward primer: 5′-TCT​CCA​TGC​CTC​TAA​CAC​TCG-3’
*Atp5a1* Reverse primer: 5′-CCA​GGT​CAA​CAG​ACG​TGT​CAG-3’
*Ndufv1* Forward primer: 5′-TTT​CTC​GGC​GGG​TTG​GTT​C-3’
*Ndufv1* Reverse primer: 5′-GGT​TGG​TAA​AGA​TCC​GGT​CTT​C-3’
*Cox1* Forward primer: 5′-GTG​CTG​GGG​CAG​TGC​TGG​AG-3’
*Cox1* Reverse primer: 5′-TGG​GGC​CTG​AGT​AGC​CCG​TG-3’
*Gapdh* Forward primer: 5′-GGC​AAA​TTC​AAC​GGC​ACA​GT-3’
*Gapdh* Reverse primer: 5′-GGC​CTC​ACC​CCA​TTT​GAT​GT-3’

### RNA Sequencing and Data Analysis

RNA sequencing was performed with an Illumina HiSeq PE150 by Novogene Corp. Inc. (Beijing, China). Total RNA was purified from isolated pachytene spermatocytes using Trizol reagent (Cat. 15596026, TRIzol™, Thermo Fisher Scientific, CA, United States) according to the manufacturer’s instructions. The RNA quality and quantity were evaluated via Bioanalyzer (Agilent Co.) and Qubit (Life Technologies), respectively, and normalization was performed using Novomagic software (Novogene Corp. Inc.) to generate the number of reads in fragments per kilobase million (FPKM). Genes having an average FPKM >1 in at least one condition were used in subsequent scatterplot analyses. Differential expression analysis was performed using DESeq2, and genes with an adjusted *p*-value < 0.05 were considered as being differentially expressed. Expression pattern clusters were generated by the unsupervised hierarchical clustering analysis and K-means clustering algorithm using R. DAVID, and IPA were used to reveal the Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis.

### Quantification of Mitochondrial DNA Copy Number in Spermatocytes

To quantify the mtDNA copy number in spermatocytes, total DNA was extracted from mouse spermatocytes using the GeneJET genomic DNA purification Kit (Cat. K0721, Thermo Fisher Scientific, CA, United States) according to the manufacturer’s instructions. The total DNA was then quantified using a NanoDrop 2000 spectrophotometer (Cat. ND-2000, Thermo Fisher Scientific, CA, United States). The Mt-Rnr2 (16S ribosomal RNA) was used to determine the mtDNA copy number and *β-actin* was selected as the house-keeping gene. PCR reactions were performed with the 7500 Real-Time PCR System (Applied Biosystems) using an initial activation step at 95°C for 3 min, followed by 40 cycles of denaturation at 95°C for 15 s and annealing/extension at 60°C for 30 s. The data were normalized to *ß*-*actin* and the relative mRNA levels were quantified using the 2^−ΔΔCt^ method. The primers used were as follows:

*Rnr2*_F: 5′-TGC​CTG​CCC​AGT​GAC​TAA​AG-3’
*Rnr2*_R: 5′-GAC​CCT​CGT​TTA​GCC​GTT​CA-3’
β-*actin* _F: 5′- GGC​TGT​ATT​CCC​CTC​CAT​CG-3’
β-*actin* _R: 5′-CCA​GTT​GGT​AAC​AAT​GCC​ATG​T-3’

### Statistical Analysis

The data were analyzed with Minitab version 18 (Minitab Inc. State College, PA, United States) using the Student’s *t*-test or one-way ANOVA followed by Tukey’s test. *p*-values less than 0.05 were considered to be statistically significant. Graphs were generated using Microsoft Excel and figures were prepared with CorelDraw version X8 (Corel Corp., Ottawa, ON, Canada).

## Results

### MFN2 Is Essential for Male Spermatogenesis

The *Mfn2*-floxed and Stra8-Cre cKO mice were genotyped (Figure 1B). The higher band at 205 base-pair (bp) represents a successful loxP insertion band in Mfn2 exon 6 region, while the lower band at 147 bp represents a wild-type Mfn2 band in exon 6 region (Figure 1B). Here, we utilized *Mfn2^fl/fl^* or *Mfn2^fl/+^* animals as MFN2 wild-type controls and they were labeled as MFN2 WT in the following text and figures. In general, we sacrificed animals from the same littermate and made compare among these animals in all experiments. At first, the levels of *Mfn2* exon6 mRNA and MFN2 protein were determined in spermatocytes from MFN2 WT and MFN2 cKO mice via qPCR (Figure 1Ci) and western blot analysis (Figure 1Cii). For the mRNA level of *Mfn2* exon 6, it showed an extremely low expression in MFN2 cKO group, which indicates that there is no aberrant mRNA in the cytoplasm of MFN2 deficient spermatocytes (Figure 1Ci). For MFN2 protein expression, as shown in the gel, the MFN2 deficient spermatocytes had low levels of MFN2 protein when compared with the MFN2 WT spermatocytes, which suggests that much of the MFN2 protein had successfully been knocked out in the spermatocytes of the MFN2 cKO line. The testis of each of two representative MFN2 WT and MFN2 cKO mice were excised at postnatal day (PD) 56 (Figure 1D) and the body weight, testis/body weight ratio were determined (Figure 1E). The data show that the growth and body weight between MFN2 WT controls and MFN2 cKO mice are showed no significant differences (Figure 1Ei), while the testis in the MFN2 cKO mice were clearly smaller than the testis of the MFN2 WT controls (Figure 1D). This is also reflected in the significantly lower testis/body weight ratio in the MFN2 cKO group when compared with the controls (Figure 1E). The testis size of MFN2 heterozygous animals were also analyzed, and there is no difference in testis size between MFN2 WT controls and MFN2 heterozygous mice (Supplementary Figure S1A).

Histological analysis of the testis tissue from WT and MFN2 cKO mice at PD 56 demonstrated the severe negative effect on the inner structure found in the latter (Figures 2A,B). A comparison of the high magnification views (Figures 2Aiii, 2Biii) shows that in the WT testes, differentiated cells could clearly be observed, but in the MFN2 cKO testes, there were obvious abnormalities. Indeed, in the former, from the outside to the central area of the seminiferous tubules, well-defined spermatogonia (SG), spermatocytes (SC), spermatids (ST) and spermatozoon (SZ) could be clearly distinguished (Figures 2Aiii). However, in MFN2 deficient mice the majority (∼70%; Figures 2Bi) of the seminiferous tubules were devoid of any cells (Figures 2Biii). The histological studies in MFN2 heterozygous mice showed no obvious effect in seminiferous tubules and spermatocytes (Supplementary Figures S1B). Moreover, the meiotic spermatocytes in different meiotic stages, including SC, ST and SZ, could be clearly detected from the histological images (Supplementary Figures S1B). Furthermore, we showed that epididymis tissue from WT mice contained many mature spermatozoa (Figure 2Aiv), whereas only a limited number could be detected in the epididymis of the MFN2 deficient mice (Figure 2Biv). FITC-PAS (green) was applied to visualize the acrosome of the spermatozoa in the WT and cKO groups, however other parts of the sperm were also labeled due to their highly sticky nature (Figure 2C). The nuclei were labeled with DAPI (blue). The percentage of abnormal spermatozoa were then quantified (Figure 1Di). The data showed that while WT mice contained 8.3% abnormal mature sperm in the epididymis, the MFN2 cKO mice exhibited 43.8% abnormal sperm and these had a variety of phenotypes including a folded or broken tail, and an abnormal nucleus (Figures 2C, 2Di). The diameter of the seminiferous tubules of MFN2 cKO mice is reduced significantly (∼151 μm) when it compared with the seminiferous tubules from controls mice (∼235 μm; Figure 2Dii). As it is widely known that the sex hormones are crucial for testis development, so the levels of testosterone and luteinizing hormone were also determined in the MFN2 WT and MFN2 cKO mice via ELISA (Figures 2Ei,2Eii). Our data showed that both hormones were significantly reduced in the MFN2 cKO mice when compared with the MFN2 WT controls.

**FIGURE 2:**
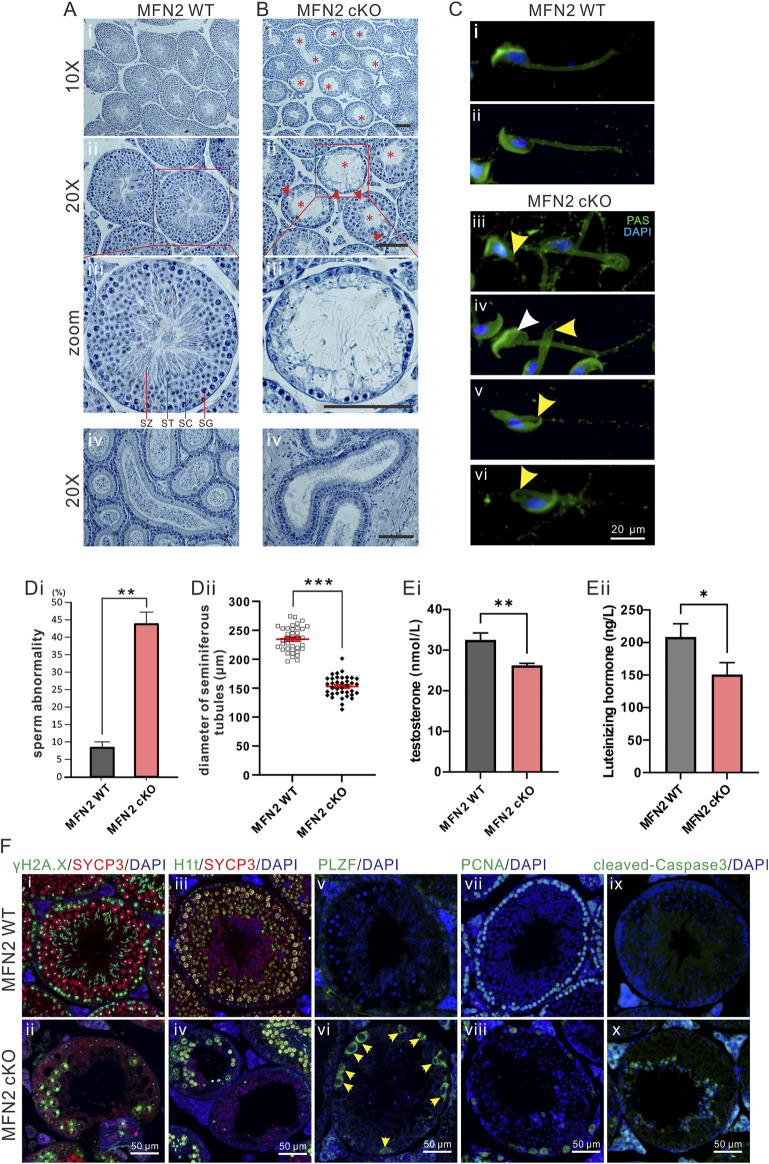
The MFN2 cKO mouse exhibits abnormal spermatocyte differentiation. **(A,B)** Testes sections acquired at postnatal day (PD) 56 from **(Ai–Aiii)** MFN2 WT and **(Bi–Biii)** MFN2 cKO mice, were stained with hematoxylin. In the MFN2 cKO testes, the red asterisks indicate abnormal tubules in which the majority of the spermatogonia (SG), spermatocytes (SC) and post-meiotic spermatids (ST) were absent. SZ: spermatozoon. **(Aiv,Biv)** Epididymis histology sections were also stained with hematoxylin reagent. Scale bars are 100 μm. **(C)** Spermatozoa were extracted from the epididymis of **(Ci,Cii)** MFN2 WT and **(Ciii–Cvi)** MFN2 cKO mice at PD 35. They were then spread and fixed on glass slides, before being labeled with FITC-Periodic Acid-Schiff (PAS; in green) and DAPI (in blue). In the MFN2 cKO examples, the yellow arrowheads in **(Ciii–Cvi)** indicate abnormal spermatozoa containing a truncated or bent tail, and the white arrowhead in **(Civ)** indicates a spermatozoon with an abnormal nucleus. Scale bar is 20 μm. **(Di)** Bar graph to show the ratio of sperm abnormality in the MFN2 WT and MFN2 cKO groups, *n* = 223 and *n* = 300 spermatozoa were quantified in MFN2 WT and MFN2 cKO groups, respectively. **(Dii)** Individual dot plot to show the diameter of seminiferous tubules in MFN2 WT and MFN2 cKO testes. **(E)** Bar graphs to show the levels of **(Ei)** testosterone and **(Eii)** luteinizing hormone (LH) in the serum of MFN2 WT and MFN2 cKO mice, which were measured via ELISA from *n* = 3 mice in each group. In **(Di–Eii)**, the data represent the mean ± SEM of three independent experiments and *p < 0.05, **p < 0.01. **(F)** Testis tissue sections from MFN2 WT and cKO groups were immunolabelled with various primary antibodies (γH2A.X labels double-strand breaks, SYCP3 labels meiotic spermatocytes, H1t labels mid-pachytene spermatocytes, PLZF labels undifferentiated cells, PCNA labels proliferative cells, cleaved-Caspase3 labels apoptotic cells and DAPI labels nuclei) and they were co-stained with DAPI (blue). Images were acquired via fluorescent microscopy. In **(Fvi)**, the yellow arrowheads indicate PLZF-positive cells. Scale bars are 50 μm.

MFN2 WT and cKO testes were immunolabeled with various antibodies to determine the effect of MFN2 on spermatocyte differentiation. The testes were dual-immunolabeled with antibodies to γH2A.X and SYCP3. The former is a marker for DNA double strand break (DSB) repair, which aggregates in the sex chromosomes during meiosis in the pachytene stage, whereas the latter labels spermatocytes which are undergoing meiosis (Li et al., 2019). We showed that in WT testis, the majority of SYCP3-positive spermatocytes show aggregated γH2A.X signals in the sex bodies (Figure 2Fi), which suggests they have already passed into the pachytene or diplotene stages. However, in MFN2 cKO spermatocytes, γH2A.X was retained largely on the autosomes, and almost none of the spermatocytes had aggregated γH2A.X signals in the sex body (Figure 2Fii). This might indicate that the meiotic process from the zygotene to pachytene stages is abnormal in the MFN2 cKO spermatocytes. MFN2 WT and cKO testes were also immunolabeled with an H1t antibody, which is a specific marker that only starts to be expressed after the mid-pachytene stage (Li et al., 2021). It gave a very nice labeling pattern for WT pachytene or diplotene spermatocytes (Figure 2Fiii), but its signal was considerably lower in the MFN2 deficient spermatocytes (Figure 2Fiv). Indeed, some of the seminiferous tubules in the MFN2 cKO mice had almost no H1t positive spermatocytes (Figure 2Fiv). These data again indicate that in the MFN2 cKO mice, the spermatocytes might not progress to the mid-pachytene stage due to abnormal meiosis. Promyelocytic leukemia zinc-finger (PLZF) is a marker of undifferentiated cells. We showed that at PD 56, no PLZF-positive spermatogonia were detected in WT mouse testis (Figure 2Fv), whereas there was obvious PLZF-positive spermatogonium in the cKO group (Figure 2Fvi). These data indicate that spermatogenesis was retarded in MFN deficient testis tissue. We also examined if cells were undergoing proliferation or apoptosis in the WT and MFN2 cKO testis by immunolabeling with the PCNA (Figures 2Fvii,2Fviii) and cleaved caspase 3 (Figures 2Fix,2Fx) antibodies, respectively. In the WT controls, the PCNA antibody labeled every spermatogonia in the base area of the seminiferous tubules, whereas in the MFN2 cKO animals only a few spermatogonium were PCNA positive (Figures 2Fvii,2Fviii). In contrast, cleaved caspase 3 labeling showed that no cells were undergoing apoptosis in the WT controls, whereas apoptotic signals were apparent in the MFN2 cKO testis (Figures 2Fix,2Fx). These data indicate that in the MFN2 cKO testis, the spermatogonium are in defective.

### MFN2 Is Required for Meiosis in Spermatocytes

We compared the expression of γH2A.X in meiotic chromosome spreads prepared from WT and cKO spermatocytes (Figure 3) and found that it is expressed in autosomes and sex chromosomes in both groups at the leptotene and zygotene stages (Figures 3Ai,3Aii, 3Av,3Avi). In the WT group at the pachytene stage, γH2A.X was expressed in the sex chromosomes but not in the autosomes (Figure 3Aiii), whereas at the equivalent stage (called pachytene-like) in the MFN2 cKO group, γH2A.X was still expressed in the autosomes as well as in the sex body (Figure 3Avii). Indeed, in the cKO group, the γH2A.X signal could still be detected in autosomes even at the diplotene-like stage (Figure 3Aviii). We also quantified the number of spermatocytes at the different stages by distinguishing the SYCP3 and γH2A.X expression patterns (Figure 3B). MFN2 cKO group showed a higher percentage of spermatocytes in leptotene and zygotene stages while present a significant lower percentage for both pachytene and diplotene stages when it compared with WT group (Figure 3B). Moreover, the telomere dynamics and the touching ability with nuclear membrane were also analyzed by immunolabeling the telomeres (in green, Figure 3C). In the WT group, TRF1 foci were clearly expressed around the equator, indicating good attachment between the telomeres and nuclear membrane (Figure 3Ci). In contrast, in the MFN2 cKO group, some of the telomere foci were in the central region of spermatocytes, indicating that they were not well attached to the nuclear membrane (Figure 3Cii). Quantification of the numbers of foci showed that the average number of TRF1 foci at the equator was 21.8 in the WT group and just 15.5 in the MFN2 cKO group (Figure 3Ciii). These data suggest that MFN2 is involved in the regulation of telomere-driven chromosome dynamics during meiosis. We then analyzed the expression of MLH1 in the WT and cKO groups to test the chromosome cross-over process from the late-pachytene to early-diplotene stages (Figure 3D). In WT spermatocytes, MLH1 foci were clearly observed on the chromosomes (Figures 3Di-Diii), whereas in the cKO group, only a few MLH1 foci were visualized (Figures 3Div-Dvi). This suggests that the cross-over process was blocked in MFN2 cKO spermatocytes.

**FIGURE 3:**
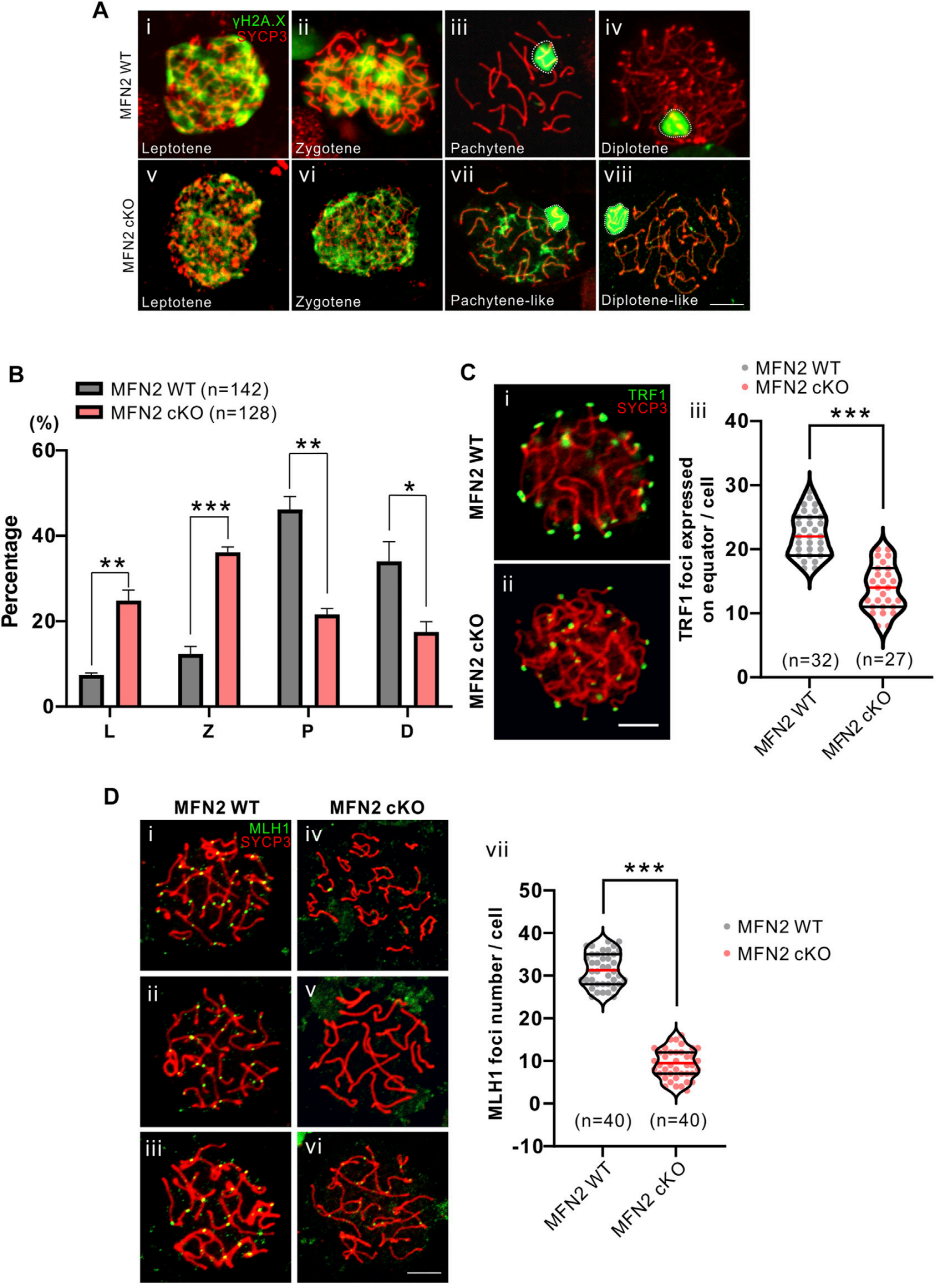
Comparison of meiotic chromosome spreads from MFN2 WT and MFN2 cKO spermatocytes. **(A, D)** Harsh and **(C)** mild chromosome spreads were prepared before immunolabeling procedures were conducted with the γH2A.X, ΤRF1, or MLH1 antibodies (in green) and the Sycp3 antibody (in red). The latter was used to label meiotic chromosomes. **(A)** Spermatocytes are shown at different stages. **(B)** The percentage of spermatocytes at these stages (i.e., L: leptotene, Z: zygotene, P: pachytene, and D: diplotene) were quantified in the MFN2 WT and MFN2 cKO groups. **(C)** The telomeres were immunolabelled with an anti-TRF1 antibody. **(Ci,Cii)** Images were captured by confocal microscopy. **(Ciii)** Three optical sections in the middle of the z-stack were used to quantify the TRF1 foci, which were expressed on the equator. 32 MFN2 WT spermatocytes and 27 MFN2 cKO spermatocytes were quantified in this experiment. **(D)** Pachytene stage spermatocytes in the **(Di-Diii)** MFN2 WT and **(Div-Dvi)** MFN2 cKO groups were immunolabelled with the anti-MLH1 (in green) and anti-SYCP3 (in red) antibodies. **(Dvii)** The number of MLH1 foci were quantified in the MFN2 WT and MFN2 cKO spermatocytes (*n* = 40 for each group). Scale bars are 5 μm *: *p* < 0.05; **: *p* < 0.01; ***: *p* < 0.001.

### MFN2 Deficiency Leads to the Aggregation of Mitochondria and Disrupted Respiratory Chain

We evaluated the distribution of mitochondria in MFN2 WT and MFN2 cKO spermatocytes by immunolabeling them with Tom 20, a marker for the mitochondrial outer membrane (Figure 4). We showed that the WT spermatocytes demonstrated a homogenous, relatively well-spread distribution of mitochondria (Figures 4Ai-4Aiv), whereas in the MFN2 cKO group, the mitochondria had a more aggregated localization (Figures 4Av-4Aviii). Indeed, more than 80% of the MFN2 cKO spermatocytes showed this mitochondrial aggregation phenotype, whereas only around 8% of the WT spermatocytes showed a similar effect (Figure 4Bi). In addition, the expression of Tom 20 was approximately 2.5-fold higher in MFN2 deficient spermatocytes than in WT spermatocytes (Figure 4Bii), and the mtDNA copy number was also significantly higher in the MFN2 cKO group than in the WT controls (Figure 4Biii). We also assessed the mitochondria respiratory chain by evaluating the level of expression of *Atp5a1*, *Ndufv1*, *Cox1*, *Sdhb* and *Uqcrc2*, which are representative of complex I-V, respectively. We found that when compared with the MFN2 WT controls, the MFN2 cKO spermatocytes exhibited a significantly lower level of expression of all these genes (Figure 4C). This indicates that the respiratory function of the mitochondria in the MFN2 cKO spermatocytes was significantly disrupted. In addition, spermatocytes in the MFN2 cKO group had a significantly higher level of ROS when it compared with the WT controls (Figure 4D). Moreover, the red/green ratio of JC-1 staining was significantly decreased in MFN2 cKO spermatocytes when compared with the WT controls (Figure 4E). This suggests that the mitochondrial membrane potential was depolarized after deletion of MFN2. Together, these data suggest that in MFN2 cKO spermatocytes, the function of the mitochondria is disrupted.

**FIGURE 4:**
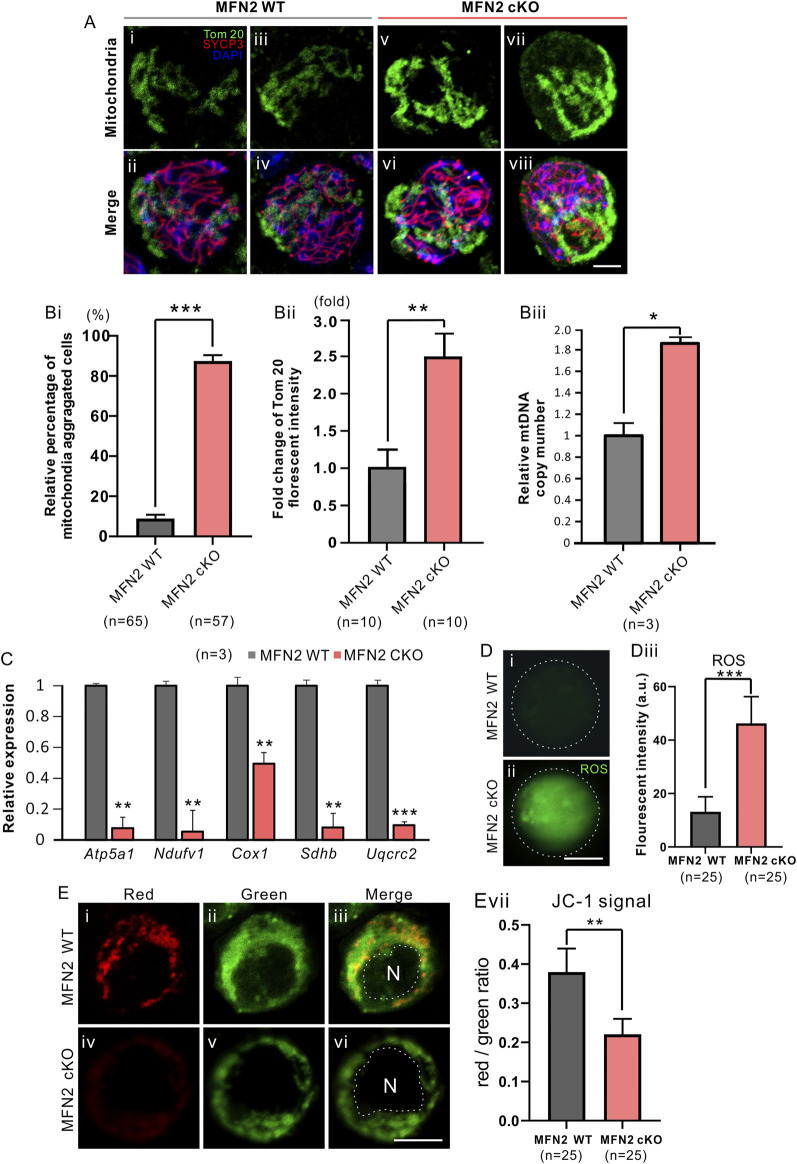
MFN2 deficiency leads to the aggregation of mitochondria in spermatocytes. **(A)** Testis tissue from (Ai-Aiv) MFN2 wild-type (WT) and (Av-Avi) MFN2 cKO animals were dissociated at PD 35, and the spermatocytes were collected and cytospin onto glass slides. They were then fixed and permeabilized before being immunolabeled with anti-Tom20 and -SYCP3 antibodies, to visualize the mitochondria and spermatocyte chromosomes, respectively. **(B)** Quantification of **(Bi)** the relative percentage of mitochondria-aggregated spermatocytes **(Bii)** fold change in Tom 20 fluorescent intensity and **(Biii)** relative mitochondria DNA (mtDNA) copy number, in the MFN2 WT and MFN2 cKO groups. The *n* = 3 is under each graph. **(C)** Bar chart to show the expression of five respiratory chain genes, which were measured by RT-qPCR. **(D)** The level of ROS was visualized in the **(Di)** MFN WT and **(Dii)** MFN2 cKO spermatocytes by labeling with carboxy-H2DCFD; the images were acquired by confocal microscopy. **(Diii)** Bar chart to show the quantification of ROS in *n* = 25 spermatocytes in each of the MFN WT and MFN2 cKO groups, determined from the fluorescent intensity. **(E)** The mitochondrial membrane potential was measured via JC-1 staining of the in the **(Ei-Eiii)** MFN WT and **(Eiv-Evi)** MFN2 cKO groups, N means nucleus. **(Evii)** Bar chart to show the red/green fluorescent intensity ratio in each group (*n* = 25 for each). For all the graphs **(Bi-Biii, C, Diii, Evii)**, the data represent the mean ± SEM and the Students’ *t*-test was applied to analyze the data between each two groups, such that *: *p* < 0.05; **: *p* < 0.01; and ***: *p* < 0.001. Scale bars are 10 μm.

### MFN2 Is Involved in the Regulation of the Peroxisome Proliferator-Activated Receptor Signaling Pathway

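The RNA-seq data held 8 libraries, 1 for each combination of spermatocyte stage, genotype and age. The spermatocytes had been separated by gravity sedimentation through a BSA gradient, which sorts cells mainly by size. The younger mice were at PD 24. The age of the older mice is PD 52 in most of the RNA-seq text and in the sample labels, and PD 56 in 1 sentence of that text and in the legend of Figure 5, and PD 52 is used here. Because each group had 1 library, no difference between MFN2 WT and MFN2 cKO spermatocytes within a stage and age has a replicate check.

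The authors deposited FPKM (fragments per kilobase of gene, scaled to library size) for 54532 genes, of which 14898 were at 0 in all 8 libraries. The paper's text does not name the aligner or the genome build. The gene coordinates are those of GRCm38, since 98.3% of the genes have identical coordinates in GENCODE mouse release 21. Multiplied by gene length, 100% of the FPKM values came out as whole reads. In P spermatocytes at PD 24, 20379950 reads were counted on genes in MFN2 WT and 16639013 in MFN2 cKO. At PD 52 the P libraries had 16010239 reads in MFN2 WT and 14340665 in MFN2 cKO. The L/Z libraries had 16519210 reads in MFN2 WT and 15537388 in MFN2 cKO at PD 24, and 16051932 and 16808982 at PD 52. The gene with the most reads was mt-Co1 in 5 libraries, Odf2 in both L/Z libraries at PD 52 and Gm23935 in the MFN2 cKO P library at PD 52, and it took between 0.364% and 0.756% of the reads.

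The authors had already scaled the libraries to each other. A further median-of-ratios scaling moved the libraries apart by at most 11.9%, and it was used as an alternative. The change of a gene is given as log2(FPKM + 1) in MFN2 cKO minus that in MFN2 WT, over genes with FPKM above 1 in at least one of the libraries compared. This scale understates the change of genes with low FPKM. Intervals beside a change are 95% intervals from the reads of the libraries compared, by the exact binomial (Clopper-Pearson) method. They cover counting error only, because PCR reads without molecular identifiers are not independent molecules.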

RNA-seq analysis was applied to isolated pachytene (P) spermatocytes and leptotene or zygotene (L/Z) spermatocytes isolated from the MFN2 WT controls and MFN2 cKO mice at PD 24 and PD 52 (Figure 5). In total, eight groups of data were collected. 

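*Mfn2*, the targeted gene, was lower in MFN2 cKO than in MFN2 WT spermatocytes at both stages and both ages. In P spermatocytes at PD 24 its FPKM was 77.1 in MFN2 WT (8076 reads) and 39.6 in MFN2 cKO (3822 reads), a log2 change of -0.94 (95% interval -1.0 to -0.89). At PD 52 the FPKM in P spermatocytes was 62.2 (5179 reads) and 50.1 (3774 reads), a log2 change of -0.31 (-0.37 to -0.25). In L/Z spermatocytes the FPKM was 82.2 (8065 reads) and 34.3 (3164 reads) at PD 24 and 97.53 (7582 reads) and 47.9 (3634 reads) at PD 52. The log2 changes of *Mfn2* in L/Z spermatocytes were -1.23 (-1.29 to -1.18) and -1.01 (-1.07 to -0.96). The MFN2 cKO value was thus 51.3%, 80.5%, 41.8% and 49.1% of the MFN2 WT value in these 4 comparisons. The largest shift under another processing was in P spermatocytes at PD 52, where the log2 change was -0.21 with the median-of-ratios scaling. These reads cover the whole gene, and exon 6 makes up 3.14% of the gene length that the authors used, so they do not measure the loss of exon 6.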

First, it was obvious that when comparing the WT and MFN2 cKO groups more differences were found in the genes at PD 24 than at PD 52 (Figure 5A). Indeed, 262 genes were up-regulated and 728 genes were down-regulated after MFN2 deletion in the PD 24 pachytene spermatocytes, whereas 552 genes were up-regulated, and 483 genes were down-regulated after MFN2 deletion at PD 52 (Figure 5B). 

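The difference between MFN2 WT and MFN2 cKO was measured as the Euclidean distance between the libraries, over the 21175 genes with FPKM above 1 in at least one library. In P spermatocytes the distance was 76.8 at PD 24 and 86.4 at PD 52, a ratio of 0.888 (0.880 to 0.897 by counting error). Between L/Z libraries it was 89.5 at PD 24 and 77.8 at PD 52, a ratio of 1.15 (1.14 to 1.16). The alternative that moved the ratio most was a distance of 1 minus Spearman's correlation in P spermatocytes (0.789) and a pseudocount of 0.1 in L/Z spermatocytes (1.09). Under all alternatives tried the ratio stayed below 1 in P and above 1 in L/Z spermatocytes. No alternative equalised the depth. Counting noise adds to a distance, and the P libraries had fewer reads at PD 52 than at PD 24. Part of the larger P distance at PD 52 may come from this, which the counting interval of the ratio does not cover.

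The first principal component held 56.2% of the variance of the 8 libraries and the second held 17.8%. Along the first component, MFN2 WT and MFN2 cKO lay at 54.6 and 98.0 for P spermatocytes at PD 24, and at 0.27 and 3.10 at PD 52. For L/Z spermatocytes they lay at -11.1 and 31.5 at PD 24, and at -77.1 and -99.2 at PD 52. Across genes, the log2 changes in P and L/Z spermatocytes at PD 24 had a Pearson correlation of 0.677. The other 5 pairs of comparisons had correlations between -0.067 and 0.117. Genes are not independent replicates, so these values describe the libraries only.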

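In P spermatocytes at PD 24, 300 genes were at least 2-fold higher and 1054 at least 2-fold lower in MFN2 cKO, among 16749 genes with FPKM above 1. Of these changed genes 77.8% were lower. At PD 52, 909 genes were higher and 1008 lower among 17444, so that 52.6% were lower, and 44.6% with the median-of-ratios scaling. In L/Z spermatocytes 610 genes were higher and 1242 lower at PD 24, and 863 were higher and 557 lower at PD 52. Many changed genes had few reads: 384 of the 1354 in P spermatocytes at PD 24 and 707 of the 1917 at PD 52 had under 20 reads in both libraries together.

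As an alternative, the reads of each pair of libraries were compared by an exact negative binomial test with an assumed biological coefficient of variation of 0.2 and Benjamini-Hochberg adjustment. Its coefficient of 0.2, gene filter and scaling were picked by trying several against the paper's own p-values and counts, the filter and scaling after the data were examined. This test compares those libraries, not the conditions. It called 262 genes higher and 728 lower in P spermatocytes at PD 24 among 30377 tested, and 552 higher and 483 lower at PD 52 among 30628. Among L/Z spermatocytes it called 383 higher and 1178 lower at PD 24, and 612 higher and 243 lower at PD 52. The assumed coefficient moved these counts most: at 0.4 the test called 15 higher and 99 lower in P spermatocytes at PD 24, and 5 higher and 3 lower at PD 52. No gene called by both methods changed in opposite directions, and 710 and 662 genes were called by both in P spermatocytes at PD 24 and PD 52.

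On the log2(FPKM + 1) scale, the largest rises at PD 24 among protein-coding genes with FPKM above 10 were in Hsd3b6 (log2 change 3.57, 95% interval 3.31 to 3.81), Cyp17a1 (3.02, 2.80 to 3.25) and Insl3 (2.71, 2.38 to 3.05). The largest falls were in Prm1 (-5.67, -6.06 to -5.29), Prm2 (-5.23, -5.55 to -4.92) and Gm21953, which had 338 reads in MFN2 WT and 3 in MFN2 cKO. At PD 52 the largest rises were in Cxcl10 (2.71, 2.51 to 2.91), Cyp17a1 (2.21, 2.13 to 2.29) and Ccdc7a (2.05, 1.94 to 2.15). The largest falls at PD 52 were in AC087559.2 (-3.57, -3.95 to -3.21), Rpl29 (-3.26, -3.42 to -3.11) and 1700018G05Rik (-3.20, -3.66 to -2.75).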

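In P spermatocytes, 15524 genes passed the FPKM filter at both ages, and 273 of them changed at least 2-fold at PD 24 and at PD 52. If the changes at the 2 ages were independent, 102.5 would be expected. Of the 273 genes, 84 were higher at both ages and 97 were lower at both, so that 66.3% went the same way. With independent changes 56.0% would be expected to do so. The remaining genes went opposite ways: 27 were higher at PD 24 and lower at PD 52, and 65 the reverse. Among protein-coding genes alone, 125 changed at both ages and 91.2% of them went the same way, where 66.1% would be expected.

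The reads test at a coefficient of variation of 0.2 called 855 genes at PD 24 only, 900 at PD 52 only and 135 at both, where 36.0 would be expected. Of the genes called at both ages by this test, 90 were higher at both, 33 were lower at both, 5 were higher and then lower, and 7 were lower and then higher. The coefficient again moved the number most: it was 890 at 0.1 and 1 at 0.4.

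**Figure D1:**
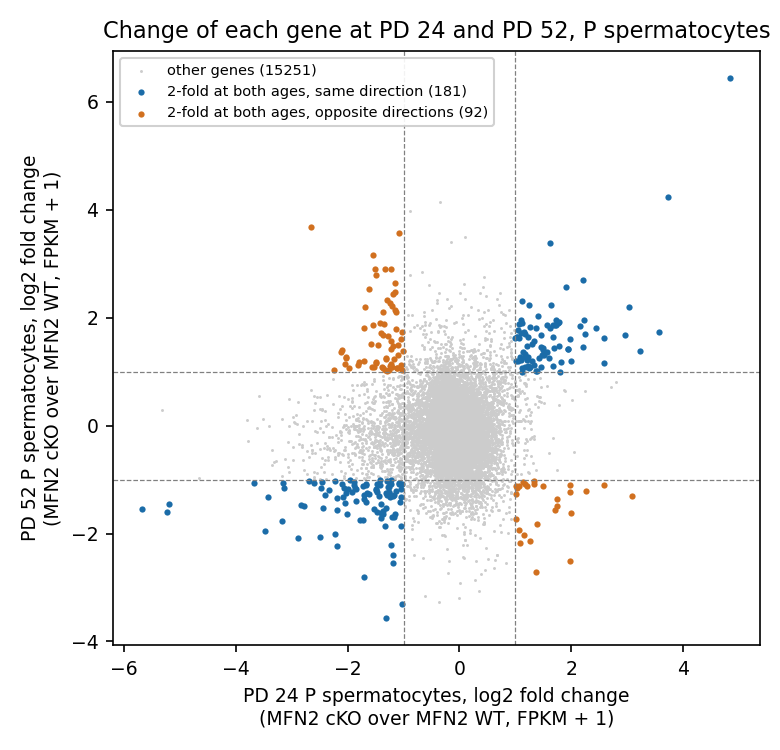
Log2 change (MFN2 cKO over MFN2 WT, log2(FPKM + 1)) of each gene in P spermatocytes at PD 24 (horizontal axis) and PD 52 (vertical axis). Each of the 15524 points is a gene, and coloured points changed at least 2-fold at both ages, 181 in the same direction and 92 in opposite directions.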

As shown in the Venn diagram (Figure 5C), we screened out 135 genes, which had the same change trend in the PD 24 and PD 56 pachytene spermatocytes after MFN2 deletion. 

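The paper's supplementary KEGG table lists 12 genes of PPAR signaling for P spermatocytes at PD 24. PPARs are nuclear receptors that bind fatty acids and control genes of lipid uptake, storage and oxidation. Of the 12 genes, 4 were at least 2-fold higher and 5 at least 2-fold lower in MFN2 cKO on the log2(FPKM + 1) scale, and the reads test at a coefficient of 0.2 called 7 higher and 5 lower. By the ratio of scaled reads, with nothing added, 7 were at least 2-fold higher and 5 at least 2-fold lower. At a coefficient of 0.4 it called 0 of them. On the log2(FPKM + 1) scale, Fabp3 rose most, from 4.34 FPKM (72 reads) to 31.0 (475 reads), a log2 change of 2.59 (95% interval 2.28 to 2.89). Angptl4 rose by 1.26 (1.03 to 1.49) and Pltp by 1.09 (0.81 to 1.34). Cd36, Scd1 and Plin1 rose by between 0.69 and 0.93, from FPKM values under 1, where this scale understates a change. By the ratio of scaled reads, Cd36 rose most, by a log2 of 3.16 against 2.94 for Fabp3. Aqp7 fell most, from 13.6 FPKM (776 reads) to 3.94 (207 reads), a log2 change of -1.56 (-1.75 to -1.38). Acsbg2 fell by 1.48, 1700061G19Rik by a log2 change of -1.39, Acsl1 of -1.24 and Adipoq of -1.12.

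The genes that rose and the genes that fell also differed in the L/Z comparisons. The median log2 change of the 7 genes that rose was 1.17 in L/Z spermatocytes at PD 24 and 0.97 at PD 52. That of the 5 genes that fell was -0.93 at PD 24 and 0.21 at PD 52. In the P libraries at PD 24, genes of Leydig cells rose by a median of 1.28 (14 genes, percentile 100 among 10000 random lists of the same size matched on mean expression) and genes of round and elongating spermatids fell by a median of 2.07 (29 genes, percentile 0).

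A wider list of 74 PPAR signaling genes, drawn up from general knowledge after the paper's supplementary tables were read, holds 11 of the 12 genes. In P spermatocytes at PD 24 the 42 genes of this list that passed the FPKM filter had a median log2 change of 0.23, with 23 higher and 19 lower. This median ranked above all random lists drawn in the same way, and without the FPKM filter it was 0.06. In the same comparison 8 genes of the list changed at least 2-fold, against a median of 3 in the random lists. All 8 are among the paper's 12 genes, which were picked from this same comparison. Neither the count nor the rank of the median is therefore independent support for a change of the pathway.

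**Figure D2:**
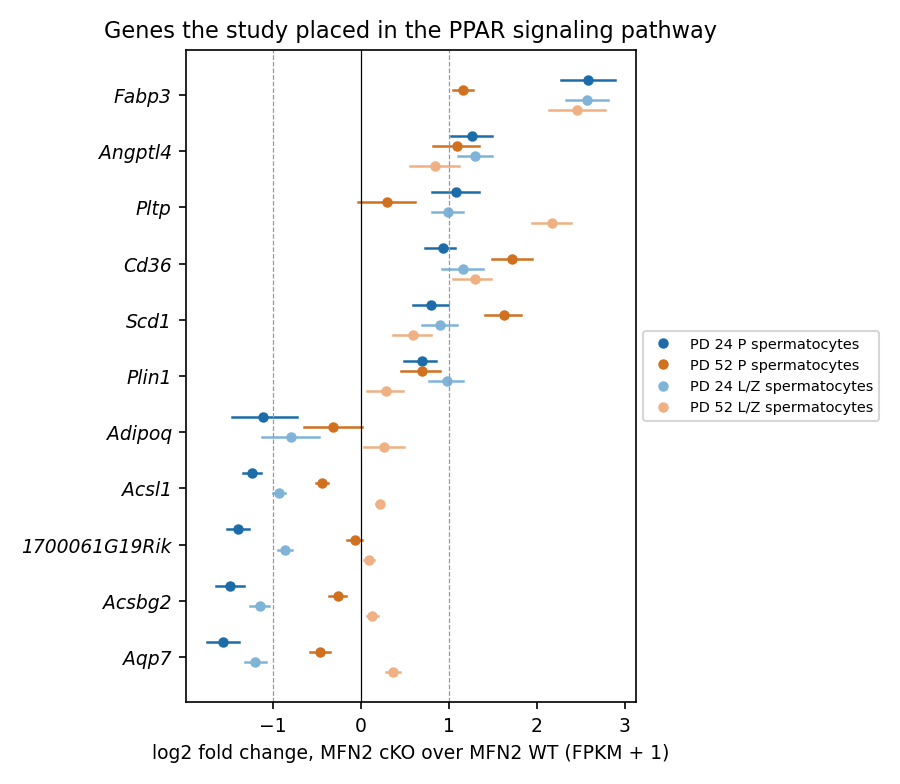
Log2 change (MFN2 cKO over MFN2 WT, log2(FPKM + 1)) of 11 PPAR signaling genes in P and L/Z spermatocytes at PD 24 and PD 52. Points are single comparisons of 1 library with 1 library, and bars are 95% counting intervals. The 6 genes shown that rose in P spermatocytes at PD 24 lay above 0 in all 4 comparisons, and the 5 that fell lay above 0 in L/Z spermatocytes at PD 52.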

We also showed by KEGG analysis (Figure 5D) and GO analysis (data not shown) that the PPAR signaling pathway was substantially changed in MFN2 cKO spermatocytes. The heatmap (Figure 5E) summarizes the changes observed in 25 mitochondrial genes among the eight groups. 

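The 25 genes are encoded by the mitochondrial genome. In P spermatocytes at PD 24, 14 of them were higher and 11 lower in MFN2 cKO, with a median log2 change of 0.07, and with the median-of-ratios scaling mt-Co1, mt-Nd2, mt-Nd4 and mt-Rnr2 turned from lower to higher. At PD 52, 6 were higher and 17 lower, with a median of -0.25, and mt-Nd6 turned from lower to higher with that scaling. In L/Z spermatocytes 19 were higher and 6 lower at PD 24 (median 0.22), and 5 were higher and 20 lower at PD 52 (median -0.39). A change of at least 2-fold was seen in 2, 7, 4 and 5 of the genes in these 4 comparisons. The pattern of higher at PD 24 and lower at PD 52 held for 10 genes in P and for 15 in L/Z spermatocytes. It held at both stages for 6 genes, mt-Cytb, mt-Tc, mt-Tn, mt-Atp6, mt-Co3 and mt-Nd3. With the median-of-ratios scaling mt-Tc in L/Z spermatocytes at PD 52 turned from lower (-0.038) to higher (0.0016). The change of mt-Nd3 in P spermatocytes at PD 24 was 0.0034, with a counting interval that includes 0. In L/Z spermatocytes at PD 52 the changes of mt-Tn (-0.29) and mt-Tc were also smaller than their counting errors (1.15 and 0.93).

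Some of these genes have near-identical nuclear copies on chromosome 1, between 24611535 and 24616197. The shares of 150-base windows that occur in a nuclear transcript were 99.8% for mt-Co3, 98.0% for mt-Nd4l and 97.0% for mt-Nd3. The median FPKM over the 8 libraries was 13.8 for mt-Co3, 4.04 for mt-Nd4l and 6.28 for mt-Nd3, while it was 3256 for mt-Co1, in which 23.6% of windows were shared. The values of genes with such copies are uncertain where the counting divided or dropped shared reads.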

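Of the 13 protein-coding genes of the mitochondrial genome, mt-Cytb (MT, 14145 to 15288) and mt-Nd4 (10167 to 11544) had many reads. For mt-Cytb the reads in MFN2 WT and MFN2 cKO were 40123 and 38788 in P spermatocytes at PD 24, and 20189 and 15814 at PD 52. Its log2 change was 0.07 (95% interval 0.05 to 0.09) in P spermatocytes at PD 24 and -0.21 (-0.24 to -0.18) at PD 52. In L/Z spermatocytes it was 0.26 (0.24 to 0.29) at PD 24 and -0.33 (-0.37 to -0.29) at PD 52. For mt-Nd4 the log2 change in P spermatocytes was -0.02 (-0.06 to 0.01) at PD 24, which was not separable from 0 at this depth and was 0.03 with the median-of-ratios scaling, and -0.25 (-0.30 to -0.20) at PD 52. The L/Z changes of mt-Nd4 were 0.22 (0.18 to 0.26) at PD 24 and -0.47 (-0.53 to -0.41) at PD 52.

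For mt-Co2 (7013 to 7696) the reads fell from 708 to 334 in P spermatocytes at PD 24, a log2 change of -0.94 (-1.13 to -0.76). The other changes of mt-Co2 were -0.53 (-0.79 to -0.27) in P spermatocytes at PD 52, 0.88 (0.68 to 1.09) in L/Z spermatocytes at PD 24 and -0.57 (-0.94 to -0.20) at PD 52. For mt-Atp6 (7927 to 8607) the change in P spermatocytes was 0.39 (0.15 to 0.64) at PD 24 and -0.62 (-0.99 to -0.25) at PD 52. Its L/Z change was 0.23 at PD 24, where the interval included 0, and -0.65 (-1.07 to -0.23) at PD 52. Of their 150-base windows, 99.4% of those of mt-Co2 and of mt-Atp6 and 59.2% of those of mt-Nd4 also occur in nuclear transcripts, so their values are uncertain where reads were shared. None of the windows of mt-Cytb did.

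The tRNA genes mt-Tl2 and mt-Tg had too few reads to show a change. For mt-Tl2 the reads in MFN2 WT and MFN2 cKO were 2 and 6 in P spermatocytes at PD 24, 1 and 1 at PD 52, and in L/Z spermatocytes 6 and 10 at PD 24 and 3 and 1 at PD 52. For mt-Tg they were 0 and 1, 0 and 0, 2 and 4, and 2 and 0 in the same order. The smallest of the 8 exact binomial p-values for these genes was 0.164, two-sided, and 0.80 after Benjamini-Hochberg adjustment.

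**Figure D3:**
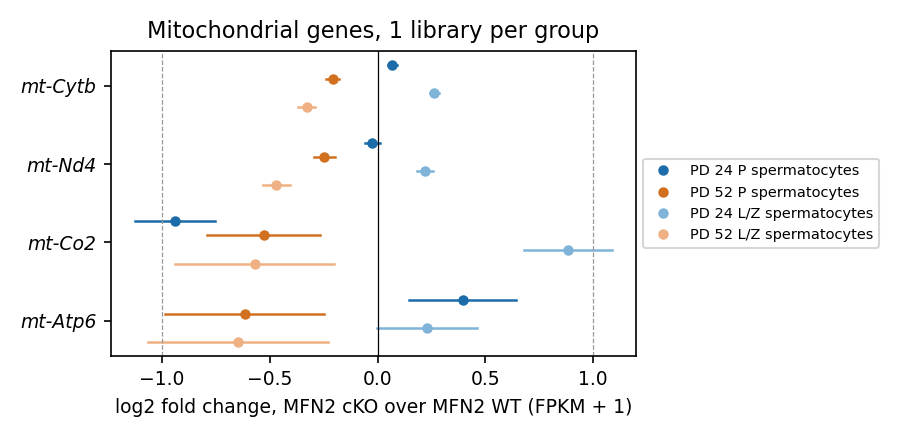
Log2 change (MFN2 cKO over MFN2 WT, log2(FPKM + 1)) of mt-Cytb, mt-Nd4, mt-Co2 and mt-Atp6 in P and L/Z spermatocytes at PD 24 and PD 52, each from 1 library against 1 library. Bars are 95% counting intervals. All 4 genes lie below 0 at PD 52 at both stages, and in P spermatocytes at PD 24 mt-Co2 lies below 0 and mt-Nd4 near 0, with a sign that depends on the scaling.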

We found that several mitochondrial genes, including mt-Tl2, mt-Tg, mt-Atp6, mt-Co2, mt-Cytb, and mt-Nd4, were upregulated in MFN2 cKO animals at PD 24 but downregulated at PD 52 (Figure 5E).

**FIGURE 5:**
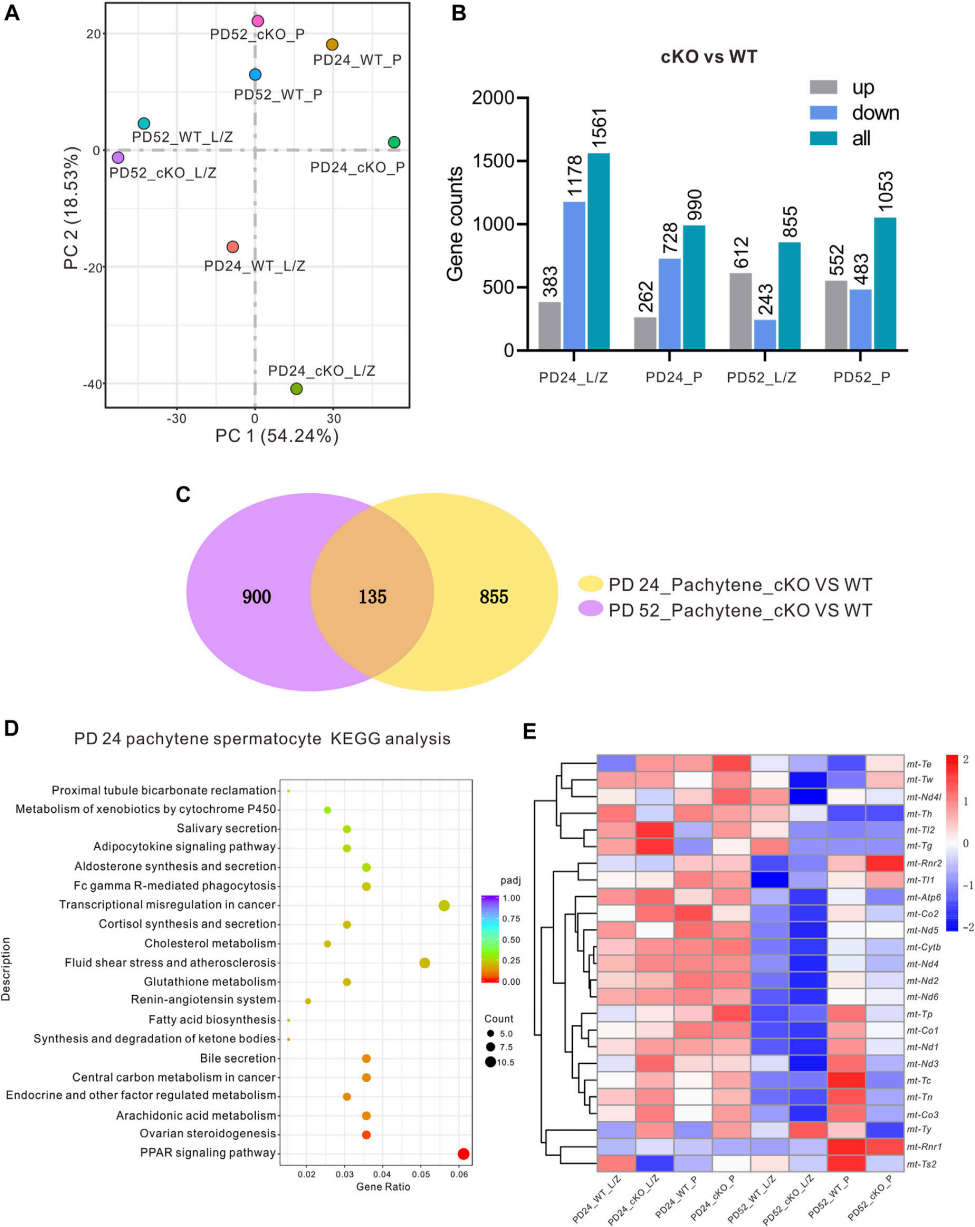
RNA-seq and KEGG analysis for the MFN2-deficient spermatocytes. Leptotene/zygotene (L/Z) and pachytene (P) spermatocytes from PD 24 and PD 56 MFN2 WT and MFN2 cKO mice were collected by BSA density gradient isolation, and the RNA was extracted and RNA-seq analysis was conducted. **(A)** The data distribution of the eight samples after running RNA-seq. **(B)** The number of up-/down-regulated genes was quantified in the different samples groups in the MFN2 cKO group compared to the MFN2 WT. **(C)** Venn diagram to illustrate the numbers of genes changed in the PD 24 and PD 56 pachytene spermatocytes after knocking out MFN2. **(D)** KEGG analysis of the MFN2 deficient PD 24 pachytene spermatocytes. **(E)** Heat map to show the expression of the mitochondria related genes in the eight sample groups.

We also investigated the expression of various *Ppar* genes by RT-qPCR, and found that *Ppar α* and *Ppar β* were both significantly up-regulated in MFN2 cKO spermatocytes, whereas *Ppar γ* and *Pex3* were significantly down-regulated in this group (Figure 6A). *Pex3* is involved in peroxisome biosynthesis and integrity, the product of this gene is able to assemble membrane vesicles before the matrix proteins are translocated (Jansen and van der Klei 2019). Western blot analysis of the PPAR proteins indicated that similar to the genes, PPAR α and PPAR *ß* were more strongly expressed in MFN2 cKO spermatocytes than in the MFN2 WT group (Figure 6B). Interestingly, the PPAR γ showed almost no expression after MFN2 deletion (Figure 6B). Likewise, we showed that the level of peroxisome expression was decreased significantly in the testis of MFN2 cKO mice, with only ∼0.39-fold of PEX3 fluorescent intensity than that in the controls (Figure 6C). Finally, we assessed the amount of lipid in the WT and MFN2 cKO groups. BODIPY was used to stain the neutral lipid droplets in isolated testicle cells and SYCP3 was used to label the spermatocytes (Figure 6D). Our data showed that there were significant higher numbers of mobile lipid droplets in the MFN2 cKO group, the fluorescent intensity for BODIPY signals showed around ∼3.77-fold change in MFN2 cKO group than that in the MFN2 WT controls. (Figure 6D).

**FIGURE 6:**
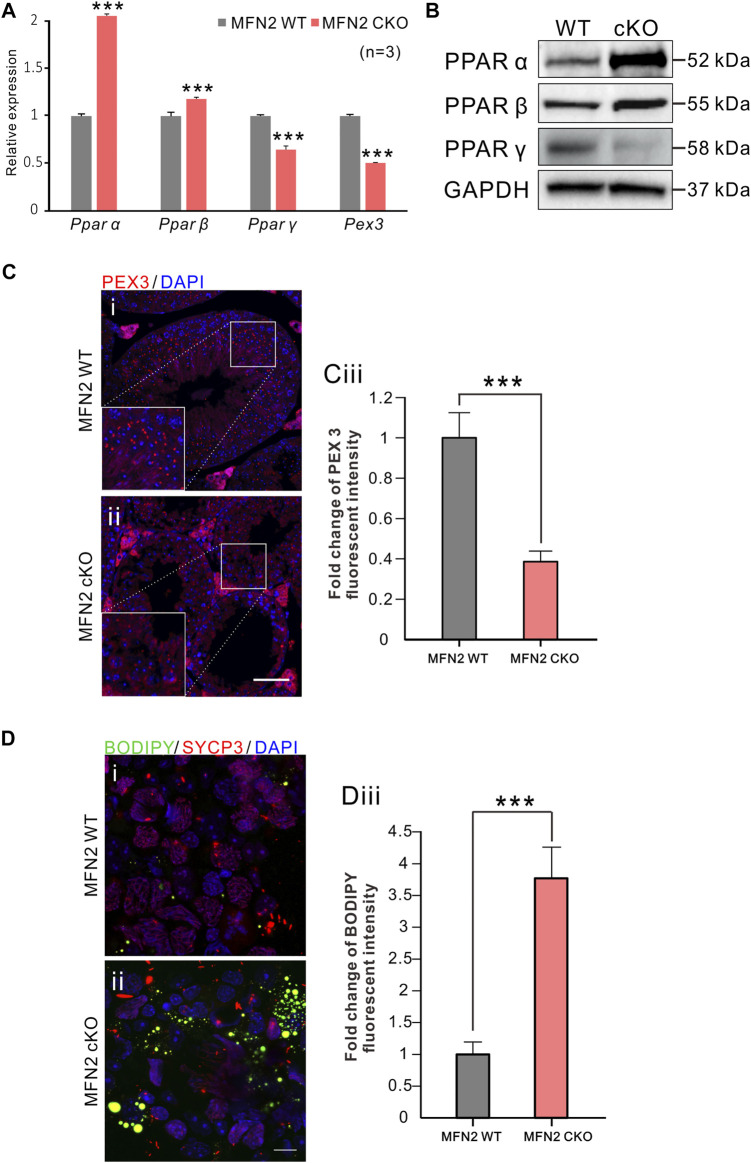
PPAR signaling were significantly altered in MFN2 deficient spermatocytes. **(A)** mRNA expression levels of *Pparα*, *Pparβ*, *Pparγ* and Pex3 were measured in MFN2 WT and MFN2 cKO spermatocytes via RT-qPCR. The data represent mean ± SEM and the cKO values were normalized to the WT controls. This data was quantified from *n* = 3 independent experiments. ***: *p* < 0.001.**(B)** The PPAR family protein expression levels were analyzed via western blot analysis using isolated spermatocytes. GAPDH was used as the loading control. **(Ci-Cii)** Testes sections were labeled with the anti-PEX3 antibody (in red) and co-labeled with DAPI (in blue) to label peroxisomes and cell nuclei, respectively. Scale bar is 50 μm. **(Ciii)** Bar chart to show the quantification of PEX 3 signal fluorescent intensity in MFN2 WT and cKO testes. **(Di-Dii)** Testis cells were immunolabeled with the anti-SYCP3 antibody to label spermatocytes (in red) and then co-labeled with BODIPY (in green) and DAPI (in blue) to label neutral lipid droplets and the cell nuclei, respectively. Scale bar is 10 μm. **(Diii)** Bar chart to show the quantification of BODIPY fluorescent intensity in MFN2 WT and cKO testicle cells. **(Ciii and Diii)** these data represent the mean ± SEM and the Students’ *t*-test was applied to analyze the data between each two groups, such that ***: *p* < 0.001.

## Discussion

Although mitochondrial dynamics have been investigated for several decades, this topic has gained in popularity in recent years. In the present study, we generated an MFN2 conditional knock-out line via the *Stra8*-driven expression of Cre, which specifically knocked out the *Mfn2* gene in the germ cells of male mice. The *Stra8*-Cre transgenic mouse line was utilized in this project as the Cre expression only in males beginning at postnatal day 3 in early-stage spermatogonia. The Cre is also reported to be detected through preleptotene-stage spermatocytes (Sadate-Ngatchou et al., 2008). We found that in MFN2-deficient spermatocytes, the mitochondria were aggregated in the cytosol and the meiotic process was disrupted such that the cells could not move from the zygotene stage to the pachytene stage. We also isolated spermatocytes at high purity for RNA-seq analysis and found that PPAR signaling was significantly affected after genetic deletion of the *Mfn2* gene. Furthermore, we found that lipid metabolism was abnormal in MFN2 deficient cells.

The first mitofusin knock-out mice were reported in 2003 by David C. Chan’s group. They generated both Mfn1 and Mfn2 global knock-out mice and found that the heterozygous animals were fully viable and fertile, but the homozygous mutants showed embryonic lethality (Chen et al., 2003). They utilized western blotting and demonstrated that either MFN1 or MFN2 were fully knocked-out in the homozygous mutants. In our study, the cKO line we prepared was also highly efficient as most of the MFN2 protein was silenced in purified cKO spermatocytes. We used this approach to evaluate the efficiency of our mutant line as the KO was conditional for spermatocytes only rather than in the whole testis tissue. We found that for our western blotting analysis, instead of losing the MFN2 band completely, the cKO group still showed a very weak band for MFN2 expression. This might be because the Cre-LoxP system is not 100% efficient, and so a few spermatocytes might still express MFN2. In addition, the gravity sedimentation system used to purify the spermatocytes has some limitations in that it is a challenge to obtain a 100% pure sample without contamination from some somatic cells. Unlike the spermatocytes, these cells were not genetically edited and so they might have led to the low expression band of MFN2 on the western blot.

We found that MFN2 deficient animals had empty seminiferous tubules. In addition, the apoptotic marker (cleaved-Caspase 3) was elevated, which indicates that apoptosis was higher in the MFN2 deficient spermatocytes compared with the controls. The previous studies demonstrated the crosstalk between somatic cells and germ cells during spermatogenesis (Wu et al., 2020), spermatogenic cycle has an effect on stem Leydig cell proliferation and differentiation (Guan et al., 2019). Another study reported spermatogenesis involves cell–cell interactions and gene expression orchestrated by luteinizing hormone which controls the production of testosterone by Leydig cells (Oduwole et al., 2021). Our data showed decreased luteinizing hormone and testosterone levels in MFN2 cKO mice, which might indicate disrupted functions of somatic cells, such as Sertoli cell and Leydig cell, in MFN2 cKO testis.

We also found, from dynamic changes in the DNA double-strand break repair marker γH2A.X and the mid-pachytene stage specific marker H1t, that the majority of MFN2 deficient spermatocytes failed to enter the pachytene stage. This indicates that MFN2 deficient spermatocytes were likely to have been undergoing apoptosis due to abnormal meiosis, which might help to explain the abnormal testicle morphology observed. We also showed that the number of spermatocytes in the middle of the seminiferous tubules was negligible. These results are consistent with previous studies on MFN family proteins, which demonstrated that a deficiency in MFN leads to spermatocyte apoptosis (Varuzhanyan et al., 2019). Our data also showed that MFN2 cKO animals were positive for PLZF, which is an undifferentiation marker in spermatogonia, whereas WT animals were negative for PLZF. This might indicate that the spermatogonia were affected after MFN2 deletion as normally these cells do not express PLZF at PD 56. The spermatogonia were also evaluated with the proliferation marker PCNA. The WT spermatogonia were actively undergoing mitosis and thus they were positive for the proliferation marker. However, spermatogonia from the MFN2 cKO mice demonstrated poor PCNA expression, which helps to confirm that the normal cell cycle and differentiation activity of these cells was negatively affected in the cKO group. These data are consistent with those from a previous study in which MFN2 was knocked-out via Ddx4-driven Cre recombination (Chen et al., 2020).

We also assessed the meiotic process in the spermatocytes from MFN2 cKO mice. Using meiotic chromosome spreads assay, we found that the γH2A.X signal was retained in the autosomes during the pachytene-like and diplotene-like stages in the MFN2 cKO group. These results are consistent with the testes tissue section immunolabeling data shown in Figure 2. SYCP3-positive cells are germ cells, which are undergoing meiosis, and although most of the spermatocytes exhibited concentrated γH2A.X signals in the sex chromosome in the WT group, this phenomenon was not seen in the MFN2 deficient spermatocytes as γH2A.X were expressed in both the autosomes and sex chromosomes. A previous study also concludes that MFN double mutant spermatocytes cannot move to the pachytene stage at PD 24 (Varuzhanyan et al., 2019), and our data are once again consistent with their conclusions. By quantifying the number of spermatocytes at four different meiotic stages of prophase I, and combining these data with our apoptotic marker imaging analysis, we concluded that MFN2 deficiency leads to a failure of meiosis in spermatocytes, especially for the development from the zygotene to pachytene stages. In addition to the meiosis related markers, we also checked the chromosomal dynamics during meiosis. It is generally considered that when chromosomes search for a homologous partner in meiotic prophase, it is the telomere rather than the centromere that assembles the apparatus that binds to the nuclear envelope (Scherthan et al., 1996; Shibuya et al., 2014). The morphology of the chromosomes and telomeres were visualized by our SYCP3 and TRF1 dual-immunolabeling experiments, and our results demonstrated that the majority of telomeres were localized in the middle area of the nucleus in the MFN2 cKO group whereas they were localized at the equator in the MFN2 WT group. These data once again support our hypothesis that MFN2 deletion might disrupt the normal biological functions of the mitochondria, such as ATP synthesis and oxidative phosphorylation. The resulting lack of ATP might, in turn affect the normal events of meiosis, such as telomere associated chromosome dynamics. We also report that the normal chromosomal cross-over activity was affected in MFN2 cKO spermatocytes as there was almost no MLH1 expression at the mid-pachytene stage. Thus, we suggest that the MFN2 deficiency might be essential for the normal differentiation of spermatogonia and development of spermatocytes. When spermatocytes are deficient in MFN2, then they cannot continue to the pachytene stage and this leads to apoptosis, which ultimately results in the death of both the spermatocytes and spermatogonia in the seminiferous tubule, hence the empty appearance of this region in our histology sections. A similar phenotype has previously been reported in other studies (Varuzhanyan et al., 2019; Chen et al., 2020; Wang et al., 2021), but to our knowledge, our data are the first to show details of disrupted meiosis in MFN2 deficient spermatocytes.

Our mitochondrial distribution analysis indicated that mitochondria were aggregated in spermatocytes of MFN2 cKO mice. Previous studies have shown that in both MFN1 and MFN2 deficient mice, the mitochondria in embryonic fibroblasts exhibited a fragmented morphology, rather than the elongated morphology seen in the wild-type cells (Chen et al., 2003). This report described global knockout mouse models instead of the conditional KO model we generated. In addition, the embryonic fibroblasts that were examined in the previous report, are not representative of germ cells. Recently, this group also generated a conditional knock-out mouse model and investigate the distribution of mitochondria in spermatocytes via immunolabeling meiotic chromosome spreads (Varuzhanyan et al., 2019). They showed that in the pachytene/diplotene stages, WT spermatocytes contain a majority of elongated mitochondria whereas the spermatocytes from MFN double mutants exhibited mainly spherical mitochondria (Varuzhanyan et al., 2019). However, one tricky point in their study is that normally, cell membrane might be disrupted already and cytosol is possibly run out of cell in the meiotic spreads. To overcome this limitation, we used the cytospin technique to let the spermatocytes spread on the slides before the immunostaining process. This enabled us to collect the spermatocytes in a naturally round shape with an intact cell membrane and the entire cytosol. So, the mitochondria immunolabeled in each cell were closer to the real situation for quantitative analysis. In addition, the mtDNA copy number was found to be significantly increased in the MFN2 cKO spermatocytes, which was consistent with our immunolabeling data. Together, these data suggest that the total number of mitochondria was increased after MFN2 deletion. We also showed (by RT-qPCR) that the mitochondrial respiratory chain was disrupted in the MFN2 cKO cells, which might help to explain the low level of ATP synthesis and energy supply observed, and thus the various changes in critical cellular activities. In addition, we checked the level of ROS and mitochondrial membrane potential in the MFN2 cKO spermatocytes, and our data demonstrated that the cells had poor mitochondrial function. Our data thus provide evidence that MFN2 is required to maintain normal mitochondrial functions and MFN2 deficient spermatocytes might harbor mitochondria of poor quality, so they cannot go through meiosis successfully.

To compare the transcriptome status of the MFNs cKO and WT animals, we selected two developmental ages, PD 24 and PD 52, to conduct RNA-seq analysis. Pachytene cells were selected for analysis as they have previously been shown to be severely affected after deletion of MFN2, and this cell stage is large in size when compared with the other spermatocyte stages (La Salle et al., 2009). Therefore, we were able to collect this population of cells at a high purity. 

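Lists of genes typical of testis cell types were compared between P and L/Z libraries of the same genotype and age. The lists were drawn up from general knowledge before the deposited table was examined, but after the paper's supplementary tables were read. This comparison was chosen after the data were examined. The 20 genes of the pachytene list had a median log2 ratio of P over L/Z of 0.51 in MFN2 WT and 0.26 in MFN2 cKO at PD 24, and of 0.14 and 0.13 at PD 52. The leptotene and zygotene list did not separate the stages in the same way. Its median log2 ratio of P over L/Z was -0.05 in MFN2 WT (counting interval -0.16 to 0.11) and -0.36 in MFN2 cKO (-0.45 to -0.19) at PD 24. At PD 52 it was higher in P than in L/Z libraries, by 0.18 (0.10 to 0.27) in MFN2 WT and 0.48 (0.31 to 0.60) in MFN2 cKO. Genes of spermatids were lower in P than in L/Z libraries, by medians from -2.15 in MFN2 cKO at PD 52 to -1.0 in MFN2 WT at PD 52. Their median FPKM in the P libraries was 54.8 in MFN2 WT and 9.81 in MFN2 cKO at PD 24, and 128.3 and 90.2 at PD 52. Genes of Sertoli cells were higher in P than in L/Z libraries, by 1.18 in MFN2 WT and 1.77 in MFN2 cKO at PD 24 and by 3.01 and 1.22 at PD 52. Genes of macrophages were lower in P than in L/Z libraries, by medians from -2.04 to -0.88. Genes of Leydig cells changed direction with age, with medians of -0.31 in MFN2 WT and -0.27 in MFN2 cKO at PD 24 and of 1.85 and 1.69 at PD 52. The medians ran from -1.66 to -1.01 for peritubular myoid genes. For spermatogonial genes they ran from -0.71 to -0.06 (MFN2 cKO at PD 52, counting interval -0.17 to 0.04). The pseudocount moved these values most, and 16 of the 32 moved by more than their counting interval with a pseudocount of 0.1, while none changed sign.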

From our Venn analysis of both PD 24 and PD 52, we highlighted 135 genes that had significant changes in their expression levels. 

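In P spermatocytes, 3 of the 12 PPAR signaling genes changed at least 2-fold at both ages. The reads test at a coefficient of 0.2 called 5 of the 12 at both ages. At PD 52 the genes that had risen at PD 24 were all higher again, with a median log2 change of 1.16 and a range of 0.30 (Pltp) to 1.72 (Cd36), and 5 of them changed at least 2-fold. The genes that had fallen at PD 24 were all lower again, with a median of -0.32 and a range of -0.46 (Aqp7) to -0.07 (1700061G19Rik). Among them, 0 changed at least 2-fold at PD 52. At PD 52 the changes of Pltp (0.30), Adipoq (-0.32) and 1700061G19Rik (-0.07) were smaller than their counting errors (0.33, 0.33 and 0.08). The direction of these genes is therefore uncertain. For 1700061G19Rik the direction at PD 52 also depended on the scaling, since its log2 change was 0.03 with the median-of-ratios scaling.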

A KEGG analysis was then run on these genes based on the PD 24 pachytene spermatocyte data alone. This is because we believe that PD 52 is a relatively late stage for MFN2 cKO animals to be showing severe testicle structure abnormalities and spermatocyte death. Thus, we suggest that the analysis from PD 24 animals might provide more informative data. Interestingly, our KEGG analysis indicated that in the MFN2 cKO group, there were significant changes in cellular metabolism, especially for lipid related metabolism. In addition, our RNA-seq data highlighted different in PPAR signaling. 

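The paper's KEGG table also names ovarian steroidogenesis, with 7 genes, all of which were higher in MFN2 cKO P spermatocytes at PD 24. The log2 changes were lowest in Igf1 (0.43) and highest in Hsd3b6, and 5 of the 7 genes changed at least 2-fold. Cyp11a1 rose from 2.00 FPKM (194 reads) to 12.4 (1104 reads), a log2 change of 2.15 (95% interval 1.99 to 2.31). Hsd3b1 rose by 1.99 (1.80 to 2.17) and Lhcgr by 1.41 (1.14 to 1.66). The same 5 genes belong to the list of Leydig cell genes. These genes were chosen after the data were examined. The paper reasons that PD 52 is a late stage, at which the structure of the testis is already abnormal and spermatocytes die, and it proposes that the libraries from PD 24 might be more informative. From its KEGG analysis it states that cellular metabolism, and lipid metabolism above all, changed in MFN2 cKO spermatocytes.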

PPARs belong to a family of nuclear receptors and they are transcriptional factors that can bind ligands to modulate cellular activities and regulate related gene expression (Brunmeir and Xu 2018). PPARs have previously been reported to coordinate lipid and glucose metabolism, and the abnormal expression of PPARs might lead to a perturbation of lipid metabolism, which is characteristic of various metabolic syndromes (Alatshan and Benkő 2021; Puengel et al., 2022). A variety of natural compounds, including fatty acids and their derivatives, have been found to bind and activate PPAR proteins (Monsalve et al., 2013; Brunmeir and Xu 2018). In this way, PPARs are recognized as being sensors of cellular metabolic states via their sensitivity to the intracellular levels of various metabolites (Maccallini et al., 2017; Mantovani et al., 2022). Interestingly, the different PPAR sub-families are suggested play distinct roles in the regulation of lipid metabolism (Alatshan and Benkő 2021). For example, PPAR α was reported to play a central role in the control of a lipid-lowering effect, which might help decrease the storage of lipids via regulating the expression of related enzymes (Han et al., 2017; Phua et al., 2018). Our data demonstrated the in MFN2-deficient spermatocytes, PPAR α was significantly increased, which might suggest a high level of lipid storage in MFN2 cKO testis tissue. PPAR *ß* is the most ubiquitously expressed member among PPAR family. It has been reported that the activation of PPAR *ß* might induce lipid catabolism through fatty acid oxidation and mitochondrial biogenesis, and it has also been reported to reduce inflammation via the inhibition of AKT, STAT3 and ERK1/2 signaling (Kapoor et al., 2010; Alatshan and Benkő 2021). According to these previous studies on PPAR β, we believe that it might play a similar role as PPAR α in MFN2 cKO animals, such that the up-regulation of PPAR α and PPAR *ß* is due to the increased storage of lipid in the MFN2 cKO testis. In contrast, PPAR γ has been suggested to play a different role in the regulation of lipid metabolism and it helps to increase lipid storage in the tissue and organs. It can also regulate the expression of mitochondrial proteins and members of the electron transport chain (Zhang and Chawla 2004). We know that in the MFN2 cKO group, mitochondrial functions and the electron transport chain were disrupted, and so this effect might be associated with the low expression of PPAR γ found in MFN2 deficient spermatocytes. From the perspective of lipid metabolism, our findings also indicate that there was only limited PPAR γ expression in the high lipid storage condition in the MFN2 cKO testis, this might indicate that the MFN2 cKO testis tissue do not need to store lipid anymore. Moreover, one previous publication reported the oxygen consumption level was low in the situation of low PPAR γ activity (de Vos et al., 2022). This links the mitochondrial function and PPAR γ activity, and our data here showed MFN2 cKO spermatocytes presented a declined mitochondrial function and decreased PPAR γ expression, which consists with this reported conclusion. Our RT-qPCR and western blotting data were consistent, which supports the accuracy of our conclusions. To further confirm whether the lipid metabolism was disrupted in the MFN2 cKO animals, we labeled testes cells with BODIPY to specifically label the lipid droplets. The images from the MFN2 WT control and MFN2 cKO groups revealed a high lipid storage level in the latter. Therefore, we suggest that MFN2 deficiency might lead to a disruption in lipid metabolism in the testicle cells. However, our current study does not have direct evidence to demonstrate the change in PPAR expression is the cause of lipid accumulation, further investigations are required to clarify how PPAR-mediated lipid metabolism plays a role in spermatogenesis and its relationship with lipid metabolism in spermatocyte development.

## Summary

Overall, our data showed that in MFN2 deficient spermatocytes, the function and distribution of mitochondria were disrupted. This affected meiosis and spermatogenesis, which resulted in germ cell apoptosis and abnormal morphology of the testis. We also demonstrated that the PPAR signaling pathway was significantly affected in the MFN2 deficient spermatocytes, and that there was increased lipid retention in the testicle cells of MFN2 deficient animals. Together, our data indicate that MFN2 is required for spermatogenesis and meiosis. In addition, we discovered a novel role of MFN2 in regulating PPAR pathway and lipid metabolism in testicle cells.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE194377.

# Supplementary material for: MFN2 Deficiency Impairs Mitochondrial Functions and PPAR Pathway During Spermatogenesis and Meiosis in Mice
**Source:** Front Cell Dev Biol. 2022 Apr 14;10:862506. doi: 10.3389/fcell.2022.862506

Fig.1 MFN2 WT vs MFN2 cKO testes images

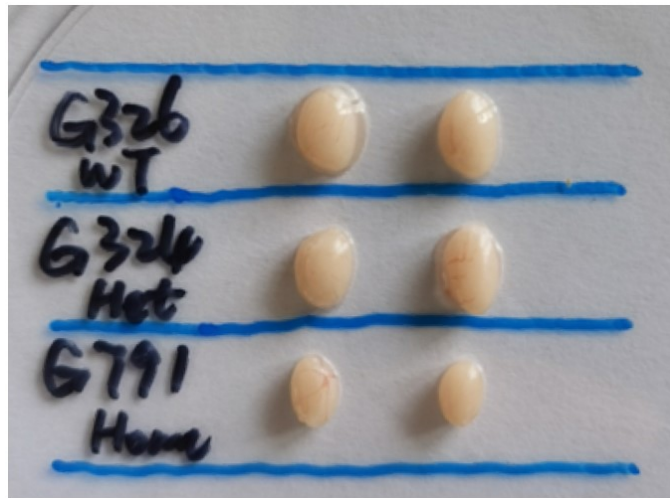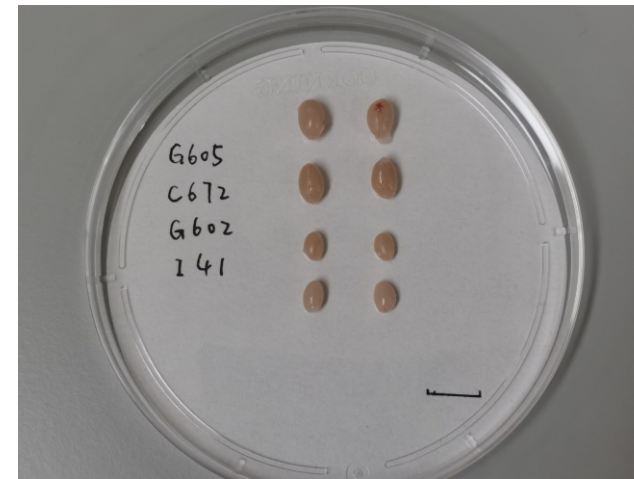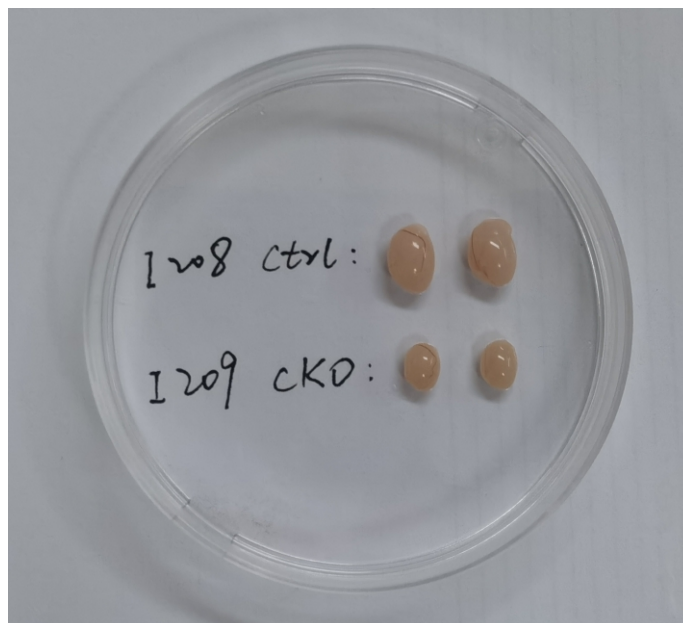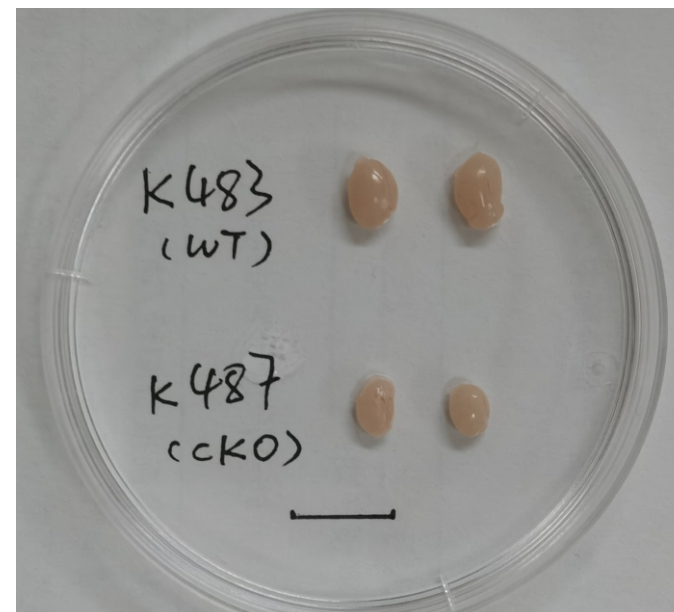

Fig.2

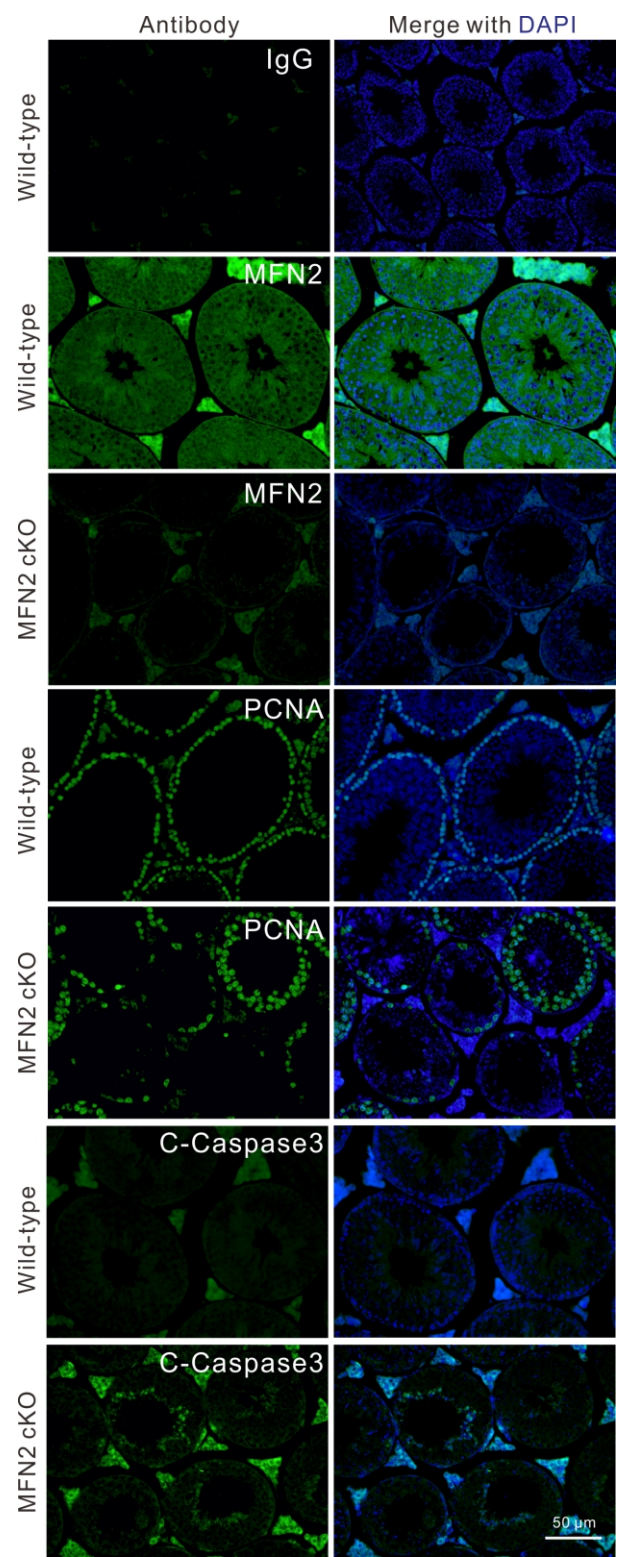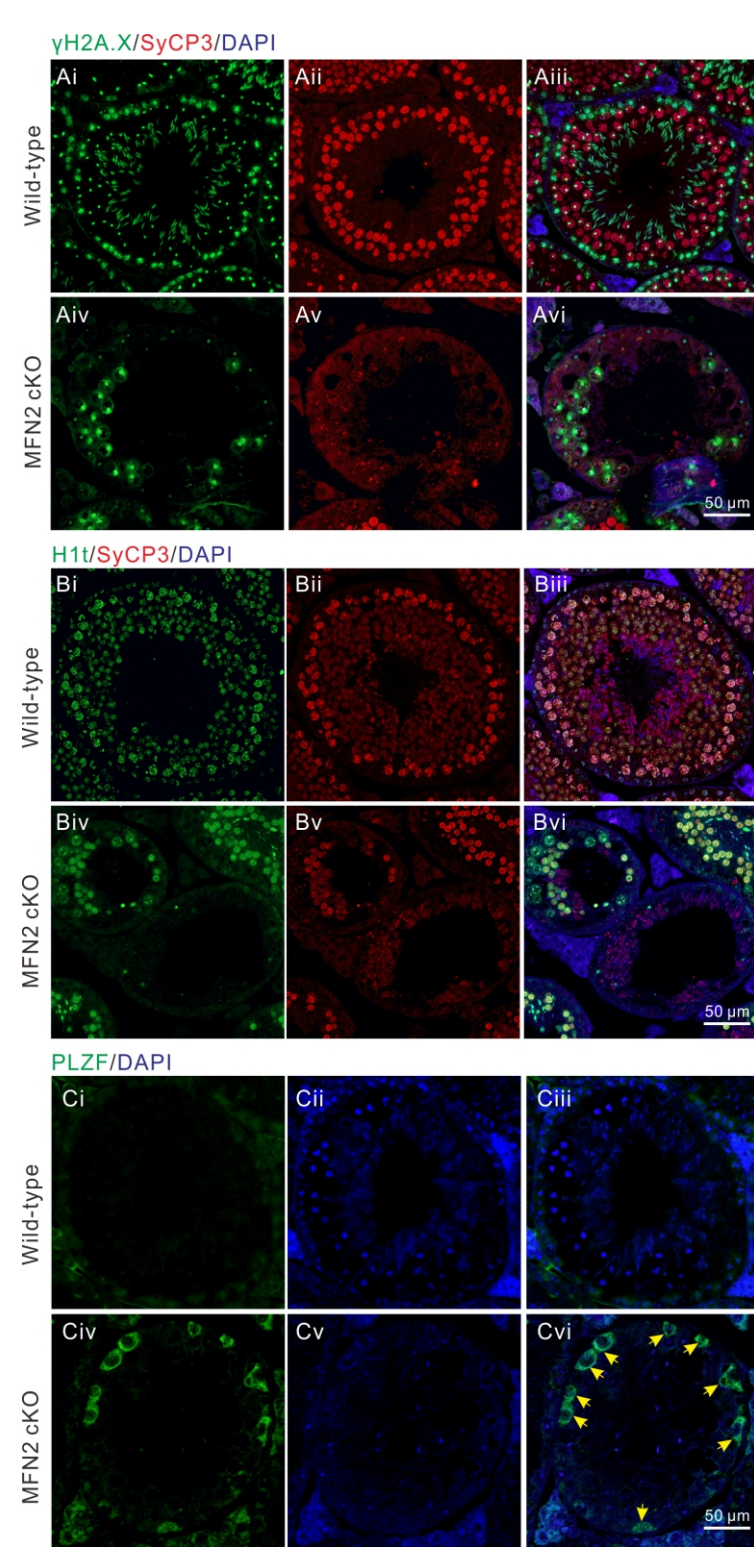

Westerb Blot  
For Fig.1 & 6

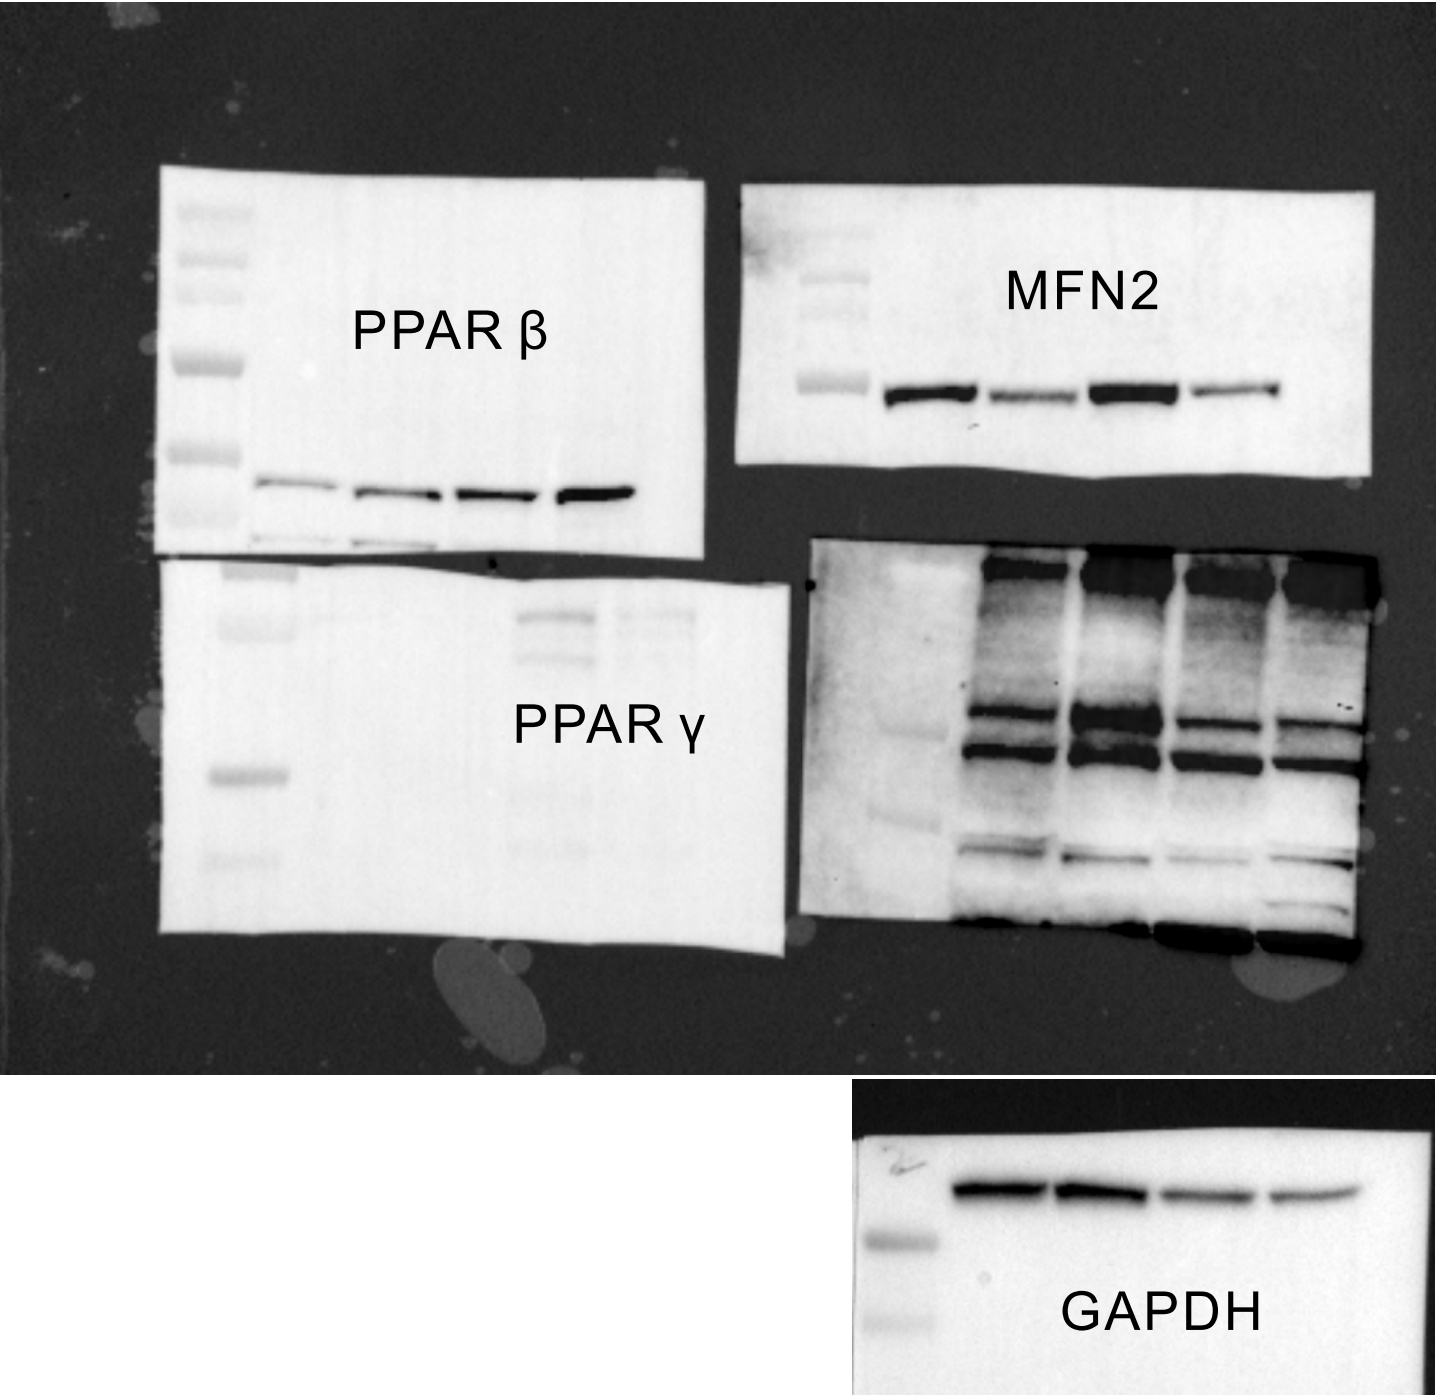

PPAR  $\alpha$

GAPDH

# MFN2 cKO spermatocytes IF images

rH2A.X / Sycp3

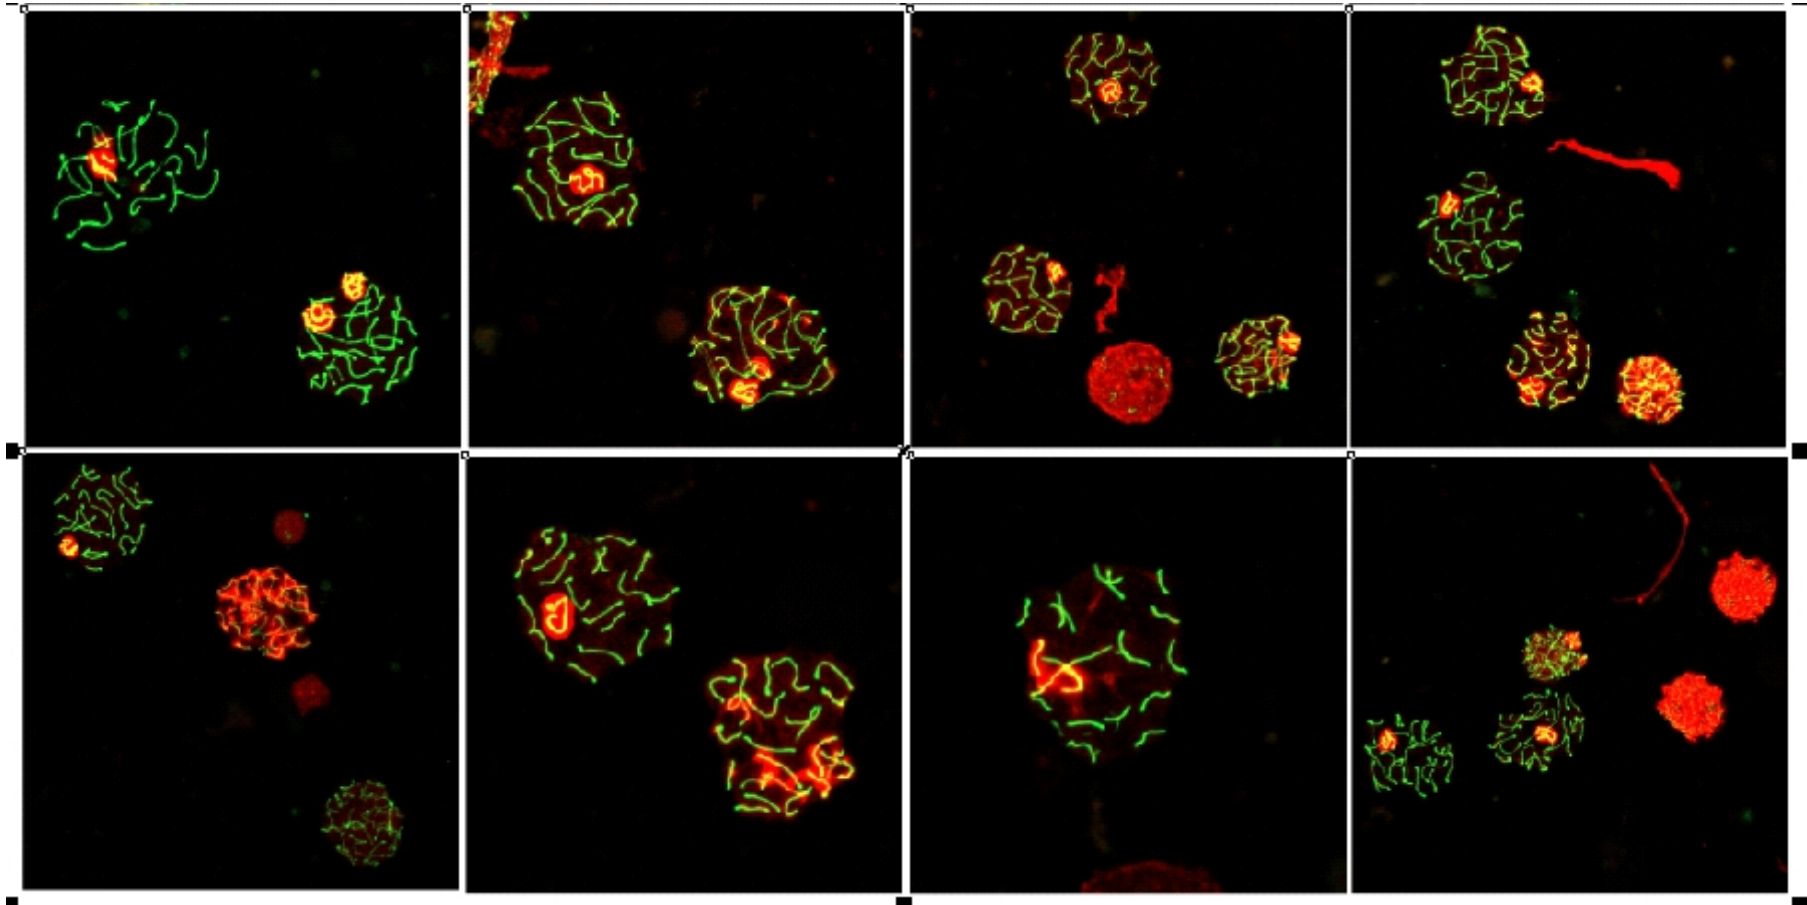

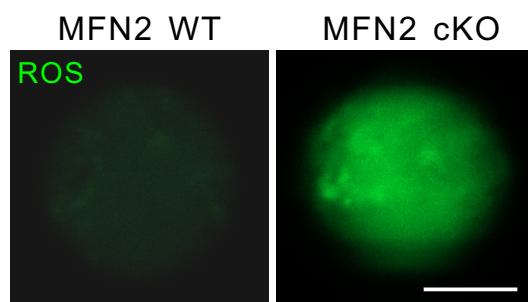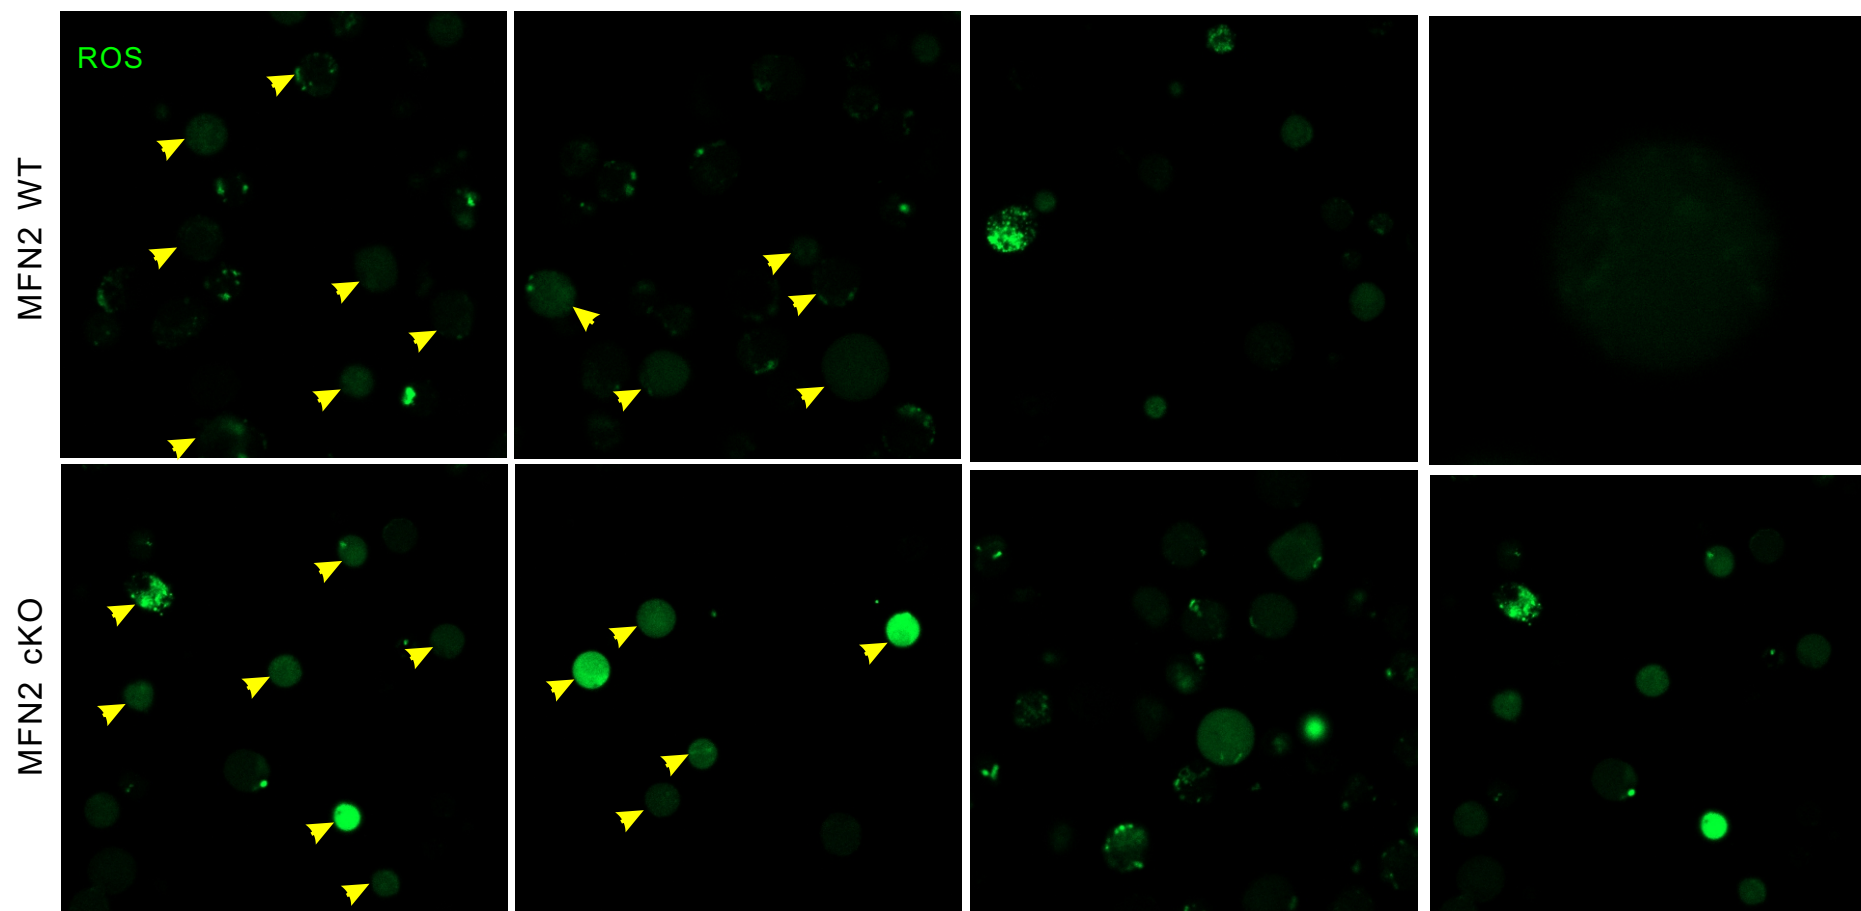

Spermatocytes JC-1 staining

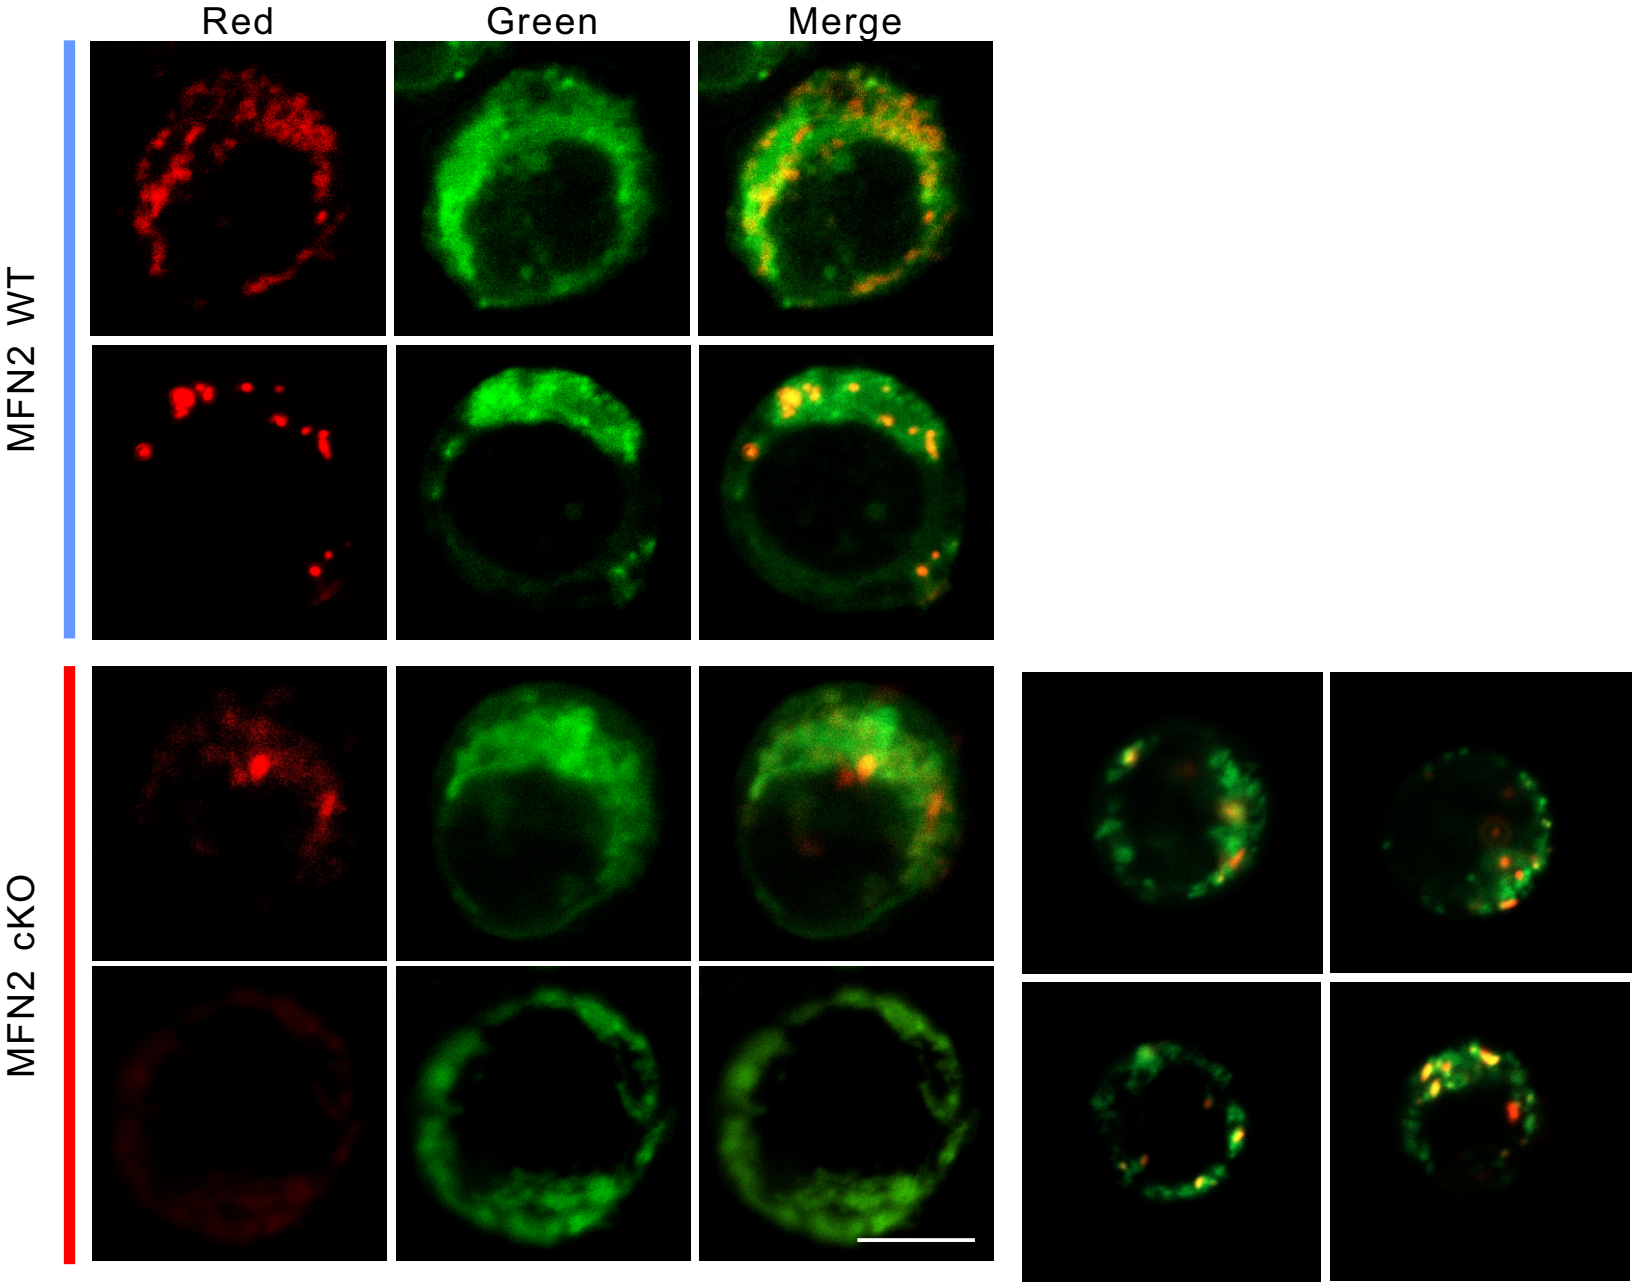

BODIPY/SYCP3/DAPI

MFN2 WT

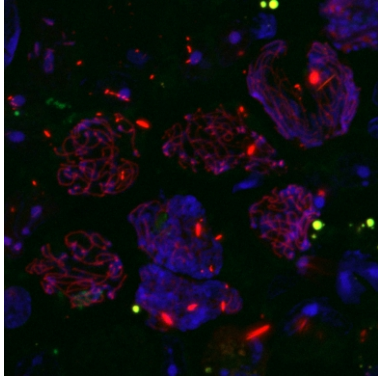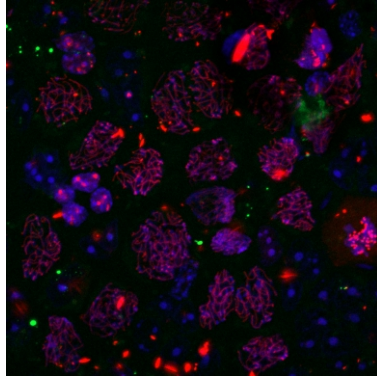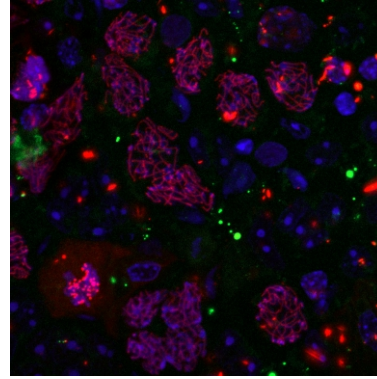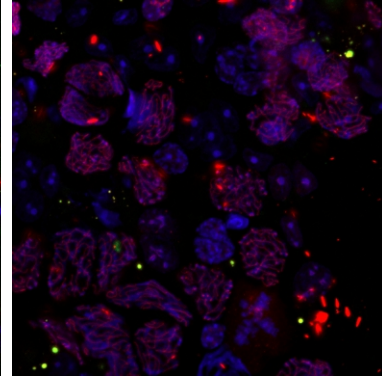

MFN2 cKO

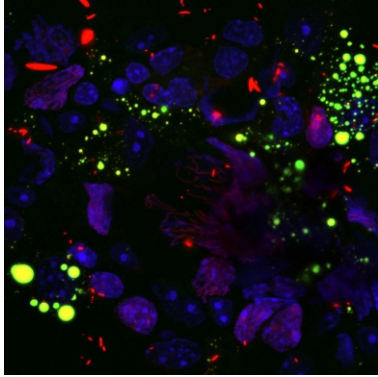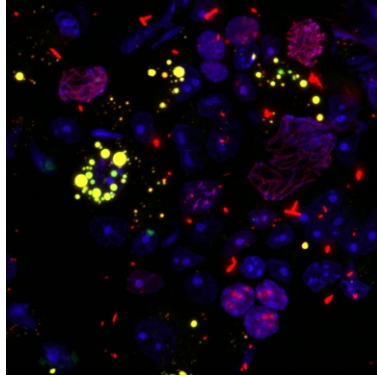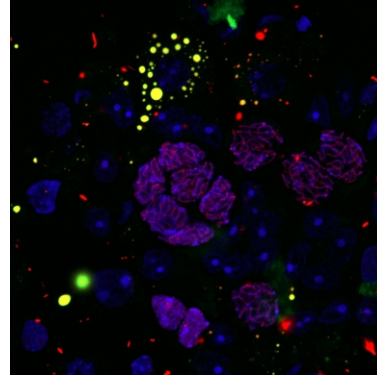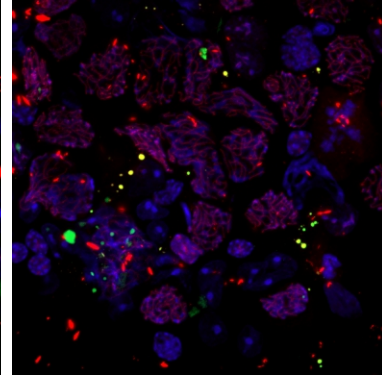

BODIPY/DAPI

MFN2 WT

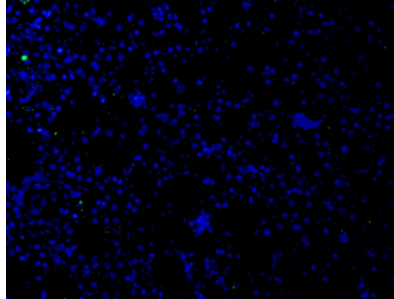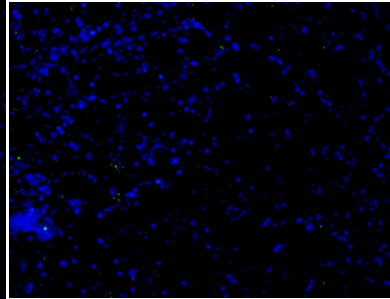

MFN2 cKO

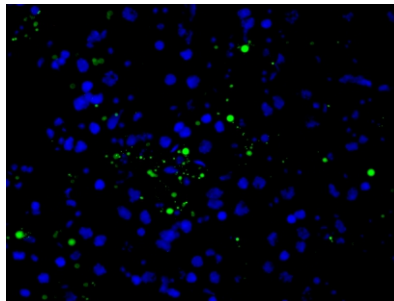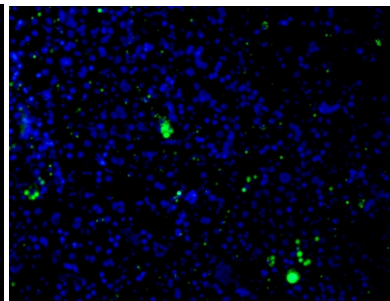

TOM 20/ SYCP3/DAPI

WT

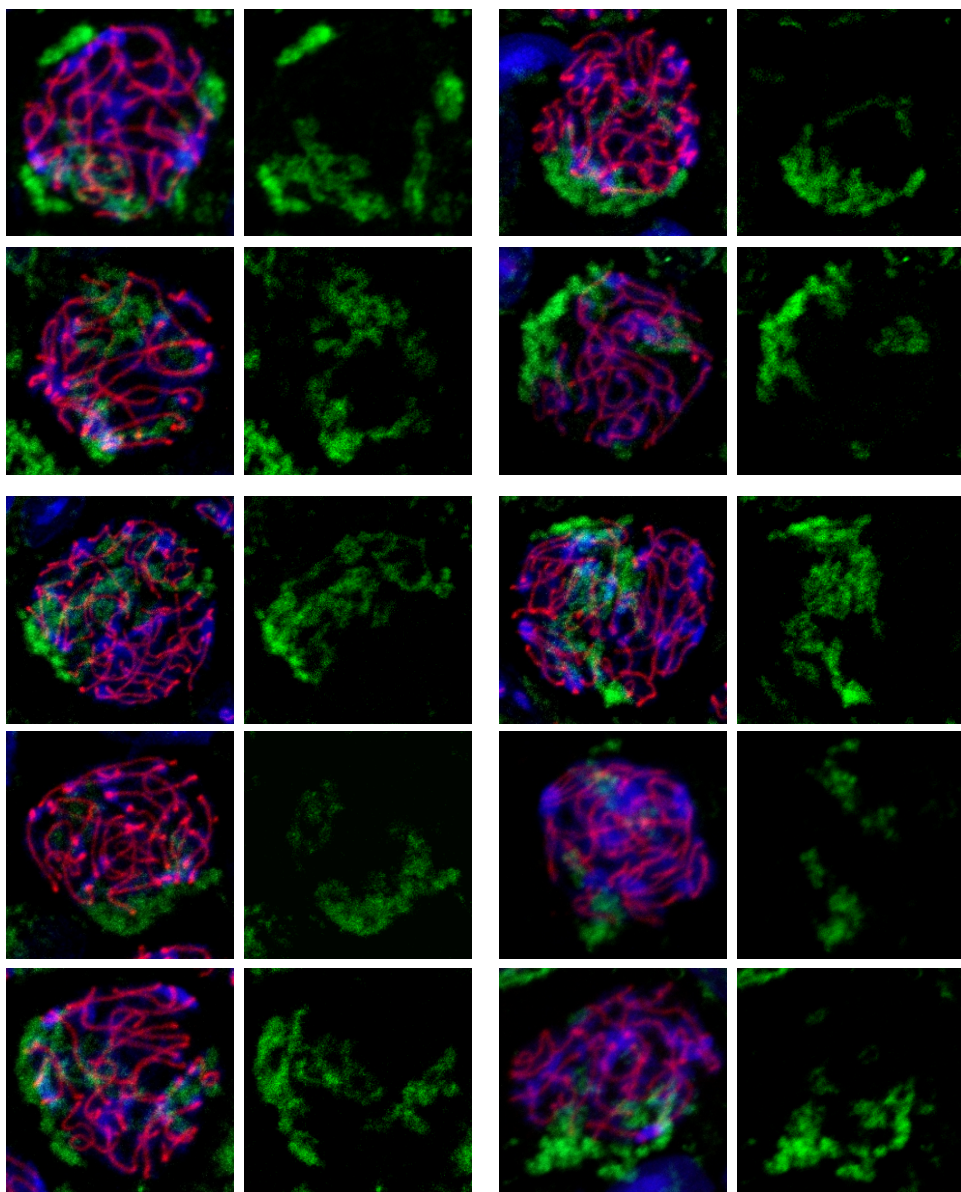

cKO

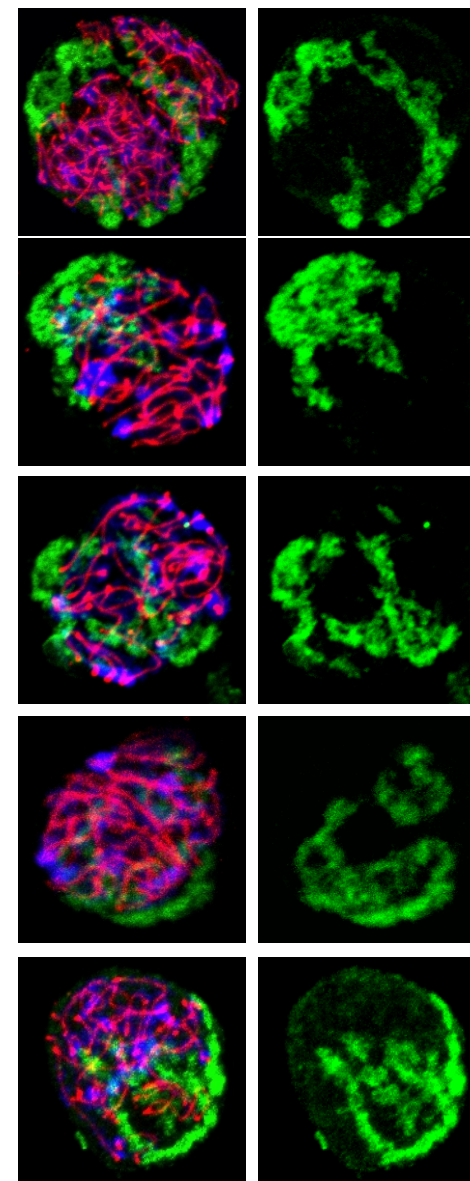

**Supplement:** Supplementary file 1

# Supplementary material for: MFN2 Deficiency Impairs Mitochondrial Functions and PPAR Pathway During Spermatogenesis and Meiosis in Mice
**Source:** Front Cell Dev Biol. 2022 Apr 14;10:862506. doi: 10.3389/fcell.2022.862506
**Supplement:** Supplementary file 6

## A Targeted allele (cKO design)

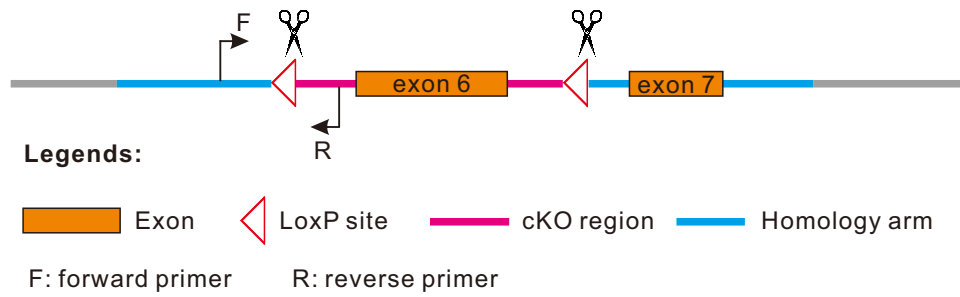

## B

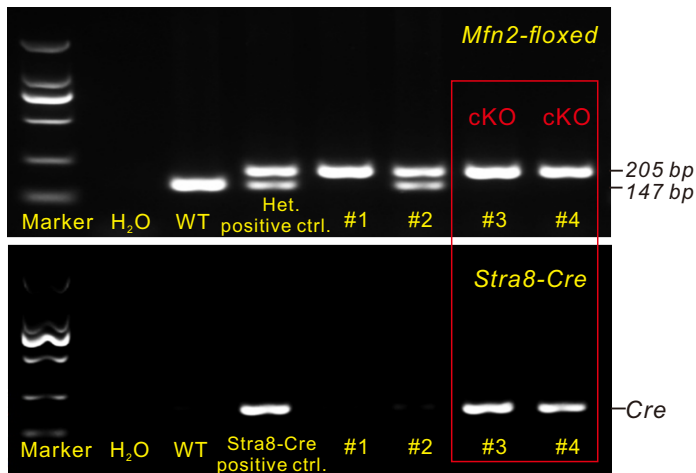

## Ci

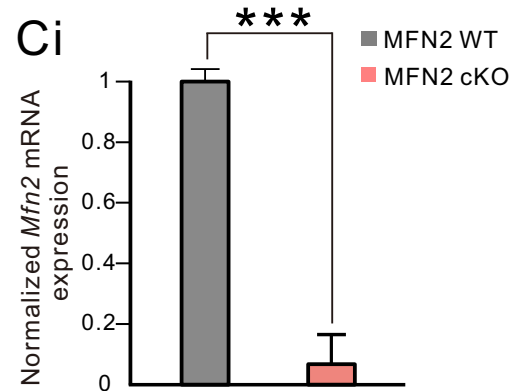

## Cii

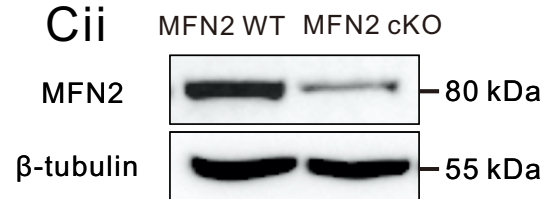

## D

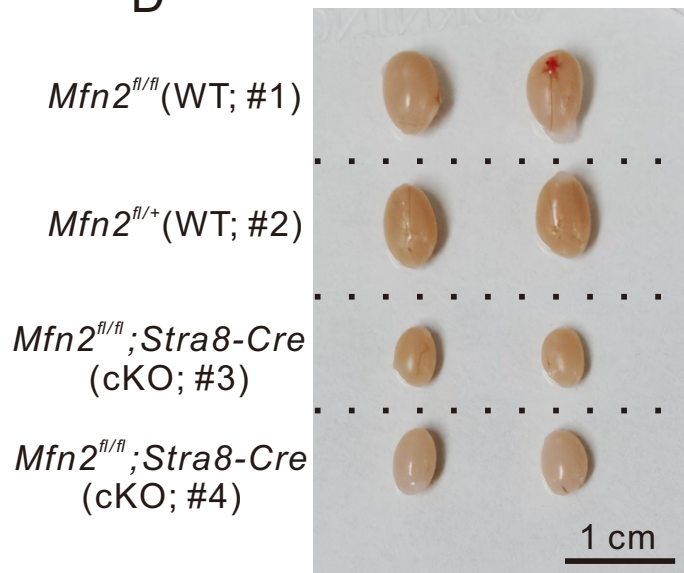

## Ei

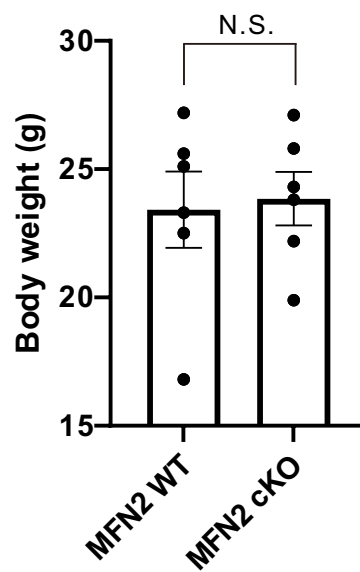

## Eii

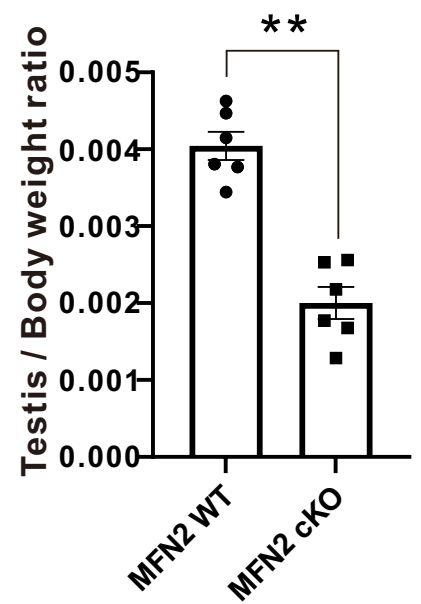

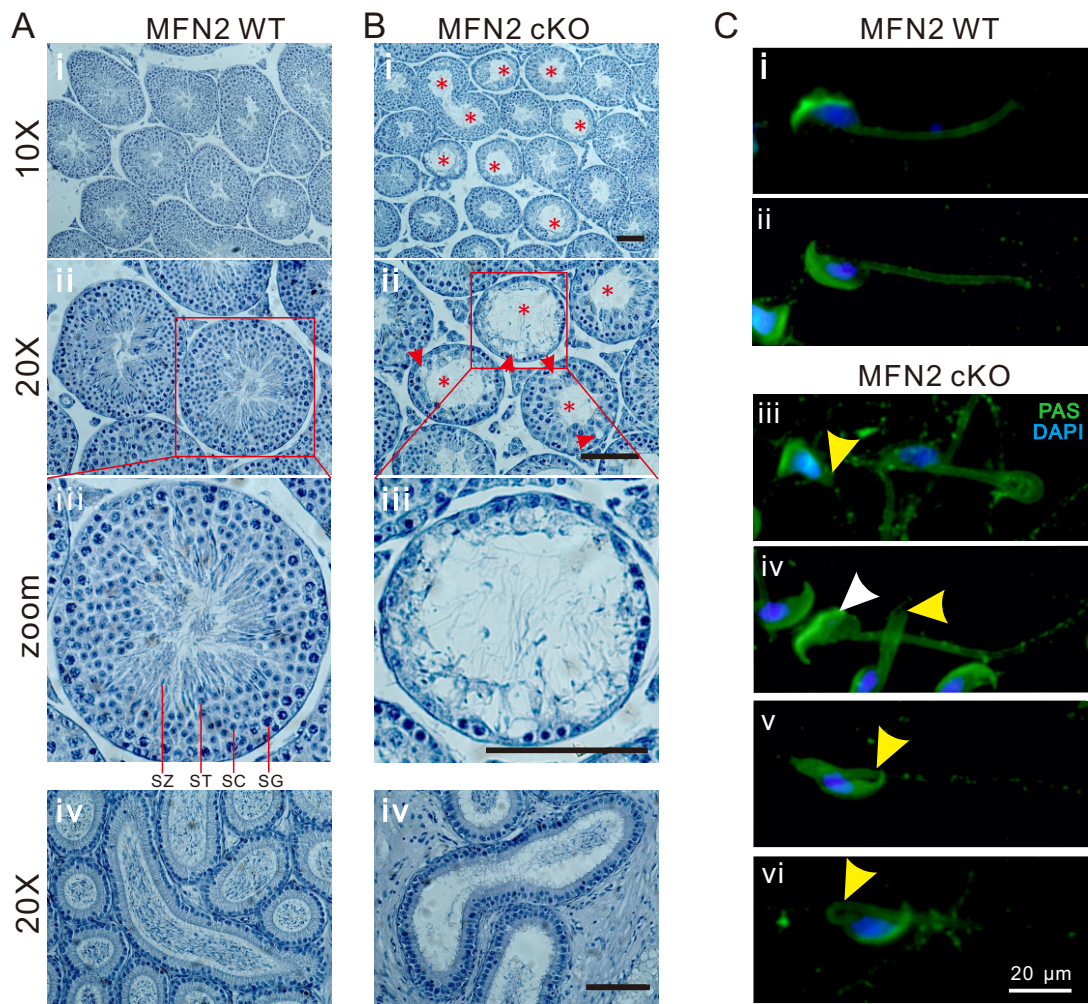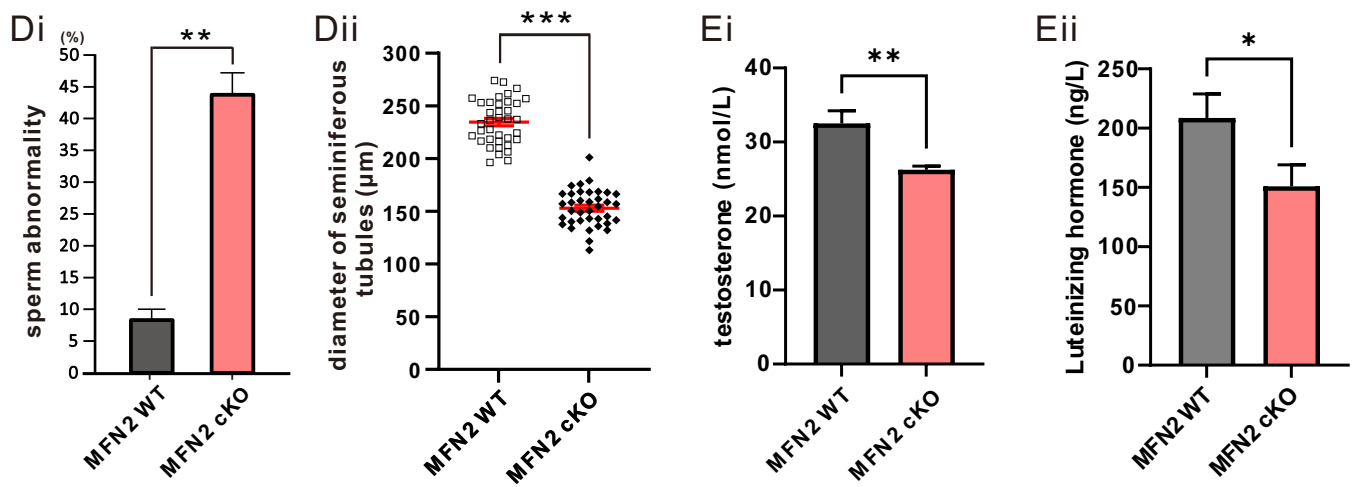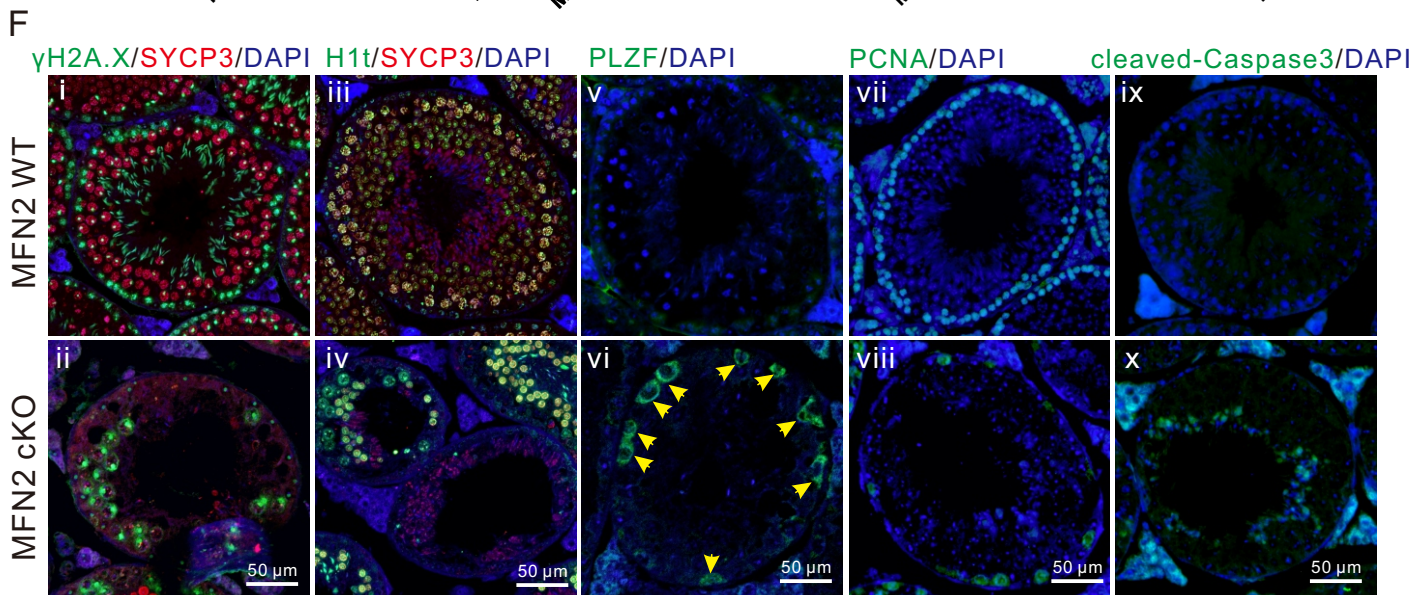

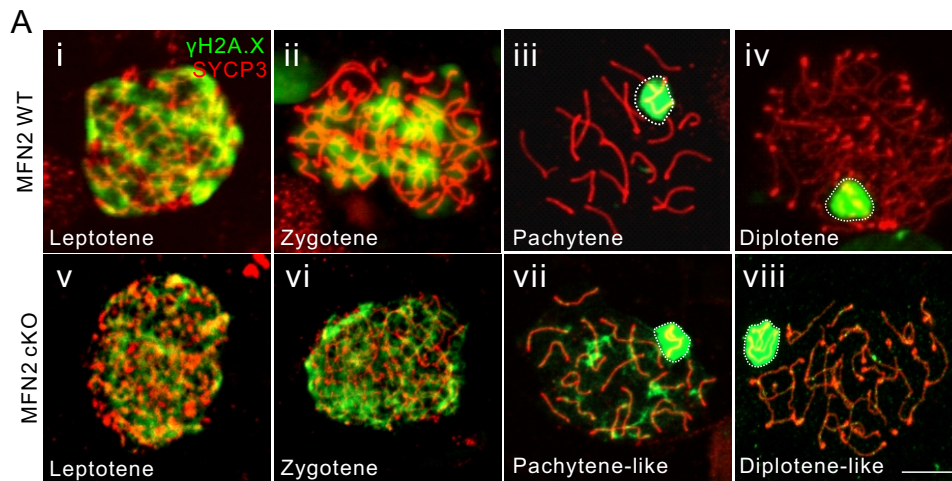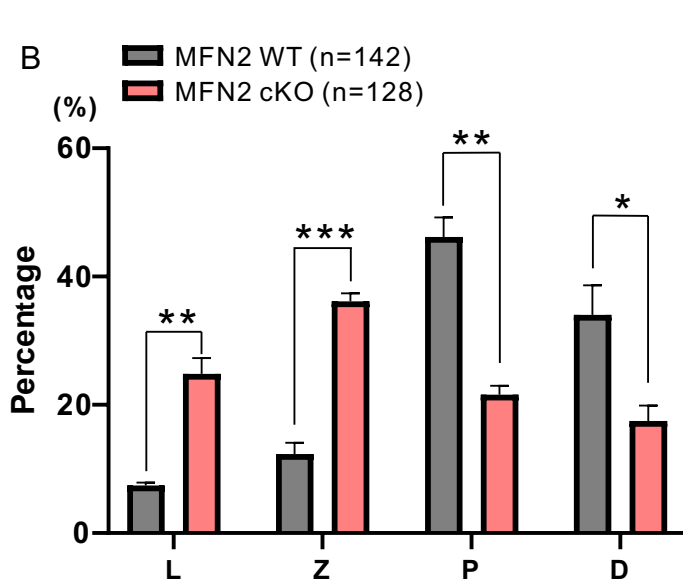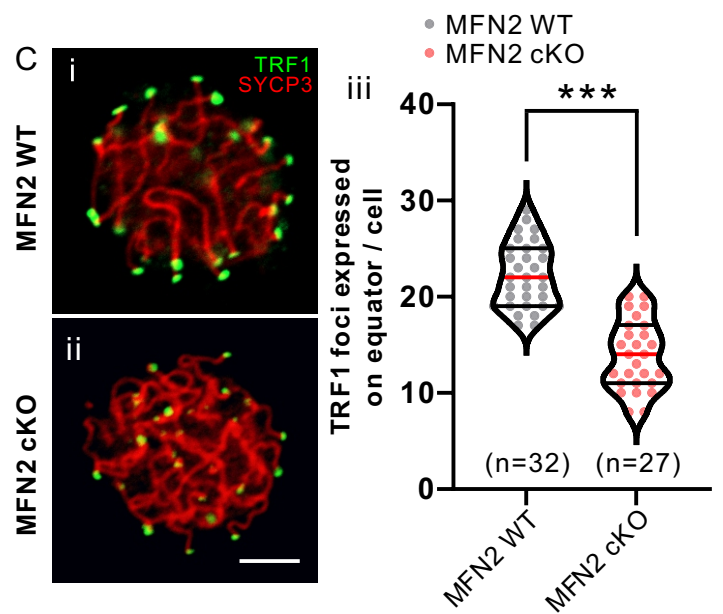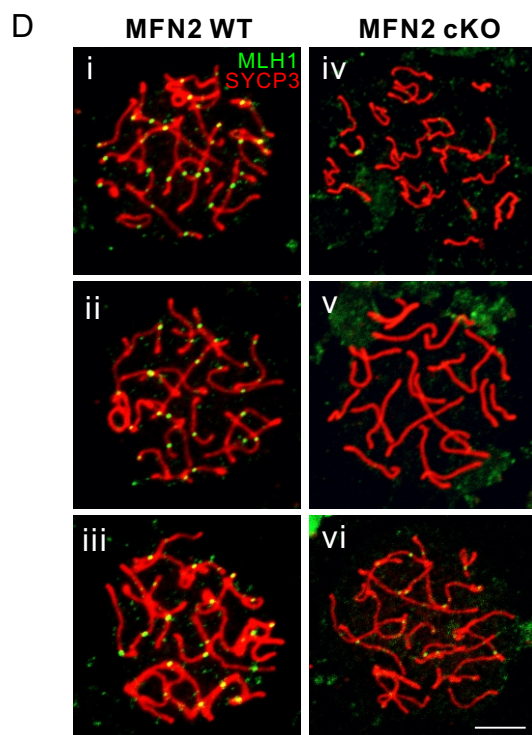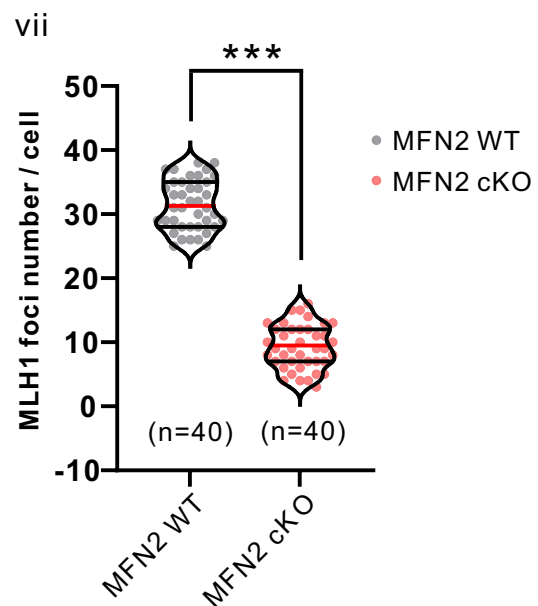

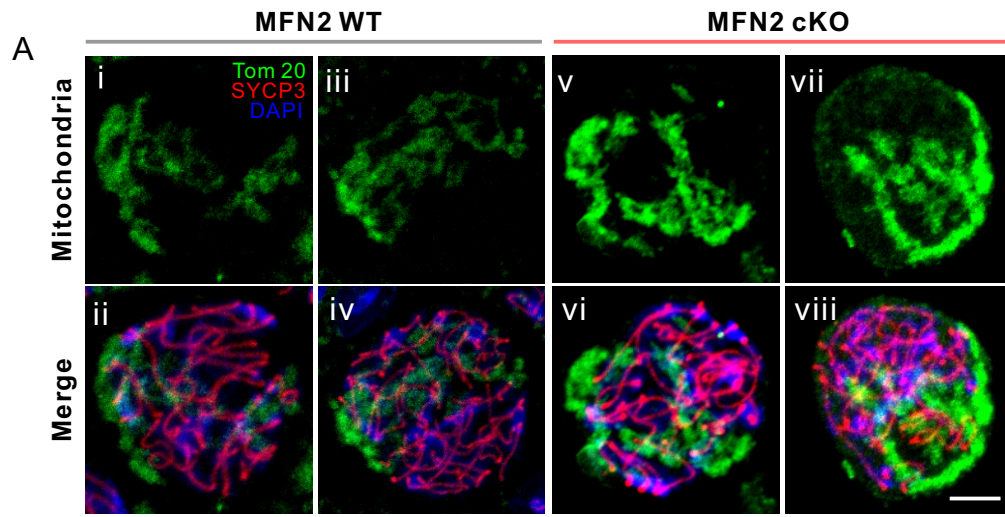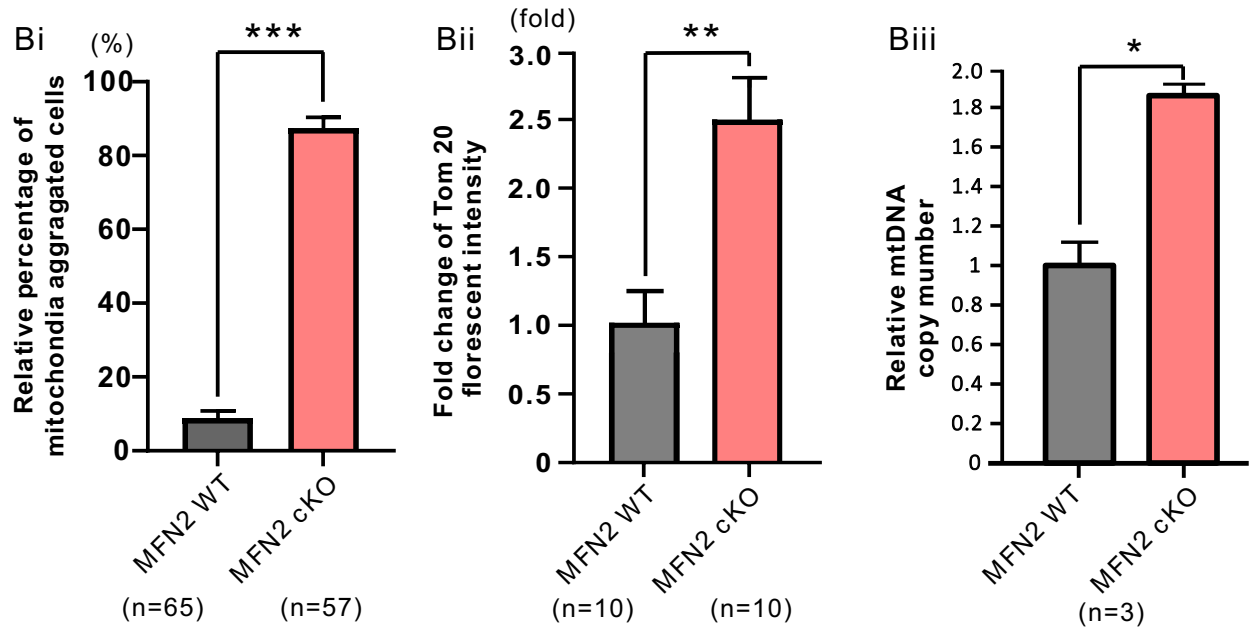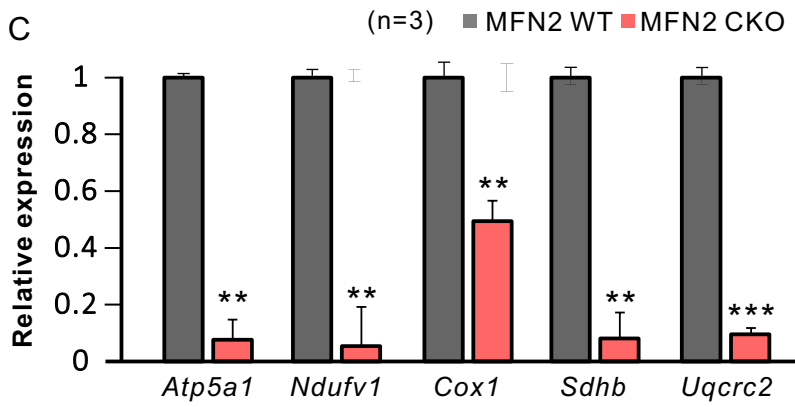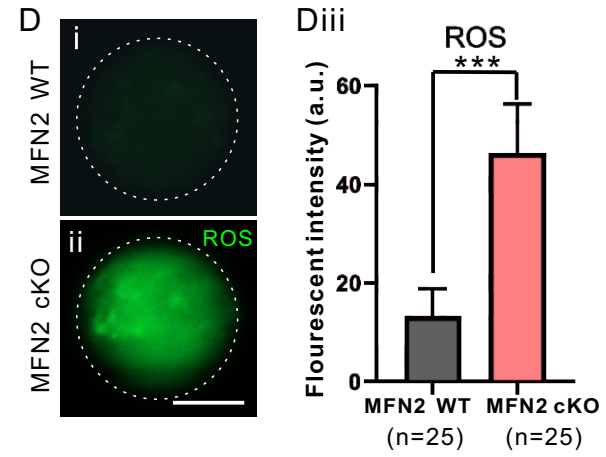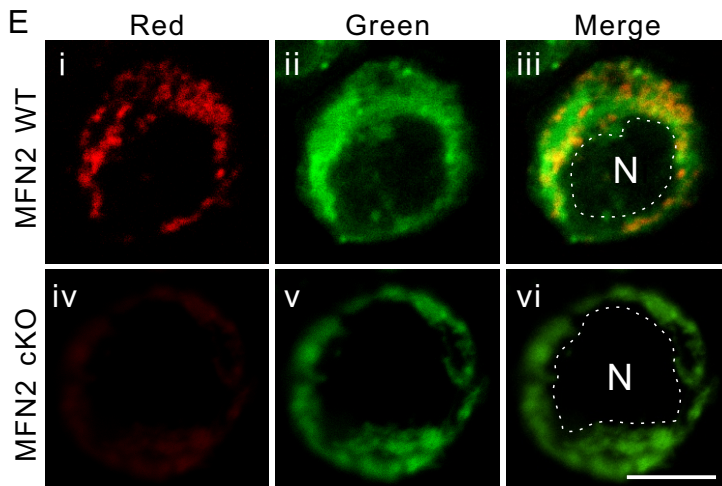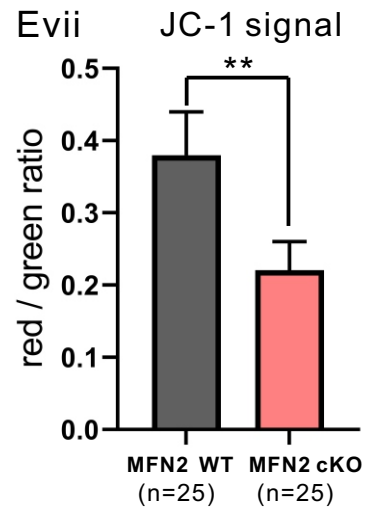

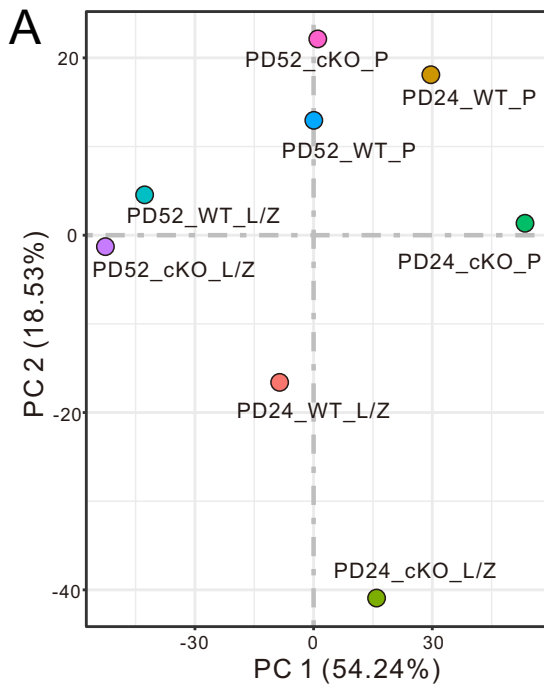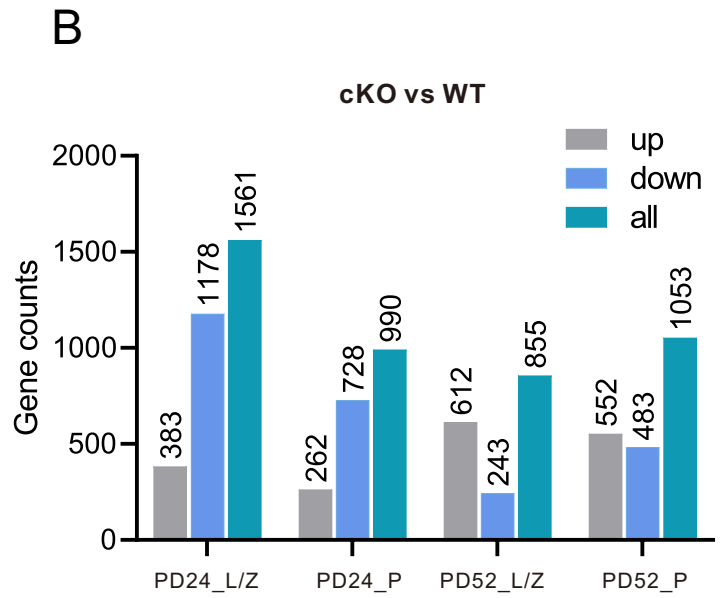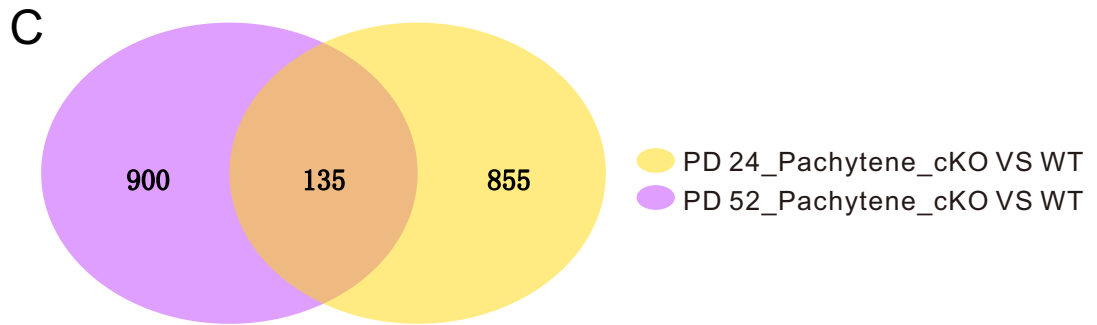

**D** PD 24 pachytene spermatocyte KEGG analysis

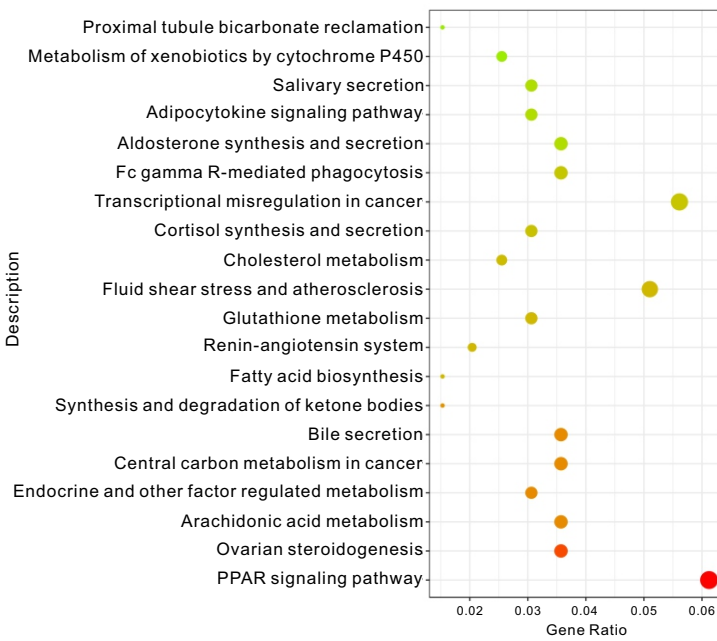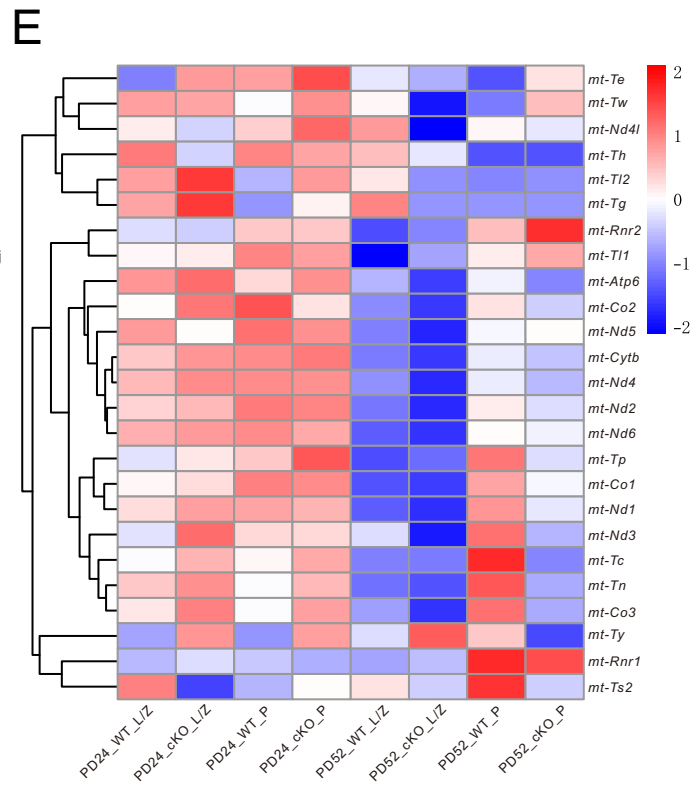

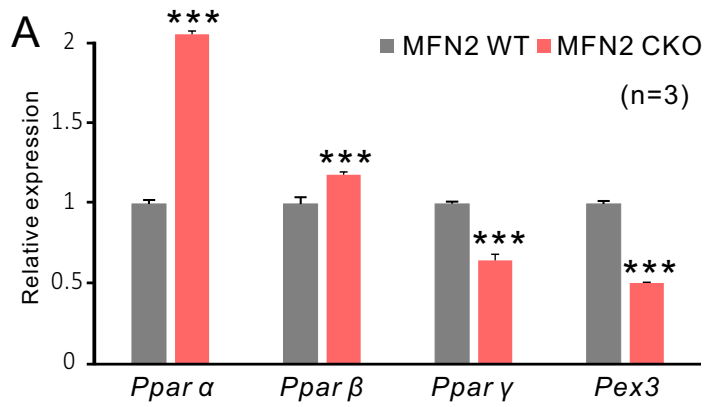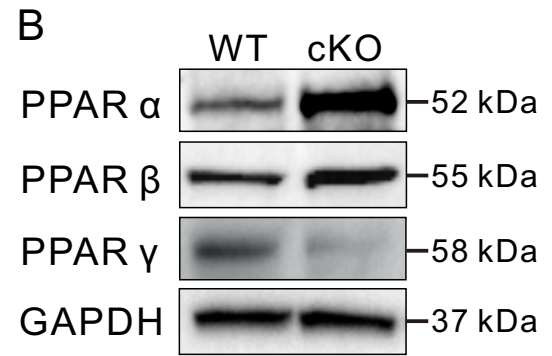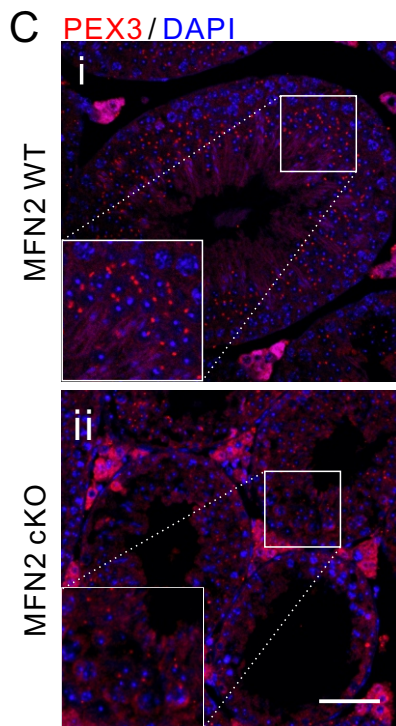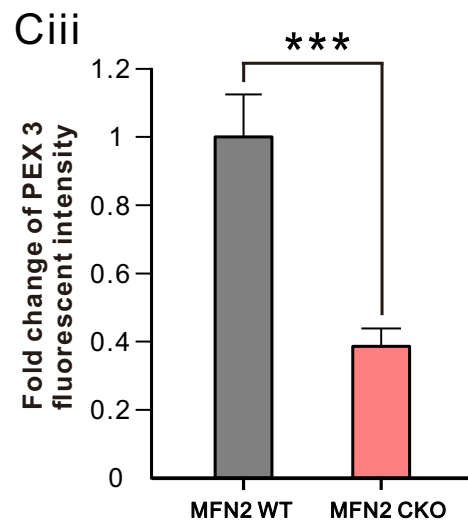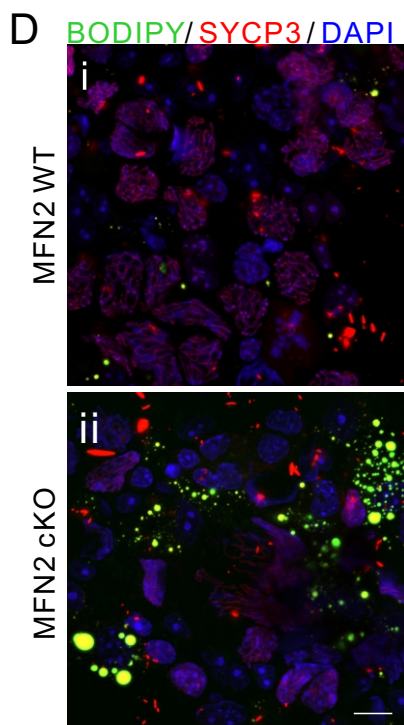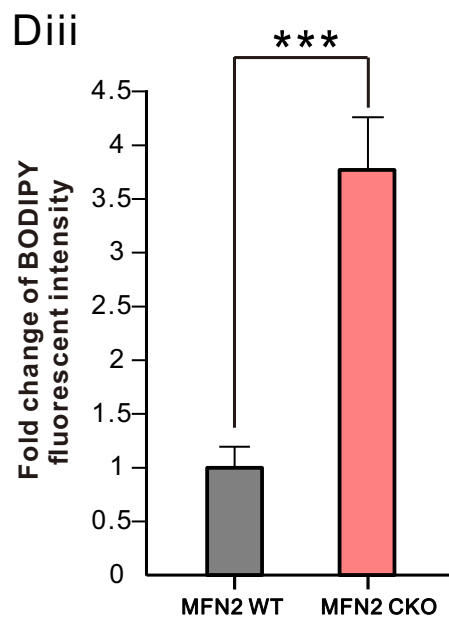

A

*Mfn2<sup>fl/fl</sup>* (MFN2 WT)

*Mfn2<sup>fl/+</sup>; Stra8-Cre*  
(MFN2 Heterozygous)

*Mfn2<sup>fl/fl</sup>; Stra8-Cre*  
(MFN2 Homozygous)

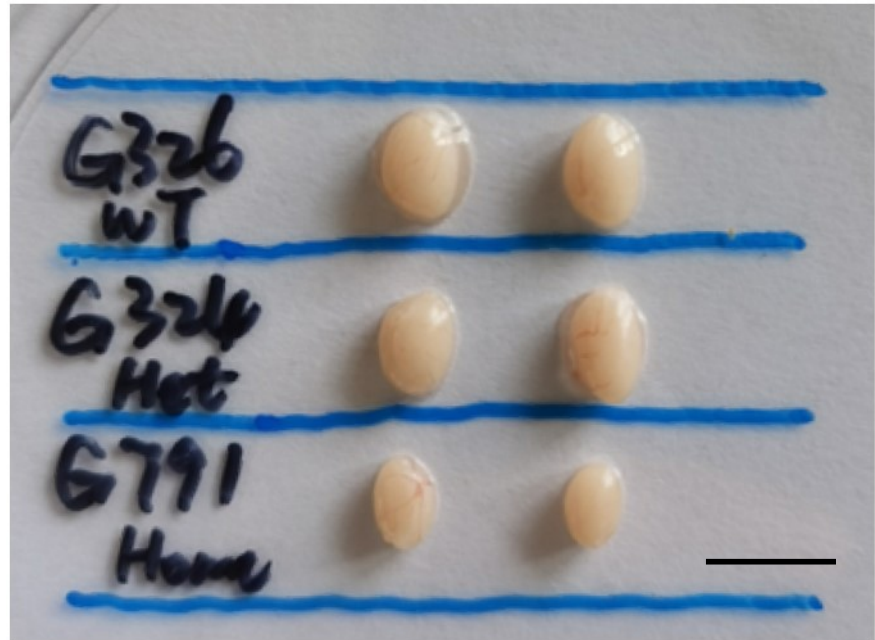

B

*Mfn2<sup>fl/fl</sup>* (MFN2 WT)

*Mfn2<sup>fl/+</sup>; Stra8-Cre*  
(MFN2 Heterozygous)

10X

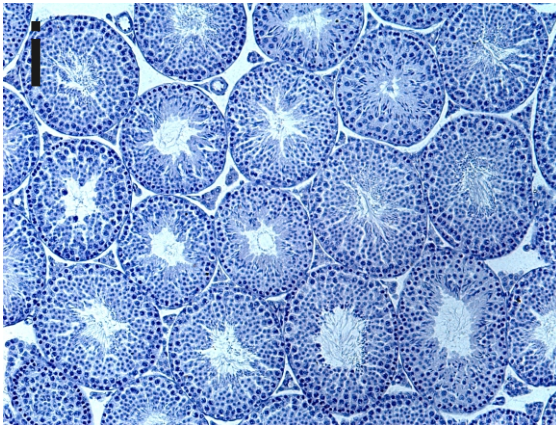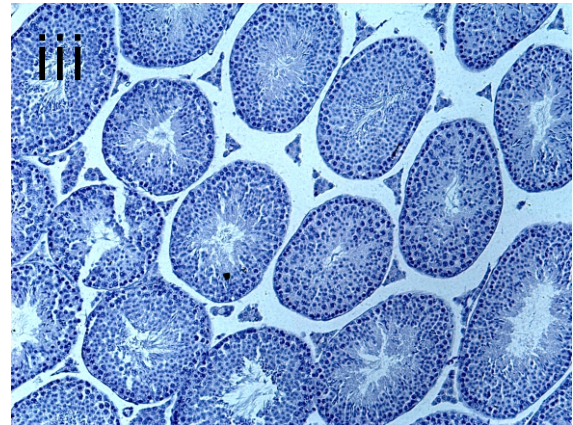

20X

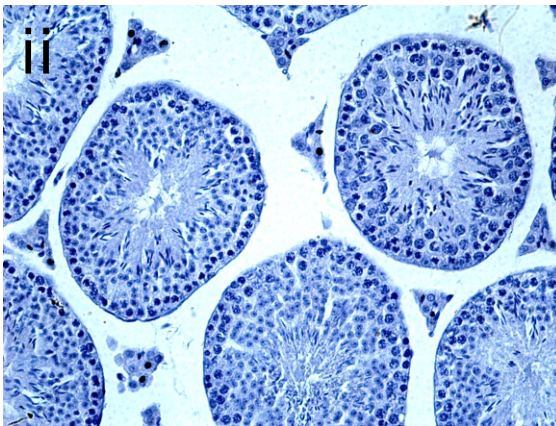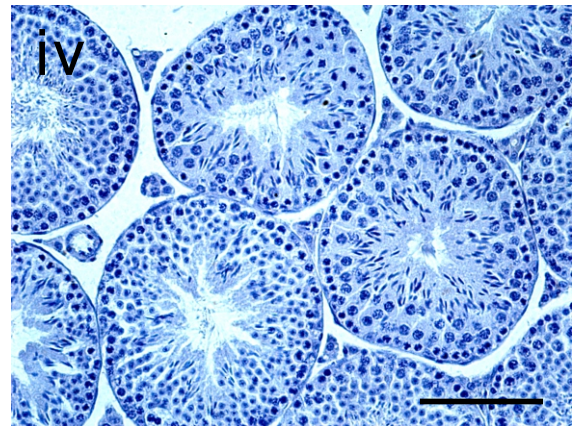

Fig. S1 (A) Representative examples of the testes excised from MFN2 WT (G326), MFN2 heterozygous (G324) and MFN2 homozygous cKO (G791) mice, which were collected on postnatal day (PD) 56. The scale bar is 1 cm. (B) Testes sections acquired at postnatal day (PD) 56 from (Bi-Bii) MFN2 WT and (Biii-Biv) MFN2 heterozygous mice, were stained with hematoxylin before imaged under a light microscope at 10X and 20X magnifications. Scale bar is 100  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

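RNA was measured in 8 libraries of spermatocytes from MFN2 WT and MFN2 cKO mice, at 2 stages (P and L/Z) and 2 ages (PD 24 and PD 52), with 1 library for each of the 8 groups. The libraries formed 4 pairs of MFN2 cKO and MFN2 WT, 1 for each stage and age. All per-library columns of the deposited table were used. The libraries had between 14340665 and 20379950 reads on genes, with a median of 16285571.

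The authors sequenced paired-end reads and made FPKM values for each gene with Novomagic before they deposited the table. The deposited FPKM values are not log-transformed, no gene was removed for low values, and 54532 genes are listed. The deposited gene lengths, in bases, are those the authors used for the FPKM. FPKM multiplied by gene length fell on whole multiples of one step in each library, which gives the reads. The sizes of these steps show that the authors had scaled the libraries by median-of-ratios size factors, from 0.882 to 1.23. The authors state DESeq2 as their test for differential expression. The gene annotation was compared with GENCODE mouse release 21 on GRCm38, in which 54495 of the gene identifiers are present, 53921 with the same name. Among the genes 103 have a name that another gene shares, and these were kept apart by identifier.

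The change of a gene in a pair was log2(FPKM + 1) in MFN2 cKO minus MFN2 WT, over genes with FPKM above 1 in at least one of the 2 libraries. Genes changed at least 2-fold on this scale were counted. Counting intervals for a gene came from the exact binomial distribution of its reads, and those for the median of a list from 1000 Poisson draws. The median of a list was placed among 10000 random lists of the same size, whose genes were each drawn from the 200 genes of most similar mean expression. The difference between libraries was the Euclidean distance over log2(FPKM + 1). The reads of each pair were also compared by a conditional exact negative binomial test, with TMM scaling and over genes with more than 1 read in the 2 libraries. Its assumed biological coefficients of variation, 0.2, 0.1 and 0.4, were set before the deposited table was examined. The coefficient of 0.2 was itself taken from the p-values of the paper's Supplementary Table 1, against which several coefficients had been tried. Its gene filter and TMM scaling were chosen after the data were examined, from several tried, because they gave the number of genes and the p-values of that table and the paper's counts for P spermatocytes at PD 24. The closeness of this test to the paper's values is thus partly by choice. The choice of a coefficient, a filter and a scaling cannot by itself bring all 1726 p-values held of that table within 0.1%. For these genes the match argues that the paper's p-values came from a test of this kind, with an assumed coefficient. A common effect of genotype over the 4 pairs was fitted with limma's moderated t-test, with the pair as a block. Calls in both tests were made at an adjusted p-value under 0.05 after Benjamini-Hochberg adjustment.

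The lists of PPAR signaling genes (74), of genes of round and elongating spermatids, Leydig cells, Sertoli cells, macrophages, peritubular myoid cells, spermatogonia, leptotene and zygotene spermatocytes and pachytene spermatocytes, and of nuclear oxidative phosphorylation genes were drawn up from general knowledge before the data were examined. The lists of mitochondrially encoded, chromosome X and chromosome Y genes came from the table's coordinates. The lists of immediate early genes and of steroidogenesis genes were added after. Genes named singly were set by a rule before the data were examined. They are the genes that the paper names for RNA-seq, RT-qPCR, western blot or immunolabelling, its 12 PPAR signaling genes and the 25 genes of Figure 5E. In each P pair they are also the 3 largest rises and the 3 largest falls among protein-coding genes with FPKM above 10. Further, they are the 3 largest mean rises and falls among protein-coding genes changed at least 2-fold the same way in all 4 pairs, and the gene with the highest FPKM. Other genes named were chosen after their values were seen. For 1 of the PPAR signaling genes, values of its own are not reported here.

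The alternatives were a pseudocount of 0.1, no FPKM filter, a further median-of-ratios scaling, protein-coding genes only, a Spearman distance, the reads tests, no block for the pair, and each pair left out in turn. For the PPAR signaling genes of the study, the ratio of scaled reads was added after the data were examined. Sequences shared between genes were counted in windows of 150 bases for mitochondrial genes and of 50 bases for others, in the GENCODE transcripts. The KEGG and GO analyses and the RT-qPCR were not analysed here. Supplementary Table 1 was held in part, 1726 of its 30377 genes, so no enrichment was computed from it.

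The reads test, the common effect, the recovery of reads, the list percentiles and the counting intervals were tested on simulated data. The distances, the counts of genes changed at least 2-fold and the overlap between ages were not. In the reads test, among 29906 genes, 198 of 200 genes changed by a log2 of 3 were recovered with 5 false calls. In the common effect, among 21175 genes, 200 of 200 genes changed by a log2 of 4 were recovered with 3 false calls. In 200 random lists of 20 genes, 7.5% of the unshifted lists fell in the outer 5% of the random lists, so percentiles near the ends are somewhat too extreme. The counting intervals held the true value for 95.1% of 2000 genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used.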

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

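The tests of the mitochondrial, spermatogonial and peritubular myoid patterns were chosen only after those results were seen, and the tests of Hist1h2al before the values they measure were seen. The differences between ages were not tested. Each age has 1 pair per stage, so such a test would have had to treat the stages as replicates.

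Hist1h2al, a processed pseudogene of histone H2A on chromosome 13 (51202727 to 51203065), showed a signal in every MFN2 cKO library. The paper's supplementary tables list this gene, and its text does not discuss it. It was singled out after its values were seen, by a rule of at least 10 reads in every MFN2 cKO library and FPKM at least 10-fold above every MFN2 WT library, with WT values under 3 reads set to 3 reads. It was the 1 gene that passed, with 0 in the other direction. Without setting WT values to 3 reads, Gm11702 and Defa29 also passed. Its lowest FPKM in an MFN2 cKO library was 82.5 and its highest in an MFN2 WT library was 1.90, a 43.4-fold difference. The reads were 520, 820, 645 and 1285 in the MFN2 cKO libraries and 13, 5, 2 and 1 in the MFN2 WT libraries (PD 24 P, PD 52 P, PD 24 L/Z and PD 52 L/Z). Reads that belong to a near-identical gene are a possible explanation, since 67.6% of its 50-base windows occur in transcripts of 44 other genes. Reads moved from other histone H2A genes of the Hist1h2a family are argued against. At PD 24 these 14 genes in P spermatocytes together lost no reads while Hist1h2al gained reads, and over the 4 pairs the smallest ratio of their loss to its gain was -0.0129. What produces the signal stays open. Genotype is a biological explanation that the design gives, and a sequence carried by the Cre transgene or the targeted allele was not analysed here.

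The peritubular myoid genes rose in both PD 24 pairs and fell in both PD 52 pairs, with a difference of 0.37 between the mean medians of the ages. The medians were 0.10 in P spermatocytes at PD 24 (counting interval -0.02 to 0.17, percentile 91.7) and -0.17 at PD 52 (-0.35 to -0.01, percentile 29.0). The L/Z medians were 0.39 (0.27 to 0.52, percentile 97.6) at PD 24 and -0.08 (-0.20 to 0.03, percentile 17.5) at PD 52. Counting error may account for the opposite signs, since the interval included 0 in 2 of the 4 pairs, and only 7 to 10 of the 12 genes passed the FPKM filter. Age stays open as an untested biological explanation.

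The spermatogonial genes rose at PD 24 and fell at PD 52 at both stages, with a difference of 0.95. The medians were 0.37 (percentile 100) and -0.44 (percentile 0.94) in P spermatocytes, and 0.29 (percentile 95.2) and -0.81 (percentile 0) in L/Z spermatocytes. Counting error is argued against, since the counting interval of the median included 0 in 0 of the 4 pairs. The scaling between the libraries is argued against as the whole cause, because after the median change of all genes was subtracted in each pair the list median nearest to 0 was 0.22, with the sign kept in all 4 pairs. Without the FPKM filter the PD 52 P median was -0.15. The genes did not all move with the median: 5 rose and 10 fell in PD 52 P, and 4 rose and 13 fell in PD 52 L/Z. Zbtb16, the gene of the paper's marker PLZF, rose by 0.97 (counting error 0.21) in PD 52 P. Its other changes were 0.62, 0.10 and -0.47 (PD 24 P, PD 24 L/Z and PD 52 L/Z). Age, and a different share of spermatogonia in the preparations, stay open and were not tested.

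The mitochondrially encoded genes rose at PD 24 and fell at PD 52 at both stages, with a difference of 0.63. The medians were 0.23 (counting interval -0.02 to 0.37, percentile 100) and -0.45 (-0.50 to -0.23, percentile 1.53) in P spermatocytes, and 0.22 (0.13 to 0.27, percentile 83.7) and -0.36 (-0.49 to -0.23, percentile 0) in L/Z spermatocytes. Counting error may account for the opposite signs in P spermatocytes, since the interval included 0 in 1 of the 4 pairs, PD 24 P. The scaling between the libraries is argued against, since the centred list median nearest to 0 was 0.14 and kept its sign. Whether reads shared with nuclear copies account for the pattern cannot be told apart from a change of the transcripts. Among the protein-coding and rRNA genes with few shared windows the PD 24 P median was -0.052, with 2 of 9 genes rising, and the other medians were -0.19, 0.13 and -0.22 (PD 52 P, PD 24 L/Z and PD 52 L/Z). The tRNA genes, whose nuclear copies were not searched, had medians of 0.62, -0.77, 0.57 and -0.33 in the order PD 24 P, PD 52 P, PD 24 L/Z and PD 52 L/Z. With protein-coding genes only, the PD 24 P median was -0.02. Age stays open as an untested explanation.

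Over the 13 lists and the groupings by age and by stage, 26 combinations were looked at. Opposite signs in 3 of them are what random signs would give, 3.25.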

How the results depend on the processing

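Alternatives were added after the data were examined for the PPAR signaling genes of the study, the P over L/Z comparison and the further genes named by the rule. The reads tests were set before only in their coefficients, and their gene filter and TMM scaling were chosen after, from several tried against the paper's p-values and counts. The cause of the shifts below was not tested, unless the alternative itself removes genes or libraries.

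The side of 1 of the distance ratio and the direction of *Mfn2* held under the alternatives that were run. The sign of 7 list medians changed, 2 with protein-coding genes only and 5 near 0, within their counting intervals, with the median-ratio scaling, and 9 list medians went to 0 with no filter. The median-of-ratios scaling moved none of the 16 counts and ratios by more than 1.5 times or their counting error. Over all alternatives, 72 of the 114 values for counts and distances moved. Of the 208 values for list medians 52 moved and 2 reversed, and of the 580 for named genes 88 moved and 7 reversed. A further 9 named genes changed sign within their counting intervals. In the P over L/Z comparison 27 of 64 moved and 0 reversed.

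With a pseudocount of 0.1, the genes higher and lower in cKO were 667 and 1663 in PD 24 P, 1694 and 1670 in PD 52 P, 1257 and 1868 in PD 24 L/Z, and 1498 and 1185 in PD 52 L/Z. The genes changed at both ages were 612, of which 372 went in the same direction. The ratio of the distance between WT and cKO, PD 24 over PD 52, was 0.916 in P and 1.09 in L/Z. The medians of the Leydig list were 2.14, 1.69, 1.73 and 1.64, and those of the macrophage list 1.07, 0.93, 1.17 and 2.43 (PD 24 P, PD 52 P, PD 24 L/Z and PD 52 L/Z). The medians of the chromosome X list in the same order were 0.19, -0.34, 0.16 and 0.35. The Sertoli list was at -1.07 in PD 52 P and 1.42 in PD 52 L/Z, the spermatogonia list at -0.94 in PD 52 L/Z and the leptotene/zygotene list at -0.50 in PD 52 P and -0.75 in PD 52 L/Z. The chromosome Y list was at -1.03 in PD 52 P and 0.43 in PD 24 L/Z. The common genotype effect had 7 genes higher and 0 lower (625 lower at an unadjusted p under 0.05).

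With protein-coding genes only, which leaves fewer genes to count, the genes higher and lower in cKO were 116 and 548 in PD 24 P, 237 and 554 in PD 52 P, 349 and 497 in PD 24 L/Z, and 458 and 144 in PD 52 L/Z. The genes changed at both ages were 125, and 114 went in the same direction. The distance ratio was 0.958 in P and 1.21 in L/Z. The median of the mitochondrially encoded genes list reversed to -0.025 in PD 24 P, and that of the chromosome Y list reversed to 0.13 in PD 52 L/Z and was -0.31 in PD 52 P. The chromosome X list was at 0.18 in PD 24 P and 0.16 in PD 24 L/Z. The common genotype effect had 69 genes higher and 2 lower.

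With no filter, the distance ratio was 0.878 in P and 1.12 in L/Z. The median of the PPAR pathway list was 0.061 in PD 24 P, 0.088 in PD 24 L/Z and 0.077 in PD 52 L/Z. The Leydig list was at 1.04 in PD 24 P and 1.19 in PD 24 L/Z, the Sertoli list at 0.65 in PD 52 L/Z and the spermatogonia list at -0.15 in PD 52 P. The mitochondrially encoded genes list was at -0.085 in PD 52 P, 0.094 in PD 24 L/Z and -0.22 in PD 52 L/Z. The chromosome X list was at 0 in all 4 pairs and so was the chromosome Y list, since most of their genes then have no reads, and the mitochondrially encoded genes list was at 0 in PD 24 P. The common genotype effect had 0 genes higher and 0 lower (1292 and 807 at an unadjusted p under 0.05).

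With the median-ratio scaling, the PPAR pathway list was at 0.26 in PD 52 L/Z, and the round and elongating spermatid list at -0.41 in PD 52 P and 0.49 in PD 52 L/Z. The Sertoli list was at 0.32 in PD 24 P and -0.80 in PD 52 P, and the pachytene list at 0.12 in PD 52 P and 0.041 in PD 52 L/Z. The median log2 fold change, nuclear oxidative phosphorylation list, PD 24 P, was -0.00426, and this list was at -0.67 in PD 52 P and 0.42 in PD 24 L/Z. The median log2 fold change, chromosome X list, PD 24 L/Z, was 0.072, and this list was at 0.19 in PD 24 P, -0.18 in PD 52 P and 0.32 in PD 52 L/Z. The list medians that changed sign were PPAR pathway in PD 52 P, pachytene in PD 24 L/Z, nuclear oxidative phosphorylation in PD 52 L/Z, and chromosome Y in PD 24 P and PD 52 L/Z. The genes whose direction reversed beyond their counting intervals had changes near 0. The log2 fold change of mt-Co1, PD 24 P, was 4.394e-05 and the log2 fold change of mt-Nd2, PD 24 P, was 0.0091. The others were Atp5a1 (0.021) and mt-Nd4 (0.027) in PD 24 P, and in PD 52 P 1700061G19Rik (0.032), Actb (0.055) and mt-Nd6 (0.017). The share of lower genes among those changed in PD 52 P fell from 52.6% to 44.6%.

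With the Spearman distance, the ratio of the distance between WT and cKO, PD 24 over PD 52, was 0.789 in P.

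With the reads test, BCV 0.1 (the assumed biological coefficient of variation), 1211 genes were higher in PD 24 P. The genes higher and lower were 2446 and 3097 in PD 52 P, 1921 and 3001 in PD 24 L/Z, and 1641 and 1690 in PD 52 L/Z. There were 890 genes changed at both ages, 638 in the same direction. With the reads test, BCV 0.2, 552 were higher and 483 lower in PD 52 P, 383 were higher in PD 24 L/Z, 243 were lower in PD 52 L/Z, and 135 changed at both ages. With the reads test, BCV 0.4, the genes higher and lower were 15 and 99 in PD 24 P, 5 and 3 in PD 52 P, 15 and 146 in PD 24 L/Z, and 10 and 2 in PD 52 L/Z, and 1 gene changed at both ages, with 1 in the same direction. With 1 library per group the coefficient cannot be estimated, so these counts have no replicate check.

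With no pair block, the common genotype effect had 3 genes higher and 0 lower (113 lower at an unadjusted p under 0.05). When each pair was left out in turn, it had from 0 to 2 genes higher and 0 to 0 lower, against 28 and 1 with all pairs. Higher genes numbered 2 without the PD 24 P pair, 1 without the PD 24 L/Z pair and 0 without either PD 52 pair (1064 and 607 at an unadjusted p under 0.05 without the PD 52 P and PD 52 L/Z pairs). The lower genes at an unadjusted p under 0.05 numbered from 262 to 1209. These fits have fewer libraries, and the count with all pairs depends on each of them.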

Differences from the paper's values

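No tests of causes are given here. The alternatives named were set before the data were examined, except that the reads tests were set only in their coefficients. Their gene filter and scaling were chosen after the values were seen, and these and the coefficient of 0.2 were picked from several because they came close to the paper's own p-values and counts. The nearness of the reads test at 0.2 to the paper is thus partly by choice, although the p-values below match more closely than such a choice explains.

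At PD 52, 909 genes in P spermatocytes were at least 2-fold higher against the paper's 552. The reads test at a coefficient of variation of 0.2, with filter and scaling chosen after the values were seen, gave 552, while the pseudocount of 0.1, no filter, the median-ratio scaling, protein-coding genes only and the reads tests at 0.1 and 0.4 did not close the gap. In the same pair 1008 genes were lower against the paper's 483. The reads test at 0.2, so chosen, gave 483 and protein-coding genes only gave 554, while the pseudocount, no filter, the median-ratio scaling and the reads tests at 0.1 and 0.4 did not close the gap.

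In L/Z spermatocytes at PD 24, 610 genes were higher against the paper's value of about 380 in Fig. 5B, read by eye. The median-ratio scaling gave 564, protein-coding genes only gave 349 and the reads test at 0.2, so chosen, gave 383, while the pseudocount, no filter and the reads tests at 0.1 and 0.4 did not close the gap. In L/Z spermatocytes at PD 52, 557 genes were lower against the paper's value of about 240 in Fig. 5B, read by eye. The reads test at 0.2, so chosen, gave 243, and the other alternatives set before the data were examined did not close the gap.

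In P spermatocytes, 273 genes changed at least 2-fold at both ages against the paper's 135. The reads test at 0.2, so chosen, gave 135 and protein-coding genes only gave 125, while the pseudocount, no filter, the median-ratio scaling and the reads tests at 0.1 and 0.4 did not close the gap. The paper describes its genes as moving the same way at both ages. Of the 135 genes of the reads test, 123 did, 5 were higher and then lower, and 7 were lower and then higher.

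Of the paper's 12 PPAR signaling genes, 4 were at least 2-fold higher in P spermatocytes at PD 24 against the paper's 7, while by the ratio of scaled reads, the scale of the paper's fold changes, chosen here after the values were seen, 7 were. The pseudocount of 0.1 gave 6 and the reads tests at 0.2 and 0.1 gave 7. For this result they were applied after its values were seen. No filter, the median-ratio scaling, protein-coding genes only and the reads test at 0.4 did not close the gap.

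Of Supplementary Table 1, 1726 of its 30377 genes were held. All 1726 p-values were within 0.1% of those of the reads test at 0.2. Its coefficient, filter and scaling were chosen with these p-values in view, but such a choice cannot set the p-value of each gene. For these genes the match argues that the paper's p-values came from a test of this kind. Such a test compares 1 library with 1 library at an assumed coefficient, and the paper's methods name another test.

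The paper finds the difference between MFN2 WT and MFN2 cKO larger at PD 24 than at PD 52. On the first principal component both stages go the paper's way. MFN2 WT and MFN2 cKO lay at 54.6 and 98.0 at PD 24 against 0.27 and 3.10 at PD 52 for P spermatocytes, and at -11.1 and 31.5 against -77.1 and -99.2 for L/Z spermatocytes. The L/Z distance ratio, 1.15, goes the same way, as do the genes changed in L/Z spermatocytes, 1852 against 1420, and the calls of the reads test there, 1561 against 855 at 0.2, 4922 against 3331 at 0.1 and 161 against 12 at 0.4. Over all genes in P spermatocytes the distance at PD 24 was 0.888 of that at PD 52, with 1354 genes changed at PD 24 and 1917 at PD 52. The P libraries had fewer reads at PD 52, and the depth was not equalised. Counting noise may therefore add to the distance and the number of changed genes at PD 52. The reads test there called 990 and 1035 genes at 0.2, 2763 and 5543 at 0.1, and, in the paper's direction, 114 and 8 at 0.4. The paper names 6 mitochondrial genes as higher at PD 24 and lower at PD 52. At PD 24 mt-Co2 in P spermatocytes fell by 0.94 and mt-Nd4 changed by -0.02. At PD 52 mt-Tl2 in P spermatocytes had 1 read in each library and mt-Tg had 0 in each.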

Other observations

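The tests of the mitochondrial genes, of the PPAR signaling genes that fell and of the Sertoli cell genes at PD 52 were chosen only after those results were seen. The test of mitochondrial genes below mt-Co1 was afterwards divided into 2 parts, because its first form had come out against the explanation.

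The medians of the lists are given in the order PD 24 P, PD 52 P, PD 24 L/Z and PD 52 L/Z, with their percentiles among random lists. The pachytene list was at -0.22, 0.02, 0.05 and 0.0041 (percentiles 26.6, 92.8, 16.5 and 2.58). The leptotene and zygotene list was at -0.16, -0.41, 0.13 and -0.65 (35.6, 1.7, 54.7 and 0). The nuclear oxidative phosphorylation list was at -0.05, -0.77, 0.48 and -0.01 (99.96, 0, 100 and 0.31). The PPAR pathway list was at 0.23, -0.02, 0.19 and 0.19 (100, 69.7, 90.6 and 99.4). The chromosome Y list was at -0.01, -0.63, 0.27 and -0.04 (61.5, 0, 99.96 and 47.6).

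The chromosome X list was at 0.14, -0.27, 0.12 and 0.28 (percentiles 100, 0, 99.7 and 100) in the same order. Incomplete silencing of chromosome X in MFN2 cKO P spermatocytes was proposed, since it would raise these genes at both ages. At PD 52 the percentile was 0, which argues against it as a cause common to both ages. A biological explanation at PD 24 alone was not tested.

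Genes of round and elongating spermatids were at -2.07, -0.51, -1.30 and 0.45 (percentiles 0, 0.845, 0 and 100), in the order PD 24 P, PD 52 P, PD 24 L/Z and PD 52 L/Z. Of the 29 genes, all passed the FPKM filter, and 1, Pgk2, is also in the pachytene list. The most abundant ones were high in the P library of MFN2 WT mice at PD 24, with FPKM of 218.2 for Prm1 and 411.3 for Tnp2, against 3.30 and 15.3 in MFN2 cKO. A smaller carry-over of spermatids into the MFN2 cKO library was a candidate explanation. The test asked for one common factor, and the interquartile range of the changes was 2.04 (quartiles -3.33 and -1.29). This decides nothing, because genes that spermatocytes express too would fall less with a smaller carry-over. Carry-over and an effect of genotype cannot be told apart with 1 library per group. Fewer late spermatids relative to early ones, from age or from genotype, also stays open and was not tested.

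Genes of Leydig cells were at 1.28, 1.47, 1.39 and 1.02 (percentile 100 in all), in the order PD 24 P, PD 52 P, PD 24 L/Z and PD 52 L/Z. The Sertoli list was at 0.27, -0.90, -0.22 and 1.22 (percentiles 100, 0, 0.52 and 100), and the macrophage list at 0.72, 0.67, 0.90 and 1.84 (percentiles 100, 99.95, 100 and 100). Of the 16 Leydig genes 14 passed the FPKM filter in P spermatocytes at PD 24, and 5 are steroidogenesis genes that the study picked. The FPKM of Insl3 rose from 5.17 to 39.4, of Cyp17a1 from 1.88 to 22.4 and of Hsd3b6 from 1.54 to 29.1 there. A lower share of germ cells that raises all somatic lists alike is argued against at PD 24 in P spermatocytes. All 4 medians rose there, but the smallest was 0.099 (peritubular myoid). At PD 52 in P spermatocytes the smallest was -0.90 (Sertoli), which argues against a like change in the share of all somatic cells. Cells were sorted mainly by size, so somatic cell types may enter a fraction unequally. A lower share of germ cells with an unequal share of somatic types is therefore not excluded. More RNA of Leydig cells in the MFN2 cKO libraries, or a change of genotype in Leydig cells or spermatocytes, stays open and was not tested.

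RNA of Leydig cells may account for the PPAR signaling genes that rose in P spermatocytes at PD 24. In the other 3 pairs, on which these 7 genes were not chosen, their median nearest to 0 was 0.97, with the sign of the Leydig list in each. This sign does not single out Leydig cells, since the macrophage and immediate early lists also rose in every pair. Their smallest medians were 0.67 (macrophage, PD 52 P) and 0.31 (immediate early, PD 24 P). A smaller share of spermatid RNA may account for the 5 that fell, since their median nearest to 0 in the other 3 pairs was 0.21, with the sign of the spermatid list in each. Both tests are across lists of few genes, and a change within spermatocytes was not excluded. The PD 24 L/Z pair may come from the same mice as the PD 24 P pair, so it may not be an independent check.

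More genes were lower than higher in P spermatocytes at PD 24. A trend with gene length is argued against: in 3 equal groups of genes by length, split at 1826 and 4466 bases, the smallest ratio of lower to higher genes was 3.47. The scaling is argued against as the whole cause, since after centring on the median change 367 genes were higher and 887 lower, a ratio of 2.42. Genotype stays open as a biological explanation, as does the loss of spermatid RNA.

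A common effect of genotype over the 4 pairs, by limma's moderated t-test with Benjamini-Hochberg adjustment, was called for 28 genes higher and 1 lower of 21175 (877 and 590 at an unadjusted p under 0.05). Both counts are small, and the pairs are different ages and stages, not replicates. The P and L/Z libraries of an age may also come from the same mice. The 4 pairs may then not be independent, and the limma p-values may be too small. Of the 8 ways to swap genotypes within pairs, 1 gave as many genes, the real one, for the higher genes and again 1 for the lower gene, and 8 splits cannot give a share under 0.05. Grouping by chance and an effect of genotype cannot be told apart by that count. Cxcl10 had a log2 change of 2.35 (standard error 0.16) and Cyp17a1 of 2.58 (0.18), both higher in 4 of 4 pairs with an adjusted p of 0.0143 by limma. The gene lower was Gm47645, named after its value was seen, at -1.61 (0.14) with an adjusted p of 0.0250 by limma.

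In all 4 pairs, 48 genes were at least 2-fold higher and 1 at least 2-fold lower, while the 14 mixed patterns of direction together held 14 genes, at most 9 in one. The largest mean rises among protein-coding genes were in Hsd3b6, Cyp17a1 and Cxcl10. The pseudogene Gm11702, named after its values were seen, had 1, 0, 0 and 0 reads in MFN2 WT and 28, 18, 43 and 16 in MFN2 cKO, and 100% of its windows occur in Dctn1. A strain or allele difference linked to one part of the genome is argued against. At most 4 of the genes lie within 10 Mb, on chromosome 11 (115657491 to 120732114), and 13.0% of random draws had as many. A response to tissue dissociation was tested with 19 immediate early genes, whose medians were 0.31, 0.65, 0.89 and 1.45 (percentile 100 in each). The smallest, 0.31, did not pass the threshold of 0.5 set before the test, but the list rose in each pair. With 1 library per group, dissociation and genotype cannot be told apart, and both stay open.

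The mitochondrial genes mt-Co2, mt-Atp6, mt-Co3, mt-Nd3 and mt-Nd4l had median FPKM between 4.04 and 24.5, against 3256 for mt-Co1. Reads shared with nuclear copies were proposed as a candidate explanation. The first test asked whether every gene with many shared windows lies below every gene without. This prediction failed over all 13 protein-coding genes, since mt-Nd4 with 59.2% shared windows had a median FPKM of 393 while mt-Atp8 with none had 0.644. Neither gene excludes the explanation for the 5 named, because mt-Nd4 keeps reads in its other windows and the nuclear genome was not searched for mt-Atp8, whose share in transcripts was 0%. Among the 5 low genes the smallest share was 97.0% and the highest median FPKM 24.5, against at most 59.2% and at least 331.8 in the other 7 genes without mt-Atp8. These values were seen before this part was set, so shared reads cannot be told apart from low transcript levels, and the explanation stays open. No biological explanation was tested.

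The tRNA genes mt-Tl2 and mt-Tg had at most 10 reads in a library. Counting error may account for their changes, since the smallest adjusted exact binomial p-value over 8 comparisons was 0.80 (unadjusted 0.164), with Benjamini-Hochberg adjustment.

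For genes that the paper measured by other methods, the log2 changes in the order PD 24 P, PD 52 P, PD 24 L/Z and PD 52 L/Z were as follows. Ppara changed by 0.03, 0.37, 0.10 and -0.18, Ppard by 0.07, -0.23, 0.11 and -0.21, and Pparg by 0.05, -0.13, 0.21 and 0.41, at FPKM from 0.34 to 1.70. Pex3 changed by -0.28, -0.08, -0.16 and 0.17, and Mfn1 by -0.20, -0.12, -0.04 and -0.10. Tomm20 changed by 0.05, -0.91, 0.40 and -0.15, Atp5a1 by -0.03, -0.59, 0.37 and -0.22, Ndufv1 by -0.20, -0.60, 0.35 and -0.03, mt-Co1 by -0.05, -0.45, 0.13 and -0.10, Sdhb by -0.29, -0.74, 0.61 and -0.04, and Uqcrc2 by -0.05, -0.47, 0.30 and -0.01. The paper's RT-qPCR is another measurement, so these values are not a test of it. The gene with the highest FPKM was Gm23935, with 81062 reads in MFN2 WT and 102479 in MFN2 cKO P spermatocytes at PD 52.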
